# A long and abundant non-coding RNA in *Lactobacillus salivarius*

**DOI:** 10.1099/mgen.0.000126

**Published:** 2017-07-17

**Authors:** Fabien J. Cousin, Denise B. Lynch, Victoria Chuat, Maxence J. B. Bourin, Pat G. Casey, Marion Dalmasso, Hugh M. B. Harris, Angela McCann, Paul W. O’Toole

**Keywords:** *Lactobacillus*, *L. salivarius*, non-coding RNA, RNA-seq, megaplasmid

## Abstract

*Lactobacillus salivarius*, found in the intestinal microbiota of humans and animals, is studied as an example of the sub-dominant intestinal commensals that may impart benefits upon their host. Strains typically harbour at least one megaplasmid that encodes functions contributing to contingency metabolism and environmental adaptation. RNA sequencing (RNA-seq)transcriptomic analysis of *L. salivarius* strain UCC118 identified the presence of a novel unusually abundant long non-coding RNA (lncRNA) encoded by the megaplasmid, and which represented more than 75 % of the total RNA-seq reads after depletion of rRNA species. The expression level of this 520 nt lncRNA in *L. salivarius* UCC118 exceeded that of the 16S rRNA, it accumulated during growth, was very stable over time and was also expressed during intestinal transit in a mouse. This lncRNA sequence is specific to the *L. salivarius* species; however, among 45 *L* *. salivarius* genomes analysed, not all (only 34) harboured the sequence for the lncRNA. This lncRNA was produced in 27 tested *L. salivarius* strains, but at strain-specific expression levels. High-level lncRNA expression correlated with high megaplasmid copy number. Transcriptome analysis of a deletion mutant lacking this lncRNA identified altered expression levels of genes in a number of pathways, but a definitive function of this new lncRNA was not identified. This lncRNA presents distinctive and unique properties, and suggests potential basic and applied scientific developments of this phenomenon.

## Abbreviations

asRNA, anti-sense RNA; HTH, helix-turn-helix; lasRNA, long anti-sense RNA; lncRNA, long non-coding RNA; ncRNA, non-coding RNA; OLE RNA, ornate, large, extremophilic RNA; qPCR, quantitative PCR; RNA-seq, RNA sequencing; RT-qPCR, reversetranscription-quantitative PCR; tmRNA, transfer-messenger RNA.

## Data Summary

1. Raw RNA-seq reads are available at the Sequence Read Archive (SRA) under BioProject; accession number: PRJNA355319 (url – https://www.ncbi.nlm.nih.gov/bioproject/PRJNA355319).

2. The GenBank accession number for the lncRNA sequence of *L. salivarius* UCC118 is MF114321.

3. The GenBank accession number for the lncRNA sequence of *L. salivarius* UCC119 is MF114322.

4. The GenBank accession number for the lncRNA sequence of *L. salivarius* AH4231 is MF114323.

5. The GenBank accession number for the lncRNA sequence of *L. salivarius* AH4331 is MF114324.

6. The GenBank accession number for the lncRNA sequence of *L. salivarius* AH43310 is MF114325.

7. The GenBank accession number for the lncRNA sequence of *L. salivarius* AH43324 is MF114326.

8. The GenBank accession number for the lncRNA sequence of *L. salivarius* AH43348 is MF114327.

9. The GenBank accession number for the lncRNA sequence of *L. salivarius* CCUG45735 is MF114328.

10. The GenBank accession number for the lncRNA sequence of *L. salivarius* CCUG47825 is MF114329.

11. The GenBank accession number for the lncRNA sequence of *L. salivarius* CCUG47826 is MF114330.

12. The GenBank accession number for the lncRNA sequence of *L. salivarius* L21 is MF114331.

13. The GenBank accession number for the lncRNA sequence of *L. salivarius* NCIMB8818 is MF114332.

14. The GenBank accession number for the lncRNA sequence of *L. salivarius* JCM1046 is MF114333.

15. The GenBank accession number for the lncRNA sequence of *L. salivarius* NCIMB8817 is MF114334.

16. The GenBank accession number for the lncRNA sequence of *L. salivarius* DSM20492 is MF114335.

17. The GenBank accession number for the lncRNA sequence of *L. salivarius* CCUG47171 is MF114336.

18. The GenBank accession number for the lncRNA sequence of *L. salivarius* CCUG44481 is MF114337.

19. The GenBank accession number for the lncRNA sequence of *L. salivarius* 01M14315 is MF114338.

20. The GenBank accession number for the lncRNA sequence of *L. salivarius* CCUG43299 is MF114339.

21. The GenBank accession number for the lncRNA sequence of *L. salivarius* JCM1040 is MF114340.

22. The GenBank accession number for the lncRNA sequence of *L. salivarius* DSM20555^T^ is MF114341.

23. The GenBank accession number for the lncRNA sequence of *L. salivarius* Gul1 is MF114342.

24. The GenBank accession number for the lncRNA sequence of *L. salivarius* Gul2 is MF114343.

25. The GenBank accession number for the lncRNA sequence of *L. salivarius* JCM1047 is MF114344.

26. The GenBank accession number for the lncRNA sequence of *L. salivarius* CCUG38008 is MF114345.

27. The GenBank accession number for the lncRNA sequence of *L. salivarius* LMG14476 is MF114346.

28. The GenBank accession number for the lncRNA sequence of *L. salivarius* LMG14477 is MF114347.

29. Microarray data were submitted to the National Center for Biotechnology Information into the Gene Expression Omnibus (GEO) database under pending accession number GSE92837 (url – https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=kzynyucqxvaldgj&acc=GSE92837).

## Impact Statement

The role of non-coding RNAs (ncRNAs) in regulating cellular processes in prokaryotes is relatively under-investigated. The present study identifies a new long non-coding RNA (lncRNA) in the gut commensal species *Lactobacillus salivarius*. This lncRNA is expressed at very high abundance, occasionally exceeding that of the 16S rRNA gene. The lncRNA is specific to the *L. salivarius* species, but not all strains harbour it in their genomes, and its expression level is strain-specific. High-level lncRNA expression correlates with high megaplasmid copy number. This lncRNA presents distinctive and unique properties, and suggests potential basic and applied scientific developments. These discoveries expand our appreciation of the ncRNA world in bacteria.

## Introduction

*Lactobacillus salivarius* is commonly found in the gastrointestinal tract of human and animals, and has been studied particularly in the context of beneficial effects on the host [1, 2]. Analysis of traits of interest, such as resistance to bile, production of bacteriocin and exopolysaccharide, has been facilitated by the establishment of genomic and genetic tools in strain UCC118 [3, 4].

Forty-five genome sequences of *L. salivarius* have recently been annotated in our laboratory [5]. A typical *L. salivarius* genome presents one chromosome, one (and rarely two) megaplasmid(s) and up to three small plasmids depending on the strain [6]. The megaplasmid seems indispensable for the viability of *L. salivarius*, and presents strain-specific characteristics, including size and coding repertoire [4, 6]. The megaplasmid pMP118 in strain UCC118 harbours genes playing roles in environmental adaptation. The presence of this megaplasmid may explain the relatively small size (1.83 Mb) of the *L. salivarius* chromosome, because some structural genes are harboured by the megaplasmid.

Data from the increasing number of bacterial genomes and NGS transcriptomic studies have indicated that non-coding RNAs (ncRNAs) play an important role in the regulation of function of all bacterial replicons, like chromosomes, plasmids or transposons [7–9]. Many studies of Gram-positive pathogens identified the regulation of virulence by ncRNA, such as that which occurs in *Staphylococcus aureus* [10–12] and *Listeria monocytogenes* [13–15]. ncRNAs include anti-sense RNAs (asRNAs), intergenic small RNAs, riboswitches and long non-coding RNAs (lncRNAs) [16–20]. lncRNAs are characterized by a particular size presumed necessary for their function (>200 nt), and can regulate one set of genes; however, their functions remain largely unknown.

Several new long regulatory RNAs have been described in the past decade, including the long regulatory OLE RNA (ornate, large, extremophilic RNA) of 610 nt [21], the lncRNA GOLLD RNA (giant, ornate, lake- and lactobacillales-derived RNA) of ∼800 nt and the lncRNA HEARO (HNH endonuclease-associated RNA and ORF) [22]. These long anti-sense RNAs (lasRNAs) appear to be more complex than other ncRNAs and their activity is not limited to regulation. Although the exact function of these lncRNAs is not currently known, it was demonstrated for the OLE RNA that the protein encoded by the gene downstream of this lncRNA can bind the OLE RNA to form a complex. This nucleoprotein plays an important role in stress response by binding to the cellular membrane and enhancing membrane resistance towards short chain alcohols [23, 24].

Recently, many lasRNAs were also described in *L. monocytogenes* [18, 25] suggesting that the biological significance of lasRNAs has been underestimated up to now. New lncRNAs were also found in *Lactobacillus plantarum*, with lengths ranging from 800 nt up to 1000 nt [26]. Although their precise function is still unknown, these *L. plantarum* supermotifs (LPSMs) are conserved, with many copies present across strains in this species. However, LPSMs seem very specific to *L. plantarum*, as they were not found in the genomes of other *Lactobacillus* species [26]. Transfer-messenger RNA (tmRNA), previously named 10S RNA, is also known as a lncRNA (260 to 430 nt). tmRNAs take part in protein translation by ensuring protein quality. When the ribosome is stalled, tmRNAs add a protease-recognition tag to the incomplete protein to allow its degradation [27–30]. tmRNA is very conserved and is present in all bacteria, which makes it a good reference for the investigation of lncRNA.

In this study, we describe an unusually abundant and stable lncRNA that we identified by RNA sequencing (RNA-seq)analysis of *L. salivarius* UCC118. This lncRNA is a unique feature of *L. salivarius* and its coding sequence was present in 34 of 45 *L* *. salivarius* genomes available. The lncRNA was expressed in all 27 tested *L. salivarius* strains harbouring the sequence, with strain-specific expression levels that varied by almost 4 logs between strains. Four *L. salivarius* strains expressed this lncRNA at a very high expression level and only these strains presented a megaplasmid : chromosome ratio greater than 1.0. The analysis of knock-out mutants in which the lncRNA sequence was removed did not clearly identify the role of this new lncRNA.

## Methods

### Bacterial strains, growth conditions and growth measurement

We assembled a panel of 45 *L* *. salivarius* genomic sequences, 33 of which were available in our laboratory strain collection (Table 1). All strains were inoculated at 1 % from an overnight culture in pre-warmed (37 °C)MRS(De Man, Rogosa and Sharpe) broth medium (Oxoid) and incubated (37 °C, 5 % CO_2_). Optical density was measured at 600 nm (Spectramax; Molecular Devices). Growth rate was calculated by the linear regression of ln(OD_600_) for each point during the exponential phase. Each experiment was performed in duplicate.

**Table 1.** Strains of *L. salivarius* used in this study Strain L21 was provided by Professor Gerald Tannock, University of Otago, Otago, New Zealand. The 11 strains highlighted in grey share 100 % identity at the nucleotide level for the lncRNA. A question mark (?) indicates that the size of the megaplasmid is currently unknown. The *L. salivarius* strains were divided into 4 groups: +++++, for the strains with very high expression of the lncRNA; +++, for the strains with sequence 100 % identical to the *L. salivarius* UCC118 lncRNA; +, for the strains harbouring a lncRNA sequence with SNPs/gaps; −, for the strains without a lncRNA sequence in their genome. CCUG, Culture Collection University Göteborg; DSM, Deutsche Sammlung von Mikroorganismen und Zellkulturen; JCM, Japan Collection of Microorganisms; LMG, Laboratorium voor Microbiologie, Universiteit Gent; NCIMB, National Collections of Industrial Food and Marine Bacteria.

**Strain name**	**Source**	**Megaplasmid size (kb)**	**lncRNA alignment length**	**lncRNA** **% identity**	**lncRNA group**
UCC118	Human ileal–caecal region	242	520	100	+++++
UCC119	Chicken caecum	195	520	100	+++++
AH4231	Human ileal–caecal region	210	520	100	+++
AH4331	Human ileal–caecal region	210	520	100	+++
AH43310	Human ileal–caecal region	240	520	100	+++++
AH43324	Human ileal–caecal region	240	520	100	+++++
AH43348	Human ileal–caecal region	195	520	100	+++
CCUG45735	Human blood	220	520	100	+++
CCUG47825	Human blood	220	520	100	+++
CCUG47826	Human blood	220	520	100	+++
L21	Human faeces	190	520	100	+++
NCIMB8818	St Ivel cheese	195	520	99.81	+
JCM1046	Swine intestine	230	521	98.46	+
NCIMB8817	Turkey faeces	145	521	98.08	+
DSM20492	Human saliva	240	520	97.88	+
CCUG47171	Human tooth plaque	240	521	97.12	+
CCUG44481	Bird	240	520	97.5	+
01M14315	Human gallbladder pus	200	521	97.5	+
CCUG43299	Human blood	218	521	97.5	+
JCM1040	Human intestine	195	521	97.5	+
DSM20555**^T^**	Human saliva	380	528	96.02	+
Gul1	Root canal	?	528	96.02	+
Gul2	Root canal	?	528	96.02	+
JCM1047	Swine intestine	240	521	97.31	+
CCUG38008	Human gall	215	521	95.97	+
LMG14476	Cat with myocarditis	290	522	95.79	+
LMG14477	Parakeet with sepsis	270	522	95.79	+
NCIMB8816	Italian human saliva	180	0	0	−
JCM1045	Human intestine	220	0	0	−
DSM20554	Human saliva	260	0	0	−
JCM1042	Human intestine	180	0	0	−
JCM1044	Human intestine	180	0	0	−
JCM1230	Chicken intestine	100	0	0	−

### RNA extraction and RNA-seq

Total RNA was extracted from three exponential phase cultures of *L. salivarius* UCC118 with RNAprotect (Qiagen) and the miRNeasy Mini kit (Qiagen), according to the manufacturer’s protocol with minor modifications. Mechanical lysis was performed in QIAzol with 250 mg zirconium beads (0.1 mm diameter), using a bead-beater for 30 s at 3450 oscillations min^−1^, twice. A double DNase treatment was performed on 10 µg RNA with the Turbo DNA-free kit (Ambion, Life Technologies) at 37 °C for 30 min. RNA quality was checked on an Agilent Bioanalyzer with the Agilent RNA 6000 Nano kit (Agilent Technologies). The absence of RNA degradation was checked. All the RNA Integrity Numbers (RIN) were over 8.0, validating the good quality of the RNAs. A Ribo-Zero rRNA removal kit (Bacteria) was used to deplete rRNA species. RNA quality and absence of the 16S and 23S rRNA species were checked on an Agilent Bioanalyzer with the Agilent RNA 6000 Pico kit (Agilent Technologies). RNA samples depleted in rRNA were sent to GATC Biotech for strand-specific library preparation and sequenced on an Illumina HiSeq 2000 with 100 bp single reads.

Raw reads from each sample were trimmed using Trimmomatic [31] to remove the TruSeq3-SE adaptors using clip parameters 2 : 30 : 10, a sliding window of size 4 with a mean quality of 20, minimum quality of leading and trailing bases of 10, and a minimum final length of 70 nt for a read to be retained. The human genome (GRCh37) and the genome of *L. salivarius* UCC118 were combined to generate a database to which the RNA-seq reads could be aligned simultaneously. star [32] was used to align the trimmed reads to both genomes, allowing for a 0.5 ratio of mismatches to mapped length, with the remainder of parameters set to default. HTSeq [33] was used to determine the number of reads aligning to each gene, using the intersection-nonempty setting. The read numbers of each gene were expressed in RPKM (reads per kilobases per million reads) scores [34]. A custom Perl script was written to determine the number of reads that aligned to the lncRNA, the number of reads that aligned at each position along the megaplasmid pMP118 and to calculate the log_10_ of the number of reads aligning at each position. These logged counts were used as input for the blast Ring Image Generator (brig) [35], used to generate Figs 1(b) and S2(a) (available with the online Supplementary Material).

**Fig. 1.**
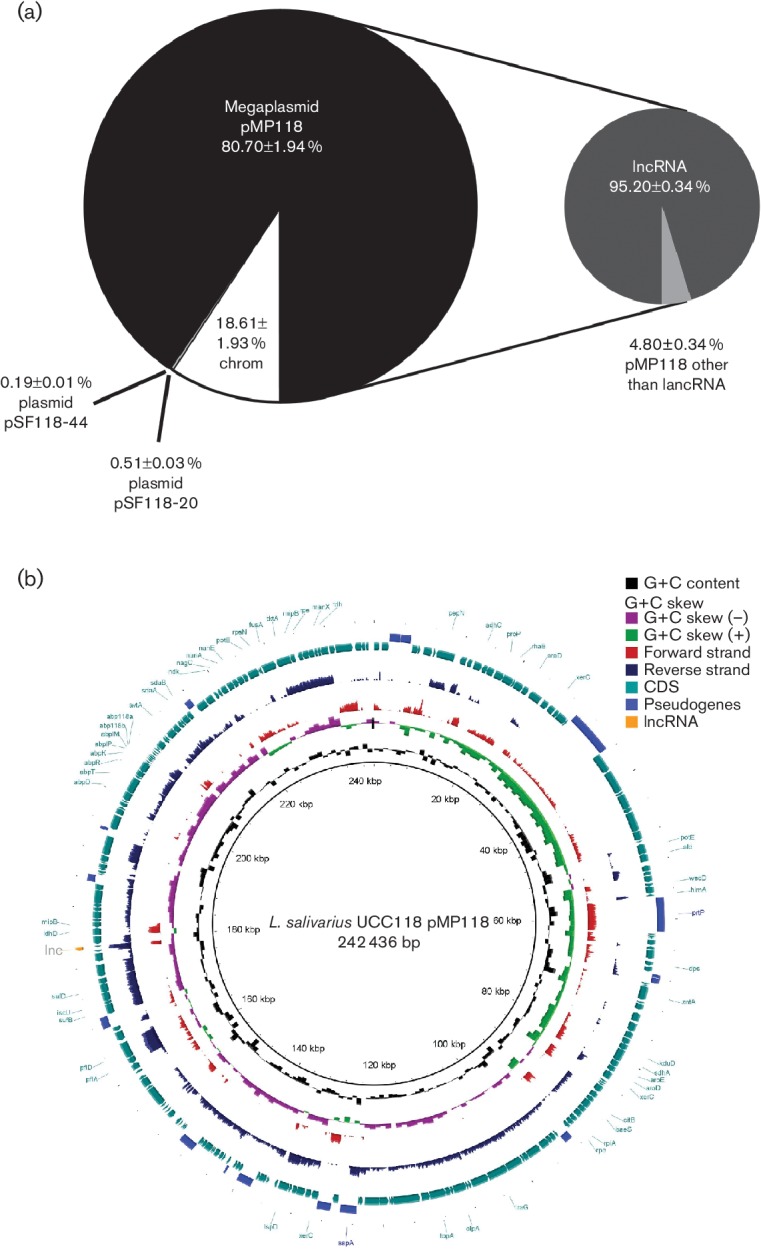

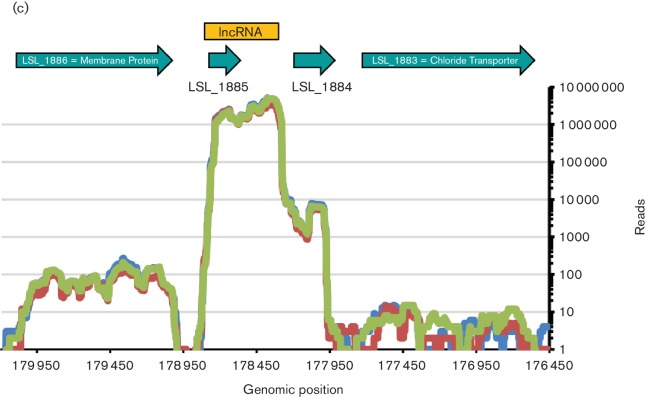
Global RNA-seq transcriptomic analysis of *L. salivarius* UCC118 in MRS. (a) Proportions of RNA-seq reads according to their location on the chromosome and the plasmids. Data presented are the mean ± sd of three replicates. (b) brig representation of the expression pattern of the *L. salivarius* UCC118 pMP118 megaplasmid. The RNA-seq reads are aligned to the reference megaplasmid pMP118 sequence of *L. salivarius* UCC118 using brig. The innermost rings show G+C content (black) and G+C skew (purple/green). The red and dark blue rings show expression patterns on a log scale (the mean of three replicates) of forward and reverse strands, respectively. The outermost rings, shown in light blue and mid blue, highlight the predicted CDS and pseudogenes of pMP118, respectively. The lncRNA is highlighted in an orange colour. (c) Zoomed in image of the expression pattern of one strand around the lncRNA genomic area. Mapped read counts of every nucleotide from positions 176 462 to 180 174 are presented for each replicate (blue, red and green lines).

### lncRNA sequence, comparative genomics, RNA structure and quantitative PCR (qPCR) primer design

The lncRNA sequence was obtained by circular RACE experiments performed according to methods described elsewhere [36]. The circular RACE was performed on UCC118, UCC119, AH43310 and AH43324 strains, with RNAs extracted at 10 and 24 h of culture.

The lncRNA sequence was searched (blastn) against the NCBI non-redundant nucleotide database and against the 45 *L* *. salivarius* genomic sequences available in our laboratory. When a positive match for the lncRNA was obtained, the lncRNA genomic area was sequenced (Sanger sequencing method; GATC Biotech) in order to confirm the sequence. The corresponding PCRs were performed with the high-fidelity Phusion polymerase and using the primers LSL_1886_F and LSL_1883_R (Table S1).

RNA structure of the lncRNA was predicted with the lncRNA alignment in RNAalifold [37], part of the ViennaRNA Web Services. The sequences of the genes of interest from all the *L. salivarius* strains were aligned with Muscle and primers were designed within the conserved areas using the Primer3Plus Web tool (Table S1).

### RNA extraction and reverse transcription-quantitative PCR (RT-qPCR) analysis

For the lncRNA expression study with *L. salivarius* UCC118, total RNA was extracted every 2 h from 4 h (early exponential phase) to 12 h (stationary phase), and also at 24 h (late stationary phase), in quadruplicates. The RNA extraction was performed with RNAprotect (Qiagen) and the RNeasy Mini kit (Qiagen) according to the manufacturer’s protocol, with minor modifications as described above. All purified RNA samples were stored at −80 °C until further analysis. RNA quality and DNA digestion (performed on 5 µg) were carried out as described above. Lack of contamination of the RNA samples by DNA was also confirmed by qPCR. *era* primers and 0.5 ng RNA per well (the same quantity of cDNA for the RT-qPCR) were used (Table S1), with the same conditions. The absence of or low DNA contamination was confirmed with *C*_t_ values higher than 30. For the lncRNA expression study with the 27 *L* *. salivarius* strains, total RNA was extracted at exponential phase (5 h), stationary phase (10 h) and late stationary phase (24 h) as described above, in duplicates.

cDNA was synthesized using the High-Capacity cDNA Archive kit (Life Technologies). Briefly, 250 ng RNA was reverse transcribed in a final volume of 25 µl. The conditions of the reverse transcription were as follows: annealing at 25 °C for 10 min, RT at 37 °C for 2 h, and inactivation at 85 °C for 5 min. The cDNA samples were stored at −20 °C until needed for RT-qPCR.

qPCR was performed using a LightCycler 480 system (Roche). The reactions were carried out in 15 µl containing 0.25 µM each primer (Table S1), 1× SYBR Green I Master (Roche) and 5 µl of 1 : 100 diluted cDNA template. The PCR cycles consisted of one activation cycle of 5 min at 95 °C, and 40 amplification cycles of 15 s at 95 °C and 1 min at 60 °C. Each PCR product was further analysed by generating melting curves to ensure the specificity of the assay. All quantifications were performed in duplicate.

Standard curves with *L. salivarius* UCC118 genomic DNA (from 10^2^ to 10^8^ copies per well) were generated to calculate the number of copies of each gene in each sample. The expression of seven reference genes (*era*, *fusA*, g*roEL*, *gyrA*, *ileS*, *recA* and *rpoB)* was analysed to find the best normalization factor. The most stable control genes were determined with the cotton EST database. Means of the best candidate genes were also compared. qPCR data of the targeted genes were normalized by averaging the seven reference genes.

Five regions of interest in the lncRNA coding sequence were targeted: the lncRNA located on the predicted ORF (beginning) and on the tail (end) of the lncRNA sequence were studied along with *LSL_1884*, the downstream gene that encodes a predicted protein with a helix-turn-helix (HTH) motif. tmRNA, which is another lncRNA, and the 16S rRNA were also analysed.

To examine lncRNA stability, *L. salivarius* UCC118 cultures at an OD_600_ value of approximately 1.0 were treated with 400 µg rifampicin ml^−1^ and total RNA was extracted as described above just before (T0) and at 5 min intervals for 30 min after rifampicin exposure. RT-qPCR was performed as described before.

### *In vivo* expression of the lncRNA

C57Bl/6 mice were purchased from Harlan UK. Animals were kept in a conventional colony, and received food and water *ad libitum* for the duration of the experiment. Eight C57Bl/6 mice were divided into two groups. The first group received no treatment, and after sacrifice, DNA and RNA were extracted from both small and large intestine. Mice from the second group were gavaged every day with a fresh culture of *L. salivarius* UCC118 (10^10^ c.f.u. day^−1^), and DNA and RNA were extracted from both small and large intestine 2 h after the last gavage. qPCR and RT-qPCR were performed as described above. The determination of the lactobacilli level was performed as described elsewhere [38].

### Genomic DNA extraction and megaplasmid copy number determination

The genomic DNA of *L. salivarius* strains was isolated using the Qiagen DNeasy Blood and Tissue kit, according to the manufacturer’s instructions for Gram-positive bacteria. The genomic DNA was quantified using a spectrophotometer (Thermo Scientific Nanodrop 2000) and checked for integrity in a 0.8 % agarose gel.

qPCR was performed as described above on gDNA with four sets of primers targeting the chromosome (*era*, *gyrA*, *ileS*, *groEL*) and four sets of primers targeting the megaplasmid (*repA*, *pepN*, *zntA* and the lncRNA – except for the six *L* *. salivarius* strains without the lncRNA sequence in their genomes). All primer pairs gave similar efficiencies of over 90 %. The ratio of megaplasmid to chromosome was calculated by using the formula R=2^(geometric mean *C*t chromosomal genes − geometric mean *C*t megaplasmid genes)^, where *C*_t_ is the crossing threshold value.

### Creation of a lncRNA deletion mutant in *L. salivarius* UCC118

Knock-outs (deletion of the lncRNA and deletion of the lncRNA along with the *LSL_1884* gene) of the *L. salivarius* UCC118 wild-type strain (Fig. S1) were performed by a double cross-over strategy using the pORI19/pVE6007 system as described previously [3]. The bacterial strains and plasmids used for this mutant construction are presented in Table S2. Genomic DNA of *L. salivarius* UCC118 was used as a template for PCR amplification (Phusion high-fidelity DNA polymerase) of the flanking regions of the lncRNA (Table S2). The amplicons were joined by SOE-PCR (Table S2). The resulting 2 kb amplicon was digested using *BamH*I and *EcoR*I, and cloned into pORI19 digested with the same enzymes. The resulting plasmids were named pORI_19_-Δ*lncRNA* and pORI_19_-Δ*lncRNA*Δ *LSL_1884*. Deletion of the lncRNA and the lncRNA+LSL_1884 regions were further confirmed by PCR amplification using the primer pair LSL_1886_F and LSL_1883_R, which flank the lncRNA region (Table S2), and the absence of the lncRNA peak on the Bioanalyzer profiles (Fig. S1c).

### Microarray hybridization and analysis

*L. salivarius* UCC118 wild-type and both mutant strains were grown in MRS, and RNA was extracted in duplicate, as described above, in exponential and stationary phases. Labelling of cDNA with Cy3 and Cy5 dyes was carried out using a chemical labelling kit (Kreatech), following the manufacturer’s instructions. Microarray slides were hybridized for 16 h at 55 °C and scanned using an Agilent Microarray Scanner system (G2505B) with Agilent scan control software (version 7.0). Agilent feature extraction software (version 9.1) was used to process the image file and the extracted data were further processed using an in-house microarray transform platform, as previously described [2]. Genes were selected as being significantly changed in expression if their fold change in Cy3/Cy5 ratio was >3 and where the *P* value was <0.0001. Four microarray conditions were carried out in duplicate: wild-type against Δ*lncRNA* in exponential phase, wild-type against Δ*lncRNA* Δ *LSL_1884* in exponential phase, wild-type against Δ*lncRNA* in stationary phase and wild-type against Δ*lncRNA* Δ *LSL_1884* in stationary phase.

## Results

### A novel lncRNA in *L. salivarius* UCC118

RNA-seq transcriptome analysis of *L. salivarius* UCC118 was performed in triplicate (Fig. S2a), and a total of almost 42 billion reads were aligned to the *L. salivarius* UCC118 genome (Fig. S2b). Surprisingly, more than 80 % of the reads aligned to the pMP118 megaplasmid (Fig. 1a). This new unusually abundant lncRNA was sequenced by a circular RACE approach and corresponded to a 520 nt region of the megaplasmid (Fig. 1b). It represented between 74.77 and 78.80 % of the sequence reads after ribodepletion of the rRNA species (Fig. S2b), and mapped to a region derived from only 0.024 % of the length of the genome. The lncRNA physically corresponded to the predicted *LSL_1885* gene, but extended upstream and downstream, as shown in Fig. 1(c). LSL_1885 is a hypothetical protein, has no predicted function and was, by far, the highest expressed gene in the RNA-seq data (Fig. S2c). Two genes, *LSL_1883* and *LSL_1884*, are present downstream of the lncRNA coding region (Fig. 1c). The *LSL_1884* gene is annotated as a transcriptional regulator that contains a HTH motif, and the *LSL_1883* gene is predicted to encode a chloride transporter. Upstream of the lncRNA locus, the *LSL_1886* gene encodes a predicted membrane protein component of a sugar phosphotransferase system. Moreover, some RNA-seq reads also mapped on the opposite strand of the lncRNA sequence, and we hypothesized that this was an artefact due to the very high expression level of this genomic area. The occurrence of some artefactual anti-sense transcripts due to RNA-seq library preparation has already been described [39, 40].

### *L. salivarius* UCC118 lncRNA accumulates over time

Total RNA was extracted at different time points in an *L. salivarius* UCC118 batch culture in order to assess the lncRNA expression level. The lncRNA was readily visible on the RNA Bioanalyzer profile, in addition to the dominant 16S and 23S rRNA peaks/bands (Fig. S3a, b). The lncRNA proportionally accumulated during *L. salivarius* UCC118 growth, and reached more than 4 % of the total (not ribodepleted) RNA by 24 h (Fig. S3b). The lncRNA expression level was confirmed by RT-qPCR, with primer pairs targeting both the predicted gene *LSL_1885* and the lncRNA tail. The tmRNA was used as a control for an accumulating ncRNA species during growth (Fig. 2), since this tmRNA is known to be a ribosome rescue system [30]. The lncRNA was confirmed to be a single transcript (Fig. S3c). The RT-qPCR analysis confirmed that the lncRNA accumulated during *L. salivarius* UCC118 growth, and by this method of measurement, it reached the abundance level of the 16S rRNA expression in stationary phase (10 and 12 h of growth), and even exceeded it 1.6-fold in late stationary phase (24 h) (Fig. 2). The transcript for the downstream transcriptional regulator *LSL_1884* did not accumulate during *L. salivarius* UCC118 growth, indicating it is part of a separate transcriptional unit.

**Fig. 2.**
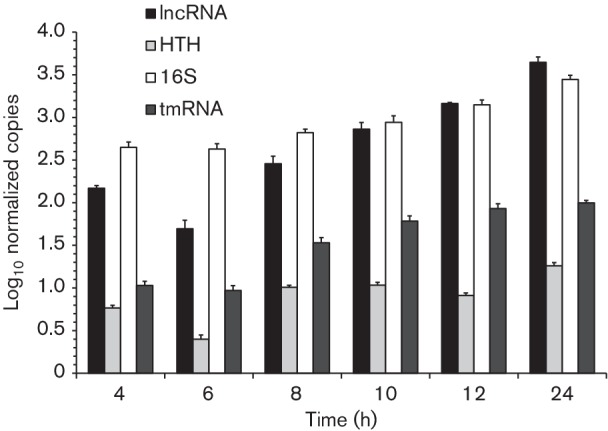
Expression level of the lncRNA during the growth of *L. salivarius* UCC118. The expression levels of lncRNA (*LSL_1885* and tail), HTH (*LSL_1884*), 16S rRNA and tmRNA were quantified by RT-qPCR after 4, 6, 8, 10, 12 and 24 h of a *L. salivarius* UCC118 culture. Data are means±sd of four independent replicates.

### *L. salivarius* UCC118 lncRNA is stable and expressed *in vivo*

ncRNA is more stable than mRNA. We checked the stability of the *L. salivarius* UCC118 lncRNA by treating cells with rifampicin, which inhibits RNA polymerase. The lncRNA displayed stability similar to that of the 16S rRNA control, with only 10 % loss after 30 min for the lncRNA (Fig. 3). In contrast, the mRNA species corresponding to the *LSL_1884* gene (downstream predicted transcriptional regulator) and *era* gene (ribosome-associated GTPase, often used as a constitutively expressed housekeeping gene for RT-qPCR normalization) declined by approximately 62 and 96 % after 15 min, respectively (Fig. 3). We also confirmed the expression of the lncRNA *in vivo* during murine intestinal transit (Fig. 4a). The lncRNA was not detected in the untreated control group, whereas it was detected (more than 10^8^ copies of lncRNA) in both the small and large intestine of mice gavaged with *L. salivarius* UCC118, even though the *Lactobacillus* 16S rRNA gene was detected in both treated and untreated mice. This lncRNA presence in the gut contents of the treated group correlated with the increase of *Lactobacillus* genomic DNA in the same samples (Fig. 4b).

**Fig. 3.**
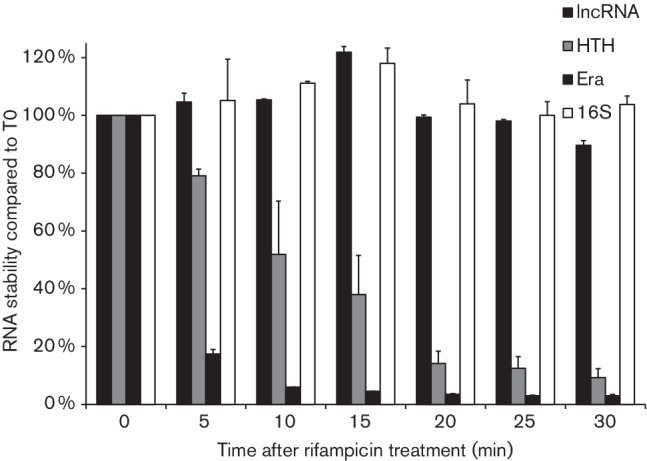
Stability over time of *L. salivarius* UCC118 lncRNA. The expression levels of lncRNA (*LSL_1885* and tail), HTH (*LSL_1884*), *era* and 16S rRNA were quantified by RT-qPCR every 5 min for 30 min after exposure of a *L. salivarius* UCC118 culture to 400 µg rifampicin ml^−1^. The expression levels were normalized and expressed as a percentage of expression before exposure to rifampicin (T0). Data are means±sd of three independent replicates.

**Fig. 4.**
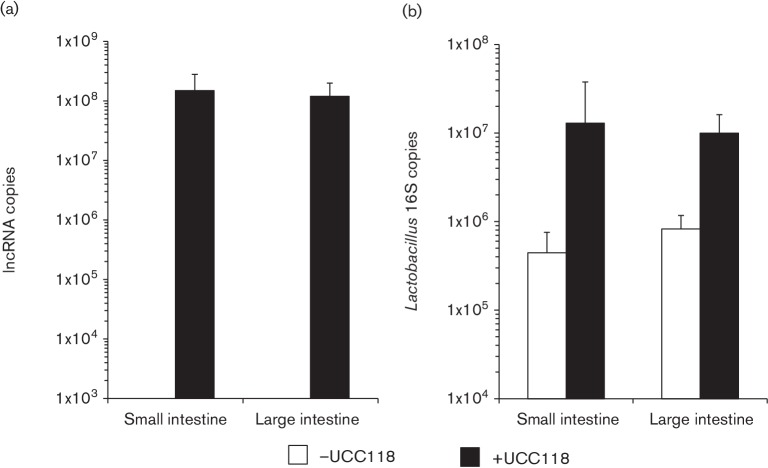
Expression of *L. salivarius* UCC118 lncRNA *in vivo*. (a) The presence of the lncRNA was quantified by RT-qPCR in both small and large colonic contents in mice (*n*=4 in each group) gavaged or not with *L. salivarius* UCC118. Data are means±sd. (b) The lactobacilli level was quantified by qPCR in both small and large colonic contents in mice (*n*=4 in each group) after genomic DNA extraction. Data are means±sd.

### lncRNA is expressed in all *L. salivarius* strains harbouring the sequence, but expression levels vary

Comparative genomics revealed that the sequence corresponding to this newly described lncRNA was uniquely present in *L. salivarius* (i.e. absent in all other genomes in the non-redundant NCBI DNA database) and was present in 34 of the 45 *L* *. salivarius* genomes available. Twenty-seven of these strains were available as cultures in our laboratory collection, and among these, 10 harboured a lncRNA sequence identical to that of *L. salivarius* UCC118 (Table 1). The boundaries of the lncRNA were confirmed by a circular RACE approach on four strains (UCC118, UCC119, AH43310 and AH43324). The 27 lncRNA sequences were extracted from the genomes, and confirmed by Sanger sequencing, allowing a multiple alignment (Fig. S4). This alignment revealed a lncRNA size ranging from 507 to 526 nt, with fewSNPs along the alignment. Several gaps or insertions (between 6 and 13 nt) were also present in five *L* *. salivarius* strains. The multiple alignment was also used to predict the secondary structure of this lncRNA (Fig. S5). The predicted structure is a three-branched RNA with high base-pair probabilities. All 27 strains harbouring the lncRNA presented a typical bacterial growth profile (data not shown) and remained in a lag phase of up to 3 h, followed by an exponential phase of 3 to 6 h. Early stationary phase was reached from 6 to 9 h, and stationary phase was established after 9 h growth. Division rates were calculated for the 27 strains and compared to the final culture optical density values at 24 h (Fig. S6). The 11 strains sharing 100 % sequence identity for the lncRNA had lower OD_600_ values after 24 h than the other strains, except for strain CCUG45735. This was particularly true for the four strains UCC118, UCC119, AH43310 and AH43324, for which the OD_600_ values did not exceed 6.6 after 24 h. The 11 strains also showed lower growth rates. The mean generation time for the 27 *L* *. salivarius* strains was 53.6±15.9 min, which is characteristic of *Lactobacillus* growth. Total RNA was extracted for the 27 strains at exponential (5 h), stationary (10 h) and late stationary (24 h) phases. Only the RNA profiles of four strains, UCC118, UCC119, AH43310 and AH43324, showed the visible presence of the lncRNA (Fig. S5). For these four strains, the peak area for the lncRNA increased during growth showing accumulation (data not shown), as described above for *L. salivarius* UCC118 (Fig. 2). For the other strains, there was no visible peak corresponding to the lncRNA. The same four strains harboured the highest expressions of the lncRNA (Fig. 5, Table S3). For these four strains, the expression of the lncRNA was as abundant as the expression of the 16S rRNA species at the stationary and late stationary phases (Table S3). The lncRNA expression level in the other strains was lower, explaining the absence of a visible peak for the lncRNA in their RNA Bioanalyzer profiles. *L. salivarius* UCC119 had the highest expression and *L. salivarius* JCM1040 had the lowest expression of the lncRNA, with more than 45 000-fold difference in expression levels between these two strains. In addition to the high expression level of the lncRNA, this lncRNA accumulated during growth. This accumulation was observed in 24 strains, including the 11 strains sharing 100 % identity for the lncRNA sequence (Fig. 5, Table S3). Strain AH43348 showed the strongest accumulation, with a lncRNA level 100 times higher at the late stationary phase than at the exponential phase. Only three strains (NCIMB8817, JCM1047 and CCUG38008) showed a decrease in the expression of the lncRNA during growth. These three strains expressed the lncRNA at relatively low levels compared to all the others strains that accumulated the lncRNA. In addition, a strong correlation between RT-qPCR data targeting the predicted ORF (beginning) and the tail (end) of the lncRNA sequence was again observed with all the 27 *L* *. salivarius* strains (data not shown). The four *L. salivarius*, UCC118, UCC119, AH43310 and AH43324, showed a very high expression level of the lncRNA, and some specific traits such as lower OD_600_ values and higher megaplasmid copy number (Fig. S8).

**Fig. 5.**
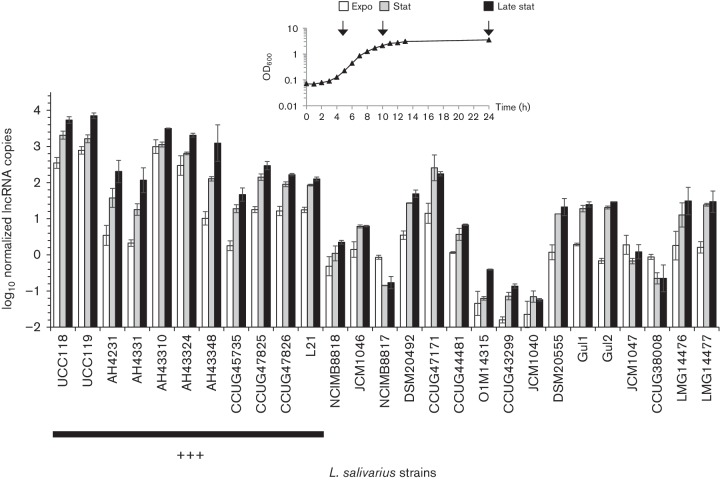
Expression levels of the lncRNA during the growth of *L. salivarius* in MRS. The expression levels of lncRNA were quantified in 27 *L* *. salivarius* strains by RT-qPCR after 5 h (exponential phase), 10 h (stationary phase) and 24 h (late stationary phase) of culture. The 11 strains sharing an identical nucleotide sequence to the *L. salivarius* UCC118 lncRNA are highlighted with +++ (see also Table 1). Data are means±sd of two independent replicates.

The downstream *LSL_1884* gene encoding the predicted HTH protein did not follow the same expression pattern as that of the lncRNA, and there were some differences in HTH expression levels in the *L. salivarius* strains. Globally speaking, there was no accumulation of this RNA, unlike the lncRNA (Fig. S9a, Table S3). It is important to note that the four strains having the highest expression of the HTH gene were strains UCC118, UCC119, AH43310 and AH43324, which also had the highest expression of the lncRNA, and showed visible lncRNA species in their RNA profiles. The HTH gene product could have a role in the expression or the stability of the lncRNA. This might also mean that these genes share the same promoter.

The tmRNA was used in this study as a representative of the expression of a second lncRNA present in all bacteria. As predicted, the tmRNA was expressed in all *L. salivarius* strains, with a relatively high expression level, but which was lower than that of the lncRNA and 16S rRNA expression (Fig. S9b, Table S3). The expression level of the tmRNA was less variable among the *L. salivarius* strains than that of the lncRNA and HTH genes. For all strains examined, an accumulation of the tmRNA was observed. This accumulation is concordant with the literature, as this tmRNA function is relevant for stress survival, and usually increases during growth [30, 41].

### Expression level of the lncRNA correlates with megaplasmid copy number

qPCR was performed on *L. salivarius* gDNA with three sets of primers targeting the chromosome and three sets of primers targeting the megaplasmid in order to assess the copy number ratio between these two genomic components. For most of the *L. salivarius* strains (even the strains lacking the lncRNA sequence), the ratio of megaplasmid to chromosome copy number was less than 1 (Fig. 6). Strikingly, the only strains with a higher megaplasmid copy number than chromosome equivalent were the four strains with the highest expression level of the lncRNA (Figs 6 and S7). This might indicate that the lncRNA has a role in the control of the megaplasmid number or this relationship may simply reflect gene dosage effects.

**Fig. 6.**
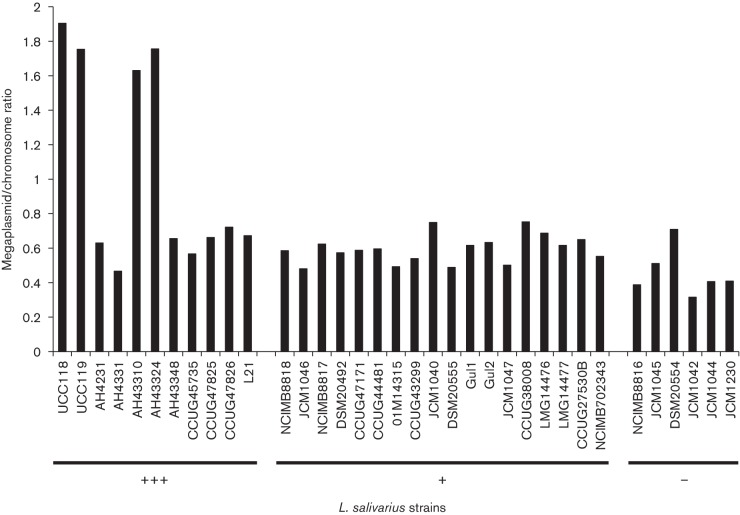
Comparison of the number of copies of chromosome and megaplasmid among 27 *L* *. salivarius* strains. The number of copies of chromosome and megaplasmid were quantified for each *L. salivarius* strain by qPCR (four genes for each genomic component). The 11 strains sharing a nucleotide sequence identical to that of *L. salivarius* UCC118 for the lncRNA are marked with +++, the strains harbouring a different sequence of the lncRNA are marked with +, and the strains without the lncRNA region in their genome are marked with −.

### Transcriptome analysis of a lncRNA deletion strain did not identify a distinct function

Two *L. salivarius* UCC118 knock-out mutants were created, by deletion of the lncRNA coding sequence, and by deletion of the lncRNA sequence plus the *LSL_1884* gene. The steps involved in the creation of the mutants and in the verification of the clean deletion in each construct are presented in Fig. S1. No significant change in growth rate or bacteriocin production of either *L. salivarius* UCC118 mutant was observed (data not shown). 

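RNA of *L. salivarius* UCC118 and of both mutants was compared on 6 arrays, each of which held wild-type RNA in one dye and mutant RNA in the other. ΔlncRNA lacks the lncRNA, which covers the predicted gene LSL_1885, and ΔlncRNA ΔLSL_1884 also lacks LSL_1884, the downstream gene for a predicted protein with a helix-turn-helix (HTH) motif. In exponential phase each mutant was compared with the wild-type on 2 arrays, which the labels call biological replicates. The wild-type carried Cy3 and the mutant Cy5 in replicate 1, and the dyes were swapped in replicate 2. In stationary phase 1 array per mutant, replicate 2, was analysed, so the stationary values have no replicate, and a test of them has to borrow the spread of the exponential arrays. The other stationary arrays were not analysed here. All 4 exponential arrays lay on slide 1 and both stationary arrays on slide 2, so phase and slide cannot be told apart. The growth-phase labels conflict. The titles and descriptions, followed here because they give the duplicate design of the methods, place both arrays of ΔlncRNA ΔLSL_1884 on slide 1 in exponential phase and the array of ΔlncRNA on slide 2 in stationary phase, whereas a further label field gives stationary phase for the former and exponential phase for the latter. That further field gives exponential phase for every array of ΔlncRNA and stationary phase for every array of ΔlncRNA ΔLSL_1884, so it follows the mutant. Whether several arrays shared the same wild-type RNA is not given in the sources used here. Each array held 45190 spots, of which 43773 belonged to 8330 probes for genes, with 5 or 6 spots per probe. The probes named 2176 genes or gene fragments, and 2015 of these had 4 different probes. The wild-type signal was well above background in 32.7% to 49.5% of these spots on an array, and the mutant signal in 27.2% to 65.8%. The number of arrays limits the precision of every value.

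The authors extracted the spot intensities with Agilent Feature Extraction, given as version 9.1 in the methods, 9.1.1.1 in the file headers and 8.5.1.1 in the submitters' processing notes. The in-house platform that the methods name after that step is not part of the deposited intensities. From these intensities, the mean signals were background-corrected with normexp at an offset of 50, normalised within each array by loess, averaged over the spots of a probe and turned so that a log2 ratio above 0 means more RNA in the mutant. A probe was kept if it was well above background in at least 1 channel on at least 2 arrays, and the value of a gene was the median of its probes. This left 5420 probes and 1685 genes. The 4 groups were fitted together with limma, and p-values were adjusted over all genes by the Benjamini-Hochberg method. The fit has a single spread per gene, taken from the exponential arrays of both mutants. A gap between the arrays of a mutant therefore also widens the standard error in the other mutant. The offset and the signal left after background correction draw the ratios of dim genes towards 0. For a gene not well above background in a group's channel on any of its arrays, a bound is given, made from the separate channels after loess and Aquantile normalisation, with the signal of the brighter group set against the dim group's own signal or, where higher, the lowest signal that was well above background on that array. The bound is averaged over the group's arrays, so it need not hold on an array where the brighter channel was dim too.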

Microarray analyses of cultures in both exponential and stationary phases were performed to try to identify the function of the lncRNA. 

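The deleted genes gave the largest changes on the arrays. LSL_1885, the predicted gene inside the lncRNA, had a mean log2 ratio of mutant over wild-type of -8.59 (SD 0.25, n = 2, standard error 0.17, adjusted p = 1.4e-04 from limma) in ΔlncRNA and of -9.27 (SD 0.12, n = 2, standard error 0.17, adjusted p = 9.6e-05) in ΔlncRNA ΔLSL_1884 in exponential phase. On the stationary arrays its log2 ratio was -7.83 and -7.37. LSL_1884 was not well above background in ΔlncRNA ΔLSL_1884 in exponential phase and was at least 13.5-fold lower there than in the wild-type, with a measured mean log2 ratio of -4.86 (SD 1.25, n = 2, adjusted p = 0.1). In ΔlncRNA, which keeps this gene, its log2 ratio was -1.96 (SD 0.24, n = 2, adjusted p = 1). With the replicate number, which is also the dye orientation, as a block, the adjusted p of LSL_1884 was 2.3e-19 in ΔlncRNA ΔLSL_1884 and 9.5e-09 in ΔlncRNA. Leaving out an array of ΔlncRNA ΔLSL_1884 brought LSL_1884 past the test in ΔlncRNA at an unchanged ratio (adjusted p = 0.022 without either array). In ΔlncRNA ΔLSL_1884, LSL_1884 was at -5.75 on replicate 1 and -3.98 on replicate 2, and it passed without either array of ΔlncRNA (adjusted p = 0.011). It also passed there with Agilent's processed signals in place of normexp and loess (-8.27, adjusted p = 0.031). The same held for eBayes with trend and robust (adjusted p = 0.043), but not for the other ways of processing.

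LSL_1885 was the only gene that passed an adjusted p of 0.05 from limma in either mutant in exponential phase, and no gene was higher. At an unadjusted p under 0.05, 8 genes were higher and 9 lower in ΔlncRNA, and 3 were higher and 12 lower in ΔlncRNA ΔLSL_1884. In each mutant this is fewer than that threshold would pass by chance over 1685 independent genes. The fit was therefore strict here, and failing it does not show that a gene was unchanged. A block for the replicate number gave 64 genes higher and 56 lower in ΔlncRNA, and 61 higher and 65 lower in ΔlncRNA ΔLSL_1884. These blocked p-values rest on 1 residual degree of freedom per gene and 31.16 prior degrees of freedom, so almost wholly on the spread pooled over genes. They leave out any variation that arrays with the same number shared, such as a shared wild-type RNA or growth stage, and are too small in that case. Across genes, the exponential replicates of a mutant correlated at r = 0.22 in ΔlncRNA and r = -0.26 in ΔlncRNA ΔLSL_1884. Between the mutants the arrays correlated at r = 0.90 for replicate 1 and r = 0.25 for replicate 2. Without either array of ΔlncRNA, 0 genes were higher and 2 lower in ΔlncRNA ΔLSL_1884. Without either array of ΔlncRNA ΔLSL_1884, 2 genes were higher and 2 lower in ΔlncRNA. Regardless of a test, 1 gene was higher and 5 were lower by over 3-fold in ΔlncRNA in exponential phase, and 0 were higher and 7 lower in ΔlncRNA ΔLSL_1884. In stationary phase 0 genes were higher and 4 lower by over 3-fold in ΔlncRNA, and 0 were higher and 5 lower in ΔlncRNA ΔLSL_1884.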

The whole transcriptomes of these two mutants were compared with the wild-type *L. salivarius* UCC118. Expression of only a few genes were up-regulated in the mutants in exponential phase, including 10 genes of the fatty acid biosynthesis operon *fab* (encompassing 13 genes) and 3 genes from the megaplasmid-encoding hypothetical proteins, two of which (LSL_1831 and LSL_1832) might be a toxin/antitoxin system (Table S4). 

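All 13 genes of the *fab* operon, which encodes enzymes of fatty acid synthesis, had a mean log2 ratio above 0 in both mutants in exponential phase. Their median log2 ratio was 0.89 in ΔlncRNA (SD of the 2 array medians 0.07), which is 1.85-fold, and 0.95 in ΔlncRNA ΔLSL_1884 (SD 1.43), which is 1.93-fold. In ΔlncRNA the median was 1.84 with Agilent's processed signals, median-centred, where the arrays lay further apart (2.62 on replicate 1 and 1.04 on replicate 2), and 1.88 with the values of the series table. With the processed signals the median of all genes tested was 0.59 on replicate 1 and -0.17 on replicate 2, so part of that gap was common to all genes. In ΔlncRNA the operon stood at a median of 0.87 on replicate 1 and 0.77 on replicate 2. In ΔlncRNA ΔLSL_1884 the median was 1.97 on replicate 1 and -0.05 on replicate 2. LSL_0449 (*fabA*) had the highest mean in ΔlncRNA, a log2 ratio of 1.60 (SD 0.07, n = 2, standard error 0.61, adjusted p = 1 from limma). LSL_0451 (*fabH*) followed at 1.39 (SD 0.12, n = 2, standard error 0.56, adjusted p = 1), and LSL_0453 (*fabD*), a malonyl transacylase, was the lowest at 0.41 (SD 0.02, n = 2). In stationary phase the operon median was -0.03 in ΔlncRNA and -0.05 in ΔlncRNA ΔLSL_1884, and with the replicate number as a block, which takes a dye term from the exponential arrays, the direction turned, to 0.51 and 0.45. Of the 3 megaplasmid genes that the paper names as up-regulated, LSL_1846 was not well above background in the wild-type on either exponential array of ΔlncRNA and was at least 1.08-fold higher in that mutant.

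None of the 13 genes passed the test in either mutant (0 higher, 0 lower, also 0 when adjusted over the list alone). The test pools the spread of both mutants, and the array medians had an SD of 0.07 in ΔlncRNA and 1.43 in ΔlncRNA ΔLSL_1884. The standard errors in ΔlncRNA thus rest mostly on the gap between the arrays of ΔlncRNA ΔLSL_1884. A block for the replicate number made 11 of the 13 genes pass in ΔlncRNA and 13 in ΔlncRNA ΔLSL_1884. As a list, the operon lay above the other genes in limma's camera test, with an adjusted p = 2.4e-08 in ΔlncRNA and an adjusted p = 7.0e-08 in ΔlncRNA ΔLSL_1884, and neither call held with an estimated correlation (adjusted p = 0.39 and adjusted p = 0.32). With an estimated correlation camera rests on the fit's 2 residual degrees of freedom, so few lists could pass it. The list was chosen by the study on arrays of this experiment and is not independent evidence of its direction. Left with 1 array, ΔlncRNA ΔLSL_1884 had the operon at 1.97 (replicate 1) or -0.05 (replicate 2), and a test of it would rest on the spread of ΔlncRNA. With either array of ΔlncRNA ΔLSL_1884 left out, *fabA* (adjusted p = 0.023) and *fabH* (adjusted p = 0.04) passed limma's test in ΔlncRNA, whose own arrays then gave the spread. The paper reports no correlation of LSL_0450 or *fabD* with the lncRNA level across strains (Table S3). It also detected no difference in fatty-acid profile in metabolomics that it calls preliminary and does not show.

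**Figure D1:**
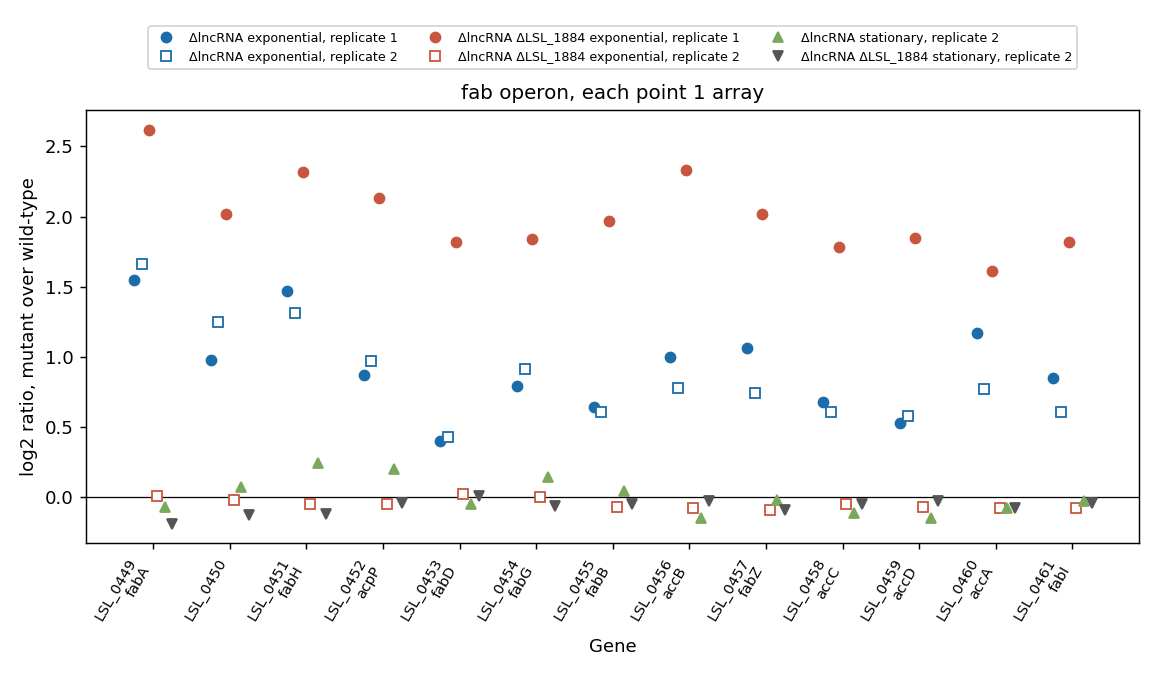
Log2 ratio of mutant over wild-type (vertical axis) for each gene of the *fab* operon (horizontal axis, in locus order), with 1 point per array and no error bars. Both ΔlncRNA exponential arrays lie between 0.40 and 1.66, replicate 1 of ΔlncRNA ΔLSL_1884 between 1.61 and 2.62, and replicate 2 of ΔlncRNA ΔLSL_1884 and the stationary arrays between -0.19 and 0.24.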

The expression levels of *LSL_0450* and the *fabD* gene, both from the *fab* operon, were quantified by RT-qPCR in the panel of 27 *L* *. salivarius* strains and no correlation to the lncRNA expression level was observed (Table S3). In addition, a preliminary metabolomic analysis (gas chromatography-mass spectrometry) did not detect differences in the fatty-acid profile of wild-type UCC118 and the two deletion mutants (data not shown).

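Outside the deleted region and the *pfl* genes, LSL_1336 had the lowest ratio in both mutants. It lies in the chromosomal run LSL_1336 to LSL_1338, which encodes an acetyltransferase (*wecD*), a hypothetical protein and a DNA-binding protein. LSL_1336 was lower than in the wild-type on all 6 arrays. Its mean log2 ratio in exponential phase was -1.81 in ΔlncRNA (SD 0.60, n = 2, standard error 0.59, adjusted p = 1 from limma). In ΔlncRNA ΔLSL_1884 it was not well above background on either array and was at least 5.53-fold lower, with a measured log2 ratio of -3.01 (SD 1.67, n = 2, adjusted p = 0.83). LSL_1337 had a log2 ratio of -1.35 in ΔlncRNA (SD 0.27, n = 2, adjusted p = 1) and was at least 3.66-fold lower in ΔlncRNA ΔLSL_1884, where it had a measured log2 ratio of -2.26 (adjusted p = 0.83). On the stationary arrays LSL_1336 was 3.52-fold lower in ΔlncRNA and at least 6.77-fold lower in ΔlncRNA ΔLSL_1884. None of the 3 genes passed the test in either mutant. In ΔlncRNA ΔLSL_1884, LSL_1336 was at -4.19 on replicate 1 and -1.83 on replicate 2, and LSL_1337 was at -3.24 and -1.28. Adjusted over the list alone, none passed in ΔlncRNA and 3 were lower in ΔlncRNA ΔLSL_1884, and with the replicate number as a block 2 were lower in ΔlncRNA and 3 in ΔlncRNA ΔLSL_1884. The run as a list lay below the other genes in camera, with an adjusted p = 4.0e-05 in ΔlncRNA and an adjusted p = 1.3e-06 in ΔlncRNA ΔLSL_1884. With an estimated correlation this became an adjusted p = 0.39 and an adjusted p = 0.29. LSL_1829, a type II restriction enzyme of the megaplasmid, had a log2 ratio of -1.28 in ΔlncRNA (SD 0.37, n = 2, adjusted p = 1) and of -1.42 in ΔlncRNA ΔLSL_1884 (SD 0.42, n = 2, adjusted p = 0.75), and with the replicate number as a block its adjusted p was 1.5e-06 and 1.8e-07. Its values rest on 1 probe, and in each mutant its RNA was well above background on 1 of the 2 exponential arrays. LSL_0864 had a log2 ratio of -1.88 on replicate 1 of ΔlncRNA ΔLSL_1884 and of 0.03 on replicate 2 (adjusted p = 0.83, and 2.0e-04 with the block). LSL_0376 (*lacZ*), a beta-galactosidase, was not well above background in the mutant on either exponential array of ΔlncRNA, and the wild-type was well above it on 1 of these 2 arrays. The bound averaged over both arrays was 1.33-fold lower there, with log2 ratios of -0.30 on replicate 1 and -0.63 on replicate 2. LSL_1883, a predicted chloride transporter downstream of the deleted region, had a log2 ratio of -1.52 in ΔlncRNA (SD 0.43, n = 2, adjusted p = 1) and of 0.93 in ΔlncRNA ΔLSL_1884 (SD 0.76, n = 2, adjusted p = 0.83), and with the block its adjusted p was 8.3e-09 and 7.5e-05.

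Of the 17 genes that Table S4 lists as down-regulated, outside the deleted region, and that could be tested, 16 had a mean log2 ratio below 0 in ΔlncRNA and 16 in ΔlncRNA ΔLSL_1884 in exponential phase. The ratio was below 0 on both arrays for 15 and for 12 of them. Fitted with that block, 8 were lower at an adjusted p under 0.05 in ΔlncRNA and 10 in ΔlncRNA ΔLSL_1884, against 0 in each without it. These genes were listed by the study on arrays of this experiment, so the tally is not independent evidence of their direction. LSL_0139 was not well above background in enough arrays to be tested.

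**Figure D2:**
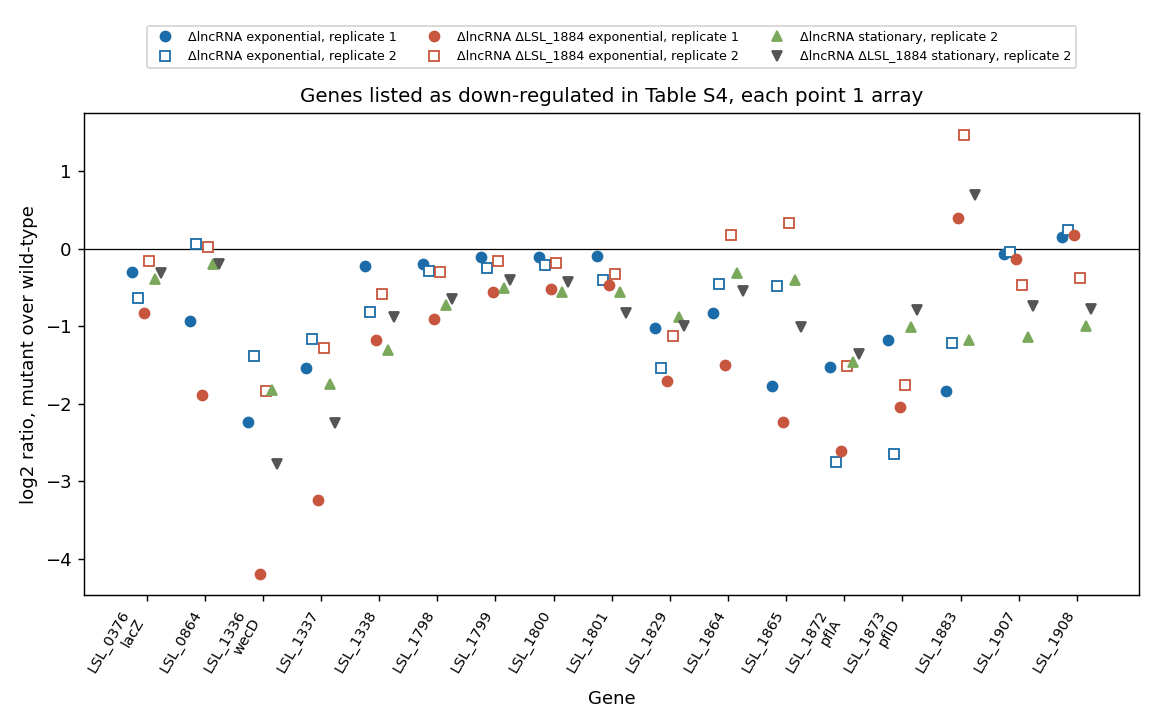
Log2 ratio of mutant over wild-type (vertical axis) for the genes that Table S4 lists as down-regulated outside the deleted region (horizontal axis), with 1 point per array and no error bars. LSL_1336 lies lowest, at -4.19 on replicate 1 of ΔlncRNA ΔLSL_1884, and LSL_1883 lies below 0 in ΔlncRNA and above 0 in ΔlncRNA ΔLSL_1884.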

Expression of eighteen genes was down-regulated in the mutants compared to the wild-type. Twelve of the genes down-regulated in the mutants were harboured by the megaplasmid (Table S4). 

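The megaplasmid pMP118 carried 11.3% of the genes tested, taking its genes by locus tag from LSL_1739 to LSL_1959. The only gene lower at an adjusted p under 0.05 from limma in the mean of both mutants, LSL_1885, is a deleted gene of the megaplasmid, so that the share of 100.0% says nothing on enrichment and Fisher's exact test (p = 0.11) could not have passed with it. The share was therefore counted again without the deleted genes, a choice made after the values were seen. No lower gene was then left, nor was any without replicate 2 of ΔlncRNA or without replicate 1 of ΔlncRNA ΔLSL_1884. Without replicate 1 of ΔlncRNA the lower genes were 2, *pflA* and *pflD*, which are neighbours on pMP118 (Fisher's exact test, p = 0.012). Without replicate 2 of ΔlncRNA ΔLSL_1884, 7 of 21 lower genes, or 33.3%, were on pMP118 (Fisher's exact test, p = 0.0058). A block for the replicate number gave 134 lower genes, of which 16, or 11.9%, were on pMP118 (Fisher's exact test, p = 0.77). Fisher's exact test treats neighbouring genes as independent, which makes its p too small where they change together. Outside the deleted region, 5 genes were lower by over 3-fold in at least 1 of the exponential comparisons, without regard to a test. Of these, 2 were on the megaplasmid, *pflA* and *pflD*, and the others were LSL_1336, LSL_1337 and LSL_0416 on the chromosome. LSL_0416 is not in Table S4 and is named after its values were seen. Of the 188 measured genes of pMP118 outside the deletions, 126 had a mean log2 ratio above 0 in ΔlncRNA and 62 below 0, with a median of 0.07. In ΔlncRNA ΔLSL_1884 102 lay above 0 and 86 below, with a median of 0.06. As a list they lay slightly above the other genes in ΔlncRNA (camera, adjusted p = 0.01, and an adjusted p = 0.39 with an estimated correlation) and did not pass in ΔlncRNA ΔLSL_1884 (adjusted p = 0.54). The list, with the replicate number as a block, did not pass in ΔlncRNA either (adjusted p = 0.095), while 13 of its genes were higher and 9 lower there, and 10 were higher and 13 lower in ΔlncRNA ΔLSL_1884. No gene of the list passed in either mutant without the block or when adjusted over the list alone. Without replicate 2 of ΔlncRNA the list lay below the other genes in that mutant (adjusted p = 0.9).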

The mostly significantly repressed expression levels in the mutants were for *pflA* and *pflD* in the exponential phase. Expression of these two genes, also members of the top 10 expressed genes in *L. salivarius* UCC118 (Fig. S2c), was quantified in the 27 *L* *. salivarius* strains and again no correlation with the lncRNA expression level was observed (Table S3). 

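LSL_1872 (*pflA*) encodes the activating enzyme of pyruvate formate-lyase, and LSL_1873 (*pflD*) encodes the lyase, a formate acetyltransferase. Both were lower in the mutant on all 6 arrays. The *pflA* RNA was well above background in the wild-type and not in the mutant on any exponential array, so that it was at least 3.45-fold lower in ΔlncRNA and at least 3.25-fold lower in ΔlncRNA ΔLSL_1884. Its measured mean log2 ratio was -2.14 in ΔlncRNA (SD 0.87, n = 2, standard error 0.40, adjusted p = 1 from limma) and -2.06 in ΔlncRNA ΔLSL_1884 (SD 0.78, n = 2, standard error 0.40, adjusted p = 0.83). For *pflD* the mean log2 ratio was -1.91 in ΔlncRNA (SD 1.05, n = 2, standard error 0.37, adjusted p = 1), or 3.76-fold lower, and -1.90 in ΔlncRNA ΔLSL_1884 (SD 0.20, n = 2, standard error 0.37, adjusted p = 0.83), or 3.73-fold lower. The *pflD* RNA of ΔlncRNA ΔLSL_1884 was well above background on 1 of its 2 arrays. On the stationary arrays *pflA* was 2.76-fold lower in ΔlncRNA and 2.55-fold lower in ΔlncRNA ΔLSL_1884, and *pflD* was 2.01-fold and 1.72-fold lower.

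Neither gene passed over all genes tested, and both passed when adjusted over the pair alone, which the study chose on arrays of this experiment. With the replicate number as a block, the adjusted p of *pflA* was 5.5e-09 in ΔlncRNA and 7.3e-09 in ΔlncRNA ΔLSL_1884, and that of *pflD* was 5.5e-09 and 3.7e-09. With Agilent's processed signals, which replace normexp by Agilent's background subtraction and loess by its dye normalisation followed by median centring, *pflA* passed in both mutants, at a log2 ratio of -5.86 in ΔlncRNA (adjusted p = 0.026) and of -4.86 in ΔlncRNA ΔLSL_1884 (adjusted p = 0.046). In the mean of both mutants, where neither gene passed in the fit used here, *pflD* passed with these signals (-4.46, adjusted p = 0.037), with the series table (-4.37, adjusted p = 0.027), without replicate 1 of ΔlncRNA (-2.27, adjusted p = 0.024) and without replicate 2 of ΔlncRNA ΔLSL_1884 (-1.97, adjusted p = 0.041). So did *pflA*, at -5.36 (adjusted p = 0.0065), -5.27 (adjusted p = 0.011), -2.41 (adjusted p = 0.041) and -2.37 (adjusted p = 0.012). The pair as a list lay below the other genes in camera (adjusted p = 1.2e-06 in ΔlncRNA and adjusted p = 2.3e-05 in ΔlncRNA ΔLSL_1884), but not with an estimated correlation (adjusted p = 0.39 and adjusted p = 0.29).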

As the four strains with the highest expression level of the lncRNA presented higher megaplasmid copy number than chromosome copy number, the ratio between these two genomic elements was quantified for both mutants (Table 2). The genomic deletion of the lncRNA in *L. salivarius* UCC118 resulted in a decrease of the megaplasmid/chromosome ratio. The megaplasmid copy number was still higher than the number of chromosome equivalents in both mutants (ratio >1), and was still higher than the ratio in the other *L. salivarius* strains without or with a lower expression level of lncRNA (ratio ≈ 0.5; Fig. 6).

**Table 2.** Comparison of the number of copies of the chromosome and the megaplasmid among *L. salivarius* UCC118 wild-type and lncRNA mutants

***L. salivarius* strain**	**Megaplasmid/chromosome ratio**
**Wild-type**	
UCC118	1.61
**Mutants**	
ΔlncRNA	1.16
ΔlncRNA ΔLSL_1884	1.17

## Discussion

Data from the increasing number of bacterial genomes and NGS transcriptomic studies have indicated that ncRNAs play an important role in bacteria, although notably most studies have been carried out on pathogenic bacteria [10, 42]. RNA-seq studies are additionally informative, because they provide enhancement of the accuracy of existing genome annotations, for example in *Bacillus anthracis* [43]. A few RNA-seq studies have been recently described in *Lactobacillus* species [44–49]. The study by Zheng *et al.* on *Lactobacillus delbrueckii* subsp. *bulgaricus* highlighted the potential application of ncRNA for regulating gene expression in lactic acid bacteria [44]. A comparative genomics study also revealed multiple potential ncRNAs in lactobacilli [50], but the phenomenon is still under-examined in this group of bacteria. Our intended RNA-seq study of ncRNA species across the whole genome of the commensal bacterium *L. salivarius* UCC118 was unexpectedly re-directed into trying to understand the role of the single large ncRNA that dominated the transcriptome.

The existence of this new lncRNA, specific to the *L. salivarius* species, was supported by both RNA-seq and RT-qPCR data, which are also in accordance with previous microarray experiments in which *LSL_1885* and 16S rRNA raw spot intensities were very high and of similar intensity [2]. It is not clear whether the predicted *LSL_1885* gene is actually translated or whether it is a false positive of the gene prediction process. That *LSL_1885* might not be a real gene is supported by the fact that some *L. salivarius* strains (NIAS840, ACS-116-V-Col5a, DSM20555^T^, Ren) harbouring an identical or close sequence to the lncRNA of *L. salivarius* UCC118 annotated a shorter gene homologous to *LSL_1885*, or did not present a predicted gene in this genomic area [51–54]. This is one location where reannotation of *L. salivarius* genomes may be improved. There is also evidence of expression of loci that have been annotated as pseudogenes. It is possible that these were misannotated or misassembled previously, for which the RNA-seq data presented here could assist in a reassembly. However, it is also possible that these pseudogenes are real and recently lost, and cannot be translated, but still maintain their former expression. Further analysis is required to determine the true state of such genes.

lncRNA species in prokaryotes can be large, ranging from 700 to 3500 nt, but these are typically anti-sense species that affect transcription, RNA stability or translation (reviewed in [17]). *LSL_1884/LSL_1885* does not directly overlap any predicted genes or display sequence homology to any other genomic regions. In contrast to convergent untranslated overlapping RNAs (CutoRNAs) of *Streptomyces* [20], the lncRNA in *L. salivarius* does not overlap by 3′ overhang a downstream gene. Furthermore, we would have expected to detect effects on transcription or RNA stability of putative target genes for the *L. salivarius* lncRNA when we compared the transcriptome of wild-type and *LSL_1884/LSL_1885* deletion mutants, but the effects of deleting the lncRNA were inconclusive. 

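None of the neighbours of the deleted region passed the test in either mutant. LSL_1886, the upstream gene for a predicted membrane protein of a sugar phosphotransferase system, was higher in the mutant on all 6 arrays. Its mean log2 ratio in exponential phase was 0.68 in ΔlncRNA (SD 0.16, n = 2, standard error 0.16, adjusted p = 1 from limma) and 1.06 in ΔlncRNA ΔLSL_1884 (SD 0.12, n = 2, standard error 0.16, adjusted p = 0.67), and on the stationary arrays it was 0.89 and 0.68. With the replicate number as a block its adjusted p was 0.003 in ΔlncRNA and 8.5e-06 in ΔlncRNA ΔLSL_1884. Of the 6 genes LSL_1881 to LSL_1883 and LSL_1886 to LSL_1888, which were listed without regard to these arrays, none passed over all genes tested. Adjusted over the list alone, 3 passed in ΔlncRNA and 1 in ΔlncRNA ΔLSL_1884, and with the block 2 were higher and 1 lower in ΔlncRNA and 2 were higher in ΔlncRNA ΔLSL_1884. The list had a median log2 ratio of 0.22 in ΔlncRNA (camera, adjusted p = 0.34, and adjusted p = 0.45 with an estimated correlation) and of 0.40 in ΔlncRNA ΔLSL_1884 (adjusted p = 0.014, and adjusted p = 0.29 with an estimated correlation), and without replicate 2 of ΔlncRNA ΔLSL_1884 the latter did not pass (adjusted p = 0.14). No gene passed the test of the difference between the mutants in exponential phase, where 1 gene was higher and 2 lower in ΔlncRNA ΔLSL_1884 at an unadjusted p under 0.05. With the block the same test called 1 gene higher, LSL_1883, and 2 lower, LSL_1336 and LSL_1884, in ΔlncRNA ΔLSL_1884, where neither of the latter was well above background. Of the 7 reference genes of the RT-qPCR, none passed in either mutant, also when adjusted over the list alone. Their median log2 ratio was 0.12 in ΔlncRNA and 0.11 in ΔlncRNA ΔLSL_1884, with an adjusted p = 0.73 and an adjusted p = 0.093 from camera. The paper states that effects on the transcription or RNA stability of putative target genes would have been expected in this comparison, and calls the effects of the deletion inconclusive.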

Expression of the 11 gene operon from *LSL_0449* to *LSL_0459*, dominated by fatty acid biosynthesis genes, was significantly and uniformly up-regulated in both deletion mutants. However, a preliminary metabolomic analysis (gas chromatography-mass spectrometry) did not detect any differences in the total cellular fatty-acid profile of wild-type UCC118 cultures and the two deletion mutants (data not shown). It is still unclear why the lncRNA is expressed in such high abundance but does not seem to play a major role in the strain growth or metabolism, at least according to the approaches we took, including two knock-out constructions. 

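Across the genes from LSL_0449 to LSL_0459, the mean log2 ratio in ΔlncRNA was highest for *fabA* and *fabH* and was 0.92 for LSL_0452 (*acpP*), the acyl carrier protein, 0.85 for LSL_0454 (*fabG*), 0.63 for LSL_0455 (*fabB*), 0.64 for LSL_0458 (*accC*) and 0.55 for LSL_0459 (*accD*). The standard errors of these means lay between 0.44 and 0.51 (limma, n = 2 arrays, each adjusted p = 1). LSL_0450, a MarR family transcriptional regulator, had a log2 ratio of 1.12 (SD 0.19, n = 2). In ΔlncRNA ΔLSL_1884 the means lay closer together, at 1.04 for *acpP*, 0.92 for *fabG* and 0.95 for *fabB* (each adjusted p = 0.83), because they average replicate 1, where these genes were at 2.13, 1.84 and 1.97, with replicate 2, where they were at -0.05, -0.00 and -0.07. LSL_0459 was not well above background in the wild-type on either exponential array of ΔlncRNA ΔLSL_1884, and the mutant was well above it on 1 of these 2 arrays. Its log2 ratio was 1.85 on replicate 1 and -0.07 on replicate 2. The bound, 1.29-fold higher in that mutant, averages both arrays and does not hold for replicate 2. LSL_0460 (*accA*) and LSL_0461 (*fabI*), which follow, had log2 ratios of 0.97 (SD 0.28, n = 2) and 0.73 (SD 0.17, n = 2) in ΔlncRNA. Blocked by replicate number, the adjusted p of *acpP* was 0.003 in ΔlncRNA and 0.001 in ΔlncRNA ΔLSL_1884, and that of *accD* was 0.087 and 0.0024.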

A full proteomic and metabolomic analysis of wild-type and deletion mutants would be required to seek to identify phenotypes dependent on the lncRNA.

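Beside the *pfl* genes, several stretches of megaplasmid genes had ratios below 0. LSL_1864 and LSL_1865, which encode hypothetical proteins, had mean log2 ratios of -0.64 (SD 0.27, n = 2) and -1.12 (SD 0.91, n = 2, standard error 0.67, adjusted p = 1 from limma) in ΔlncRNA in exponential phase. In ΔlncRNA ΔLSL_1884 LSL_1865 was at -2.23 on replicate 1 and at 0.34 on replicate 2 (adjusted p = 0.83). A block for the replicate number gave LSL_1864 an adjusted p = 0.014 in ΔlncRNA and 0.012 in ΔlncRNA ΔLSL_1884, and LSL_1865 an adjusted p = 2.2e-05 and 2.8e-04. LSL_1801, a choloylglycine (bile salt) hydrolase, and its neighbours LSL_1798 to LSL_1800 had log2 ratios between -0.25 and -0.16 in ΔlncRNA and between -0.60 and -0.35 in ΔlncRNA ΔLSL_1884. None of these 4 genes passed the test, also when adjusted over the list alone, and with the replicate number as a block 1 was lower in ΔlncRNA ΔLSL_1884, LSL_1798 (adjusted p = 0.013). As a list they lay below the other genes in camera, with an adjusted p = 0.013 in ΔlncRNA and an adjusted p = 9.9e-05 in ΔlncRNA ΔLSL_1884. With an estimated correlation these became adjusted p = 0.39 and adjusted p = 0.31, with the block the list did not pass in ΔlncRNA (adjusted p = 0.11), and without replicate 2 of ΔlncRNA it did not pass there either (adjusted p = 0.46). The list was taken from Table S4 and so from arrays of this experiment. In stationary phase LSL_1798 was at least 1.54-fold lower in each mutant, and LSL_1801 was 1.46-fold lower in ΔlncRNA and 1.77-fold lower in ΔlncRNA ΔLSL_1884. LSL_1907 and LSL_1908 had log2 ratios of -1.14 and -1.00 on the stationary array of ΔlncRNA and of -0.74 and -0.78 on that of ΔlncRNA ΔLSL_1884. In exponential phase both were nearer to 0, at -0.05 and 0.20 in ΔlncRNA and at -0.30 and -0.10 in ΔlncRNA ΔLSL_1884.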

The expression of several coding stretches on the megaplasmid was significantly reduced by lncRNA deletion, including two genes involved in formate metabolism (Table S4). Pyruvate formate lyase is an oxygen-sensitive enzyme that regulates anaerobic fermentation by controlling acetyl coenzyme A production [55]. It is not obvious why *L. salivarius*, or more correctly only a sub-set of strains of *L. salivarius*, might have evolved a complex ncRNA mechanism for controlling such a universal metabolic feature. Furthermore, the growth rate of the wild-type strain was essentially identical to either of the lncRNA deletion mutants when grown aerobically or microaerobically (5 % CO_2_; data not shown).

The *L. salivarius* lncRNA species is very stable. A prior example of a well characterized, unusually stable *Lactobacillus* mRNA is that encoding the surface layer protein on *Lactobacillus brevis* cells [56], which has an unusually long half-life of 14 min. We did not measure a lncRNA half-life in rifampicin-treated cells in which the lncRNA suffered only 10 % loss after 30 min. RNA molecules, especially non-coding long species, may be stabilized by secondary structure [57]. The *L. salivarius* lncRNA is smaller than the *L. plantarum* supermotifs [26] that are stable, transcribed, intergenic RNA species with a cruciform structure, which the *L. salivarius* lncRNA is not predicted to assume. The reason for the unusual stability of the *L. salivarius* lncRNA is currently unclear.

The presence of megaplasmids is a distinguishing and unifying feature of *L. salivarius*, and these plasmids range in size from 100 kb to approximately 400 kb, in linear or circular forms [6]. Sequence analysis in our laboratory of 45 *L* *. salivarius* genomes confirmed that none of these plasmids contain unique copies of any genes annotated as essential for cell survival [5]. The fact that the lncRNA-encoding sequence is borne on the megaplasmid is probably significant. However, it cannot be argued that the lncRNA is, for example, essential for megaplasmid maintenance or replication, since not all strains with megaplasmids harbour the coding sequence. The correlation of expression levels of lncRNA with megaplasmid copy number appears not to be exclusively a gene-dosage effect, because deleting the coding sequence for the lncRNA significantly reduced megaplasmid copy number. However, this may be an indirect effect, whereby lncRNA modulates the expression or efficiency of an unknown plasmid or chromosomally encoded function that impacts on plasmid replication. This has already been described with asRNAs, some of which regulate plasmid copy number in bacteria [58, 59]. A large study from Weinberg *et al*. also mentioned ncRNA with a putative role in plasmid copy regulation in *Lactobacillus* sp. [50].

asRNA molecules are recognized components of toxin/antitoxin systems [60], whereby they act to inhibit translation of the toxin mRNA (type I antitoxin) or to directly inhibit the activity of their cognate protein toxin by binding to it (type III antitoxin). 

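LSL_1831 and LSL_1832 lie next to each other on the megaplasmid and encode hypothetical proteins. In exponential phase LSL_1831 had a mean log2 ratio of 0.52 in ΔlncRNA (SD 0.27, n = 2, standard error 0.29, adjusted p = 1 from limma), or 1.43-fold, and of 0.72 in ΔlncRNA ΔLSL_1884 (SD 0.74, n = 2, standard error 0.29, adjusted p = 0.83), or 1.65-fold. LSL_1832 had a log2 ratio of 0.33 in ΔlncRNA (SD 0.24, n = 2, standard error 0.24, adjusted p = 1) and of 0.49 in ΔlncRNA ΔLSL_1884 (SD 0.54, n = 2, standard error 0.24, adjusted p = 0.83). Both genes lay above 0 on all 4 exponential arrays, and on the stationary arrays their log2 ratios were between 0.03 and 0.08. Neither passed over all genes or when adjusted over the pair alone. With the replicate number as a block LSL_1831 was higher in ΔlncRNA ΔLSL_1884 (adjusted p = 0.0063) and missed the threshold in ΔlncRNA (adjusted p = 0.072). The pair lay above the other genes in camera (adjusted p = 0.035 in ΔlncRNA and adjusted p = 0.014 in ΔlncRNA ΔLSL_1884), but not with an estimated correlation (adjusted p = 0.39 and adjusted p = 0.32). In ΔlncRNA the call was also lost with the block (adjusted p = 0.095) and without replicate 2 of ΔlncRNA (adjusted p = 0.46), and in ΔlncRNA ΔLSL_1884 it was lost without replicate 1 of ΔlncRNA ΔLSL_1884 (adjusted p = 0.14). With median centring in place of loess neither call held (adjusted p = 0.53 and adjusted p = 0.18). The pair was chosen by the study on arrays of this experiment.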

Deletion of *LSL_1885/LSL_1884* led to up-regulation of two genes on the megaplasmid, *LSL_1831* and *LSL_1832*, that are annotated as hypothetical proteins, but which have low-level homology to toxin/antitoxin proteins. LSL_1831 may be a PIN-domain ribonuclease and LSL_1832 contains a domain found in type II antitoxins. The combination in the lncRNA deletion mutant of reduced plasmid copy number, and increased expression of a candidate plasmid addiction system, suggests that the lncRNA might be involved in maintaining megaplasmids in *L. salivarius*, but this requires experimental investigation.

The lncRNA is very stable, and the RNA species is also produced *in vivo* during murine intestinal transit. A combination of constitutive expression and RNA stability would explain the observed accumulation of the lncRNA species during growth. Preliminary experiments using a reporter gene mapped the promoter to between −225 and −450 nt, and the expression level was comparable to that of the *cysK* promoter (data not shown), which we previously ranked among the top 3 % of highly expressed genes in *L. salivarius* [61]. Further analysis of the promoter for the lncRNA species may enable its exploitation for the sparsely resourced genetic tool-box for lactobacilli, including for use in driving selectable-marker expression in plasmid construction, or for expressing heterologous genes constitutively.

This study describes for the first time, to the best of our knowledge, a lncRNA with unusually high abundance levels in *L. salivarius*. This lncRNA presents distinctive and unique properties, which suggests potential for basic and applied scientific exploitation.

## Data bibliography

1. Cousin FJ, Lynch DB, Chuat V, Bourin MJB, Casey PG *et al*. Sequence Read Archive PRJNA355319 https://www.ncbi.nlm.nih.gov/bioproject/PRJNA355319 (2017).
2. Cousin FJ, Lynch DB, Chuat V, Bourin MJB, Casey PG *et al*. GenBank MF114321 (2017).
3. Cousin FJ, Lynch DB, Chuat V, Bourin MJB, Casey PG *et al*. GenBank MF114322 (2017).
4. Cousin FJ, Lynch DB, Chuat V, Bourin MJB, Casey PG *et al*. GenBank MF114323 (2017).
5. Cousin FJ, Lynch DB, Chuat V, Bourin MJB, Casey PG *et al*. GenBank MF114324 (2017).
6. Cousin FJ, Lynch DB, Chuat V, Bourin MJB, Casey PG *et al*. GenBank MF114325 (2017).
7. Cousin FJ, Lynch DB, Chuat V, Bourin MJB, Casey PG *et al*. GenBank MF114326 (2017).
8. Cousin FJ, Lynch DB, Chuat V, Bourin MJB, Casey PG *et al*. GenBank MF114327 (2017).
9. Cousin FJ, Lynch DB, Chuat V, Bourin MJB, Casey PG *et al*. GenBank MF114328 (2017).
10. Cousin FJ, Lynch DB, Chuat V, Bourin MJB, Casey PG *et al*. GenBank MF114329 (2017).
11. Cousin FJ, Lynch DB, Chuat V, Bourin MJB, Casey PG *et al*. GenBank MF114330 (2017).
12. Cousin FJ, Lynch DB, Chuat V, Bourin MJB, Casey PG *et al*. GenBank MF114331 (2017).
13. Cousin FJ, Lynch DB, Chuat V, Bourin MJB, Casey PG *et al*. GenBank MF114332 (2017).
14. Cousin FJ, Lynch DB, Chuat V, Bourin MJB, Casey PG *et al*. GenBank MF114333 (2017).
15. Cousin FJ, Lynch DB, Chuat V, Bourin MJB, Casey PG *et al*. GenBank MF114334 (2017).
16. Cousin FJ, Lynch DB, Chuat V, Bourin MJB, Casey PG *et al*. GenBank MF114335 (2017).
17. Cousin FJ, Lynch DB, Chuat V, Bourin MJB, Casey PG *et al*. GenBank MF114336 (2017).
18. Cousin FJ, Lynch DB, Chuat V, Bourin MJB, Casey PG *et al*. GenBank MF114337 (2017).
19. Cousin FJ, Lynch DB, Chuat V, Bourin MJB, Casey PG *et al*. GenBank MF114338 (2017).
20. Cousin FJ, Lynch DB, Chuat V, Bourin MJB, Casey PG *et al*. GenBank MF114339 (2017).
21. Cousin FJ, Lynch DB, Chuat V, Bourin MJB, Casey PG *et al*. GenBank MF114340 (2017).
22. Cousin FJ, Lynch DB, Chuat V, Bourin MJB, Casey PG *et al*. GenBank MF114341 (2017).
23. Cousin FJ, Lynch DB, Chuat V, Bourin MJB, Casey PG *et al*. GenBank MF114342 (2017).
24. Cousin FJ, Lynch DB, Chuat V, Bourin MJB, Casey PG *et al*. GenBank MF114343 (2017).
25. Cousin FJ, Lynch DB, Chuat V, Bourin MJB, Casey PG *et al*. GenBank MF114344 (2017).
26. Cousin FJ, Lynch DB, Chuat V, Bourin MJB, Casey PG *et al*. GenBank MF114345 (2017).
27. Cousin FJ, Lynch DB, Chuat V, Bourin MJB, Casey PG *et al*. GenBank MF114346 (2017).
28. Cousin FJ, Lynch DB, Chuat V, Bourin MJB, Casey PG *et al*. GenBank MF114347 (2017).
29. Cousin FJ, Lynch DB, Chuat V, Bourin MJB, Casey PG *et al*. Gene Expression Omnibus GSE92837 https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=kzynyucqxvaldgj&acc=GSE92837 (2017).

## Supplementary Data

2479 Supplementary File 1

# Supplementary material for: A long and abundant non-coding RNA in Lactobacillus salivarius
**Source:** Microb Genom. 2017 Jul 17;3(9):e000126. doi: 10.1099/mgen.0.000126
**Supplement:** Supplementary File 1

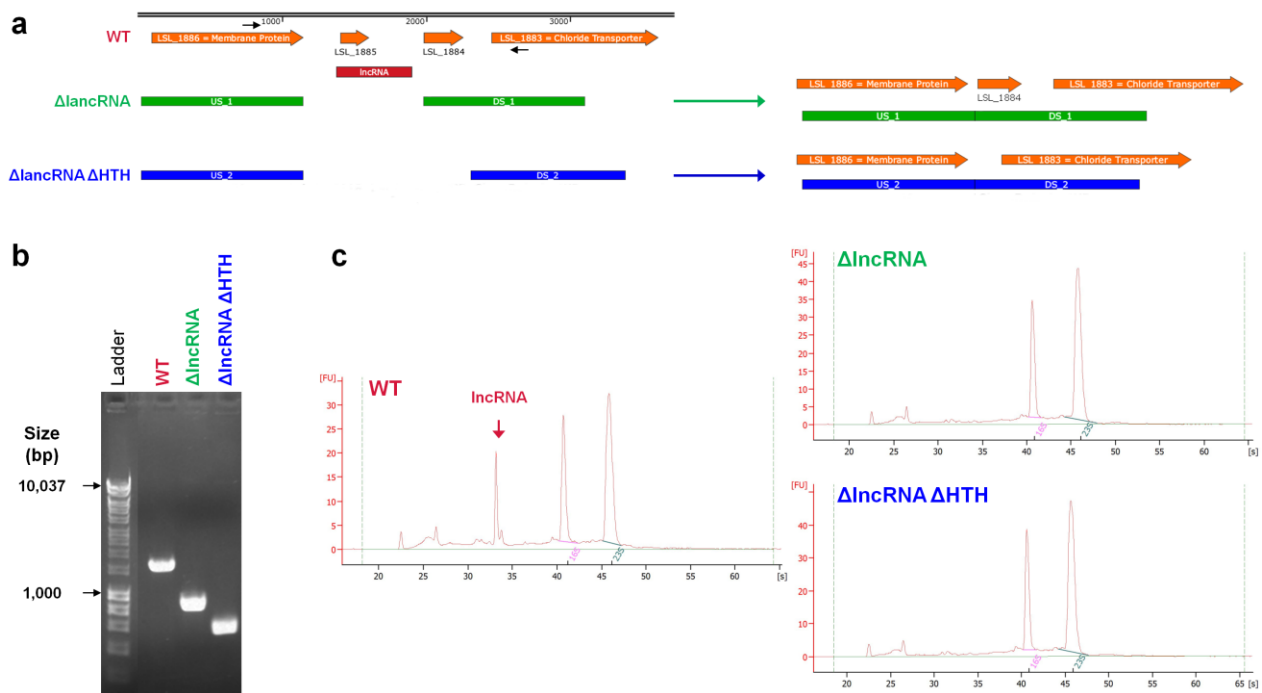

FIGURE S1: Construction and confirmation of the lncRNA deletion in *L. salivarius* UCC118 mutants. (A) Schematic representation of the $\Delta lncRNA$ and $\Delta lncRNA\Delta HTH$ mutant constructions using the pORI19-pVE6007 system according to the materials and methods section. (B) Confirmation of the lncRNA genomic area deletions by PCR. The primer specific sites are indicated by arrows on panel A. The expected lengths of genomic fragments amplified by this primer set are 1,727 bp, 947 bp and 639 bp for *L. salivarius* UCC118 WT, $\Delta lncRNA$ mutant and $\Delta lncRNA\Delta HTH$ mutant, respectively. (C) Confirmation of the absence of lncRNA expression in both mutants of *L. salivarius* UCC118. RNA electropherograms of the *L. salivarius* UCC118 WT and mutants obtained from the Agilent 2100 Bioanalyzer System.

a

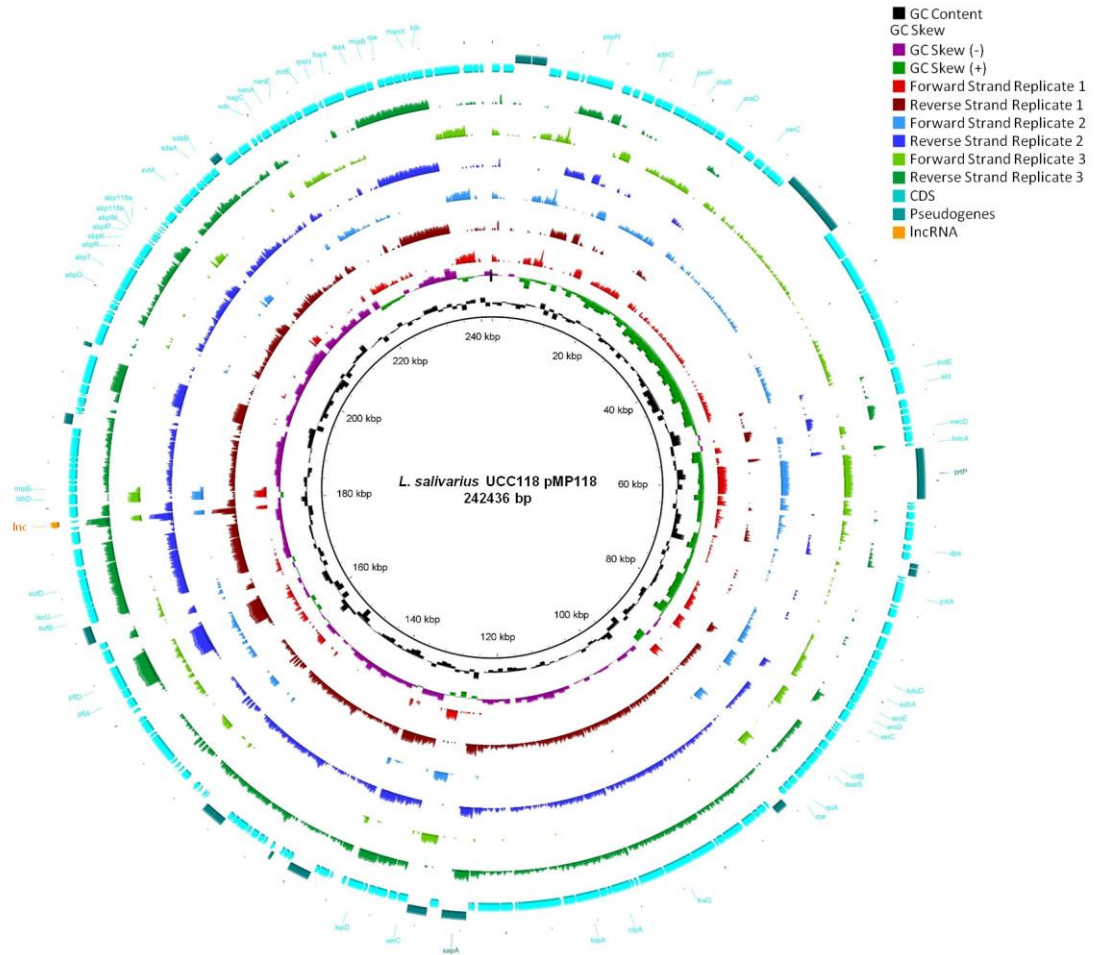

b

Read counts of the RNA-seq study of *L. salivarius* UCC118

Target	Replicate 1		Replicate 2		Replicate 3	
	Aligned reads	Proportion	Aligned reads	Proportion	Aligned reads	Proportion
Chromosome	3,186,857	20.43%	1,998,281	16.58%	2,684,851	18.81%
Plasmid pSF118-20	83,279	0.53%	60,870	0.51%	69,028	0.48%
Plasmid pSF118-44	30,574	0.20%	23,485	0.19%	25,547	0.18%
Megaplasmid pMP118	12,302,009	78.85%	9,966,148	82.71%	11,494,398	80.53%
lncRNA	11,665,902	74.77%	9,494,604	78.80%	10,976,910	76.90%
Total	15,602,719		12,048,784		14,273,824	

c

Top 10 expressed genes from the RNA-seq transcriptomic study of *L. salivarius* UCC118

Locus	Name	Predicted function	Genomic position	Expression level ^a
LSL_1885	-	Hypothetical protein LSL_1885	Megaplasmid pMP118	1206.34 ± 154.67
LSL_1873	<i>pflD</i>	Formate acetyltransferase	Megaplasmid pMP118	8.62 ± 0.67
LSL_1976	-	Hypothetical protein pSF118-20_17	Plasmid pSF118-20	8.35 ± 0.39
LSL_0642	<i>tufB</i>	Elongation factor Tu	Chromosome	7.52 ± 0.33
LSL_1872	<i>pflA</i>	Pyruvate formate-lyase activating enzyme	Megaplasmid pMP118	6.76 ± 0.22
LSL_1982	-	Hypothetical protein pSF118-20_23	Plasmid pSF118-20	5.62 ± 0.65
LSL_1166	<i>gapA</i>	Glyceraldehyde 3-phosphate dehydrogenase	Chromosome	3.23 ± 0.17
LSL_1738	<i>rpmH</i>	50S ribosomal protein L34	Chromosome	3.21 ± 0.24
LSL_0406	<i>fba</i>	Fructose-bisphosphate aldolase	Chromosome	2.99 ± 0.14
LSL_1884	-	Hypothetical protein LSL_1884	Megaplasmid pMP118	2.86 ± 0.08

FIGURE S2: RNA-seq data analysis of *L. salivarius* UCC118 transcriptome. (A) BLAST Ring Image Generator representation of the global RNA-seq expression pattern of the pMP118 megaplasmid of *L. salivarius* UCC118 in the independent replicates. The RNA-seq reads are aligned to the reference megaplasmid pMP118 sequence of *L. salivarius* UCC118 for each replicate. The innermost rings show GC content (black) and GC skew (purple/green). The red, blue and green rings show expression patterns for each replicate on a log scale of forward (light colors) and reverse (dark colors) strands, respectively. The outermost rings, shown in turquoise and teal, highlight the predicted CDS and pseudogenes of pMP118. The lncRNA is highlighted in an orange color. (B) Read counts of the RNA-seq study of *L. salivarius* UCC118 for each replicate. (C) Top 10 expressed genes from the RNA-seq transcriptomic study of *L. salivarius* UCC118. ^a Expression level is expressed as RPKM scores (according to the material and method section), mean of 3 replicates $\pm$ standard deviation.

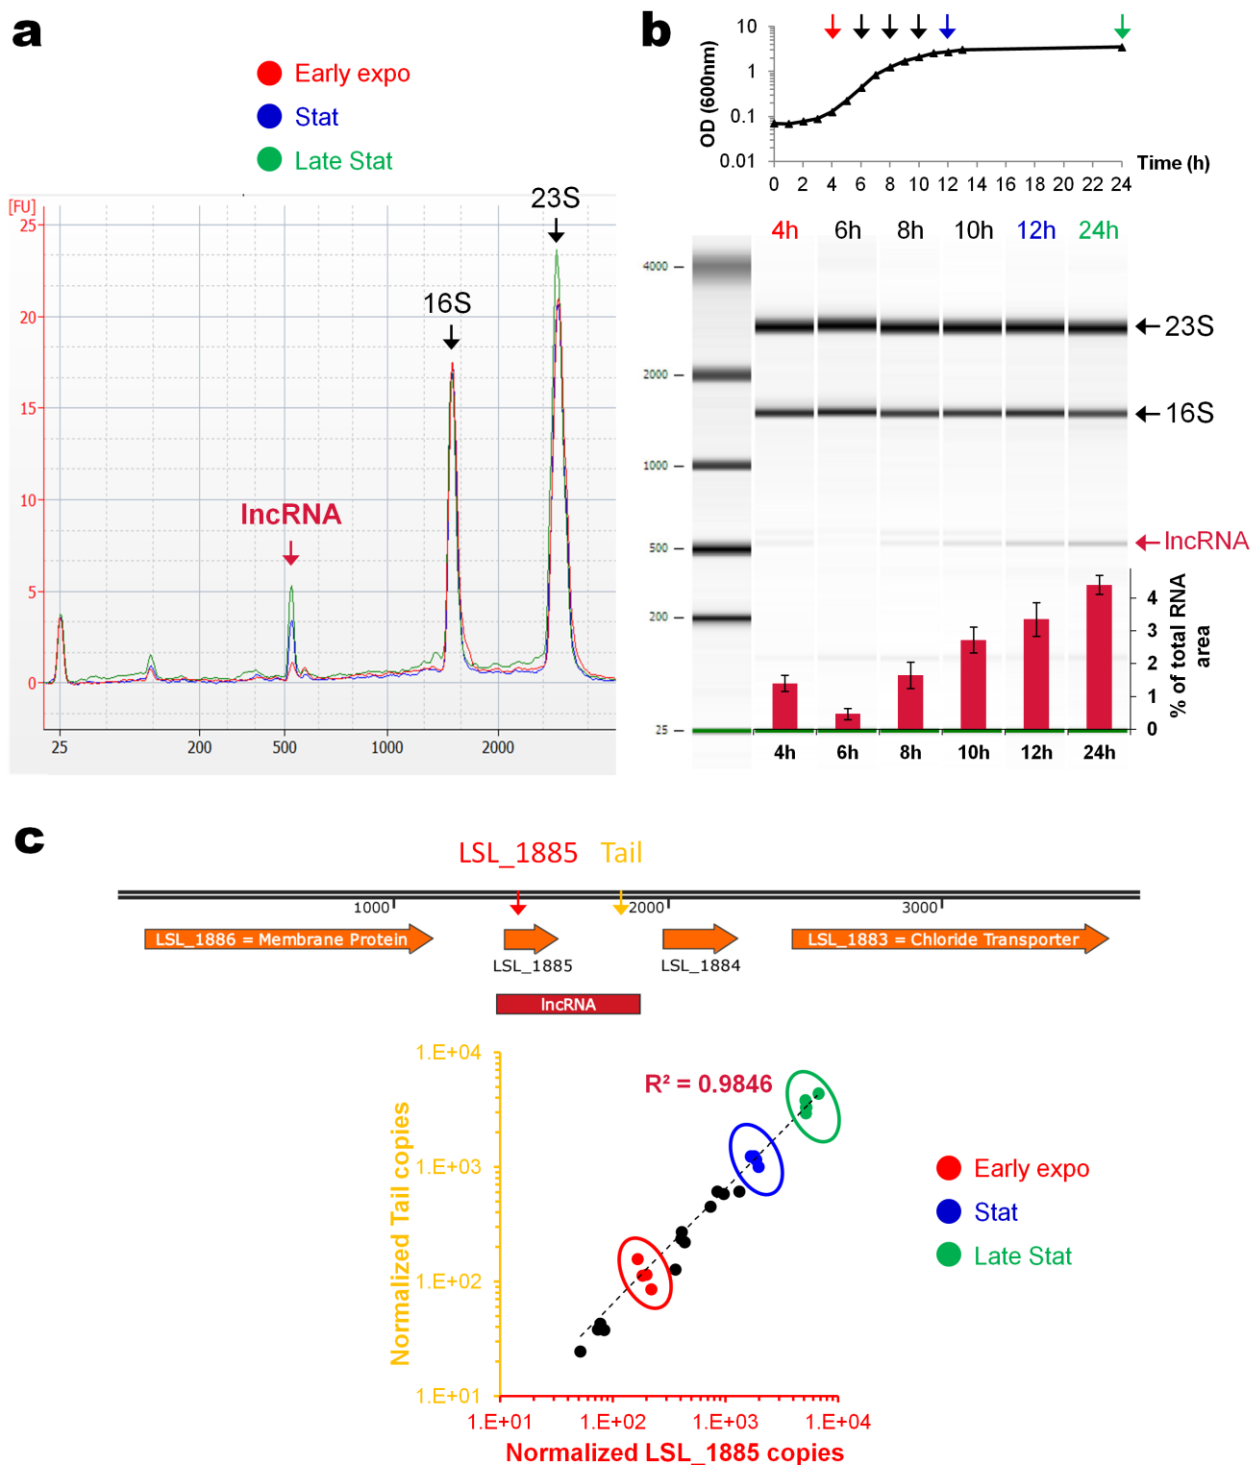

UCC118	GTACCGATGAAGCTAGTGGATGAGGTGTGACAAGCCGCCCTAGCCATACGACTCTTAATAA	60
UCC119	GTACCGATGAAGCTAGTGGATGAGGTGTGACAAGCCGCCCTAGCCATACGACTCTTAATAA	60
AH4231	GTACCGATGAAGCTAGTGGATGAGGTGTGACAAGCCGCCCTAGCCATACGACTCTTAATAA	60
AH4331	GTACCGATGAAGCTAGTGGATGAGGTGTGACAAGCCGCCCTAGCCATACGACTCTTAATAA	60
AH43310	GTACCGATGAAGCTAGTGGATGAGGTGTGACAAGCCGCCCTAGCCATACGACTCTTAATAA	60
AH43324	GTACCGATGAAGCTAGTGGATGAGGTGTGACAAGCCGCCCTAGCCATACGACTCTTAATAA	60
AH43348	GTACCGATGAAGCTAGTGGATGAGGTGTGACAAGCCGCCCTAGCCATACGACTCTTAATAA	60
CCUG45735	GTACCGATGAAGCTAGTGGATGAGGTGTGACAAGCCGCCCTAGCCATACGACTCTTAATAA	60
CCUG47825	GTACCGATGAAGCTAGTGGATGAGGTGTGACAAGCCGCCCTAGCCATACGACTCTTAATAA	60
CCUG47826	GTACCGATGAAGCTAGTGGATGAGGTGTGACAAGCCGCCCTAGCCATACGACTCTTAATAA	60
L21	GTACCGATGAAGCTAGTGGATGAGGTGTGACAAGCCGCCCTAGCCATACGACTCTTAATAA	60
NCIMB8818	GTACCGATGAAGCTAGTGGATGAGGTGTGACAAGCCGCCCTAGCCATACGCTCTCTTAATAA	60
JCM1046	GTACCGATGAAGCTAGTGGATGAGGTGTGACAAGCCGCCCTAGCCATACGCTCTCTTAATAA	60
NCIMB8817	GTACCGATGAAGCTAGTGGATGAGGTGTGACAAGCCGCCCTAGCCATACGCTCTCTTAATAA	60
DSM20492	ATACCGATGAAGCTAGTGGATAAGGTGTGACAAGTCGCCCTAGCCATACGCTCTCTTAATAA	60
CCUG47171	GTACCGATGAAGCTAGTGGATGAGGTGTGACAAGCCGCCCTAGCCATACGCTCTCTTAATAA	60
CCUG44481	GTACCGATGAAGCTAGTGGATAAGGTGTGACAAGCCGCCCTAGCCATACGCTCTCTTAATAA	60
01M14315	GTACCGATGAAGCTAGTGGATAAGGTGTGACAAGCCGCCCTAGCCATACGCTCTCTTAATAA	60
CCUG43299	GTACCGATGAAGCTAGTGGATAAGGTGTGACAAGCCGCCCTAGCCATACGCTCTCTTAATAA	60
JCM1040	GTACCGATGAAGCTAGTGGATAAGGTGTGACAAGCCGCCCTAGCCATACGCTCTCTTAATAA	60
DSM20555T	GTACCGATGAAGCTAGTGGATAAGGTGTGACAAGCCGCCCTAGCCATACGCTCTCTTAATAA	60
Gu11	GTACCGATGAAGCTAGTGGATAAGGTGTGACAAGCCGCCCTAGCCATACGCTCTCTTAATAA	60
Gu12	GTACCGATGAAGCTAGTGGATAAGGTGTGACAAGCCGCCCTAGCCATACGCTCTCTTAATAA	60
JCM1047	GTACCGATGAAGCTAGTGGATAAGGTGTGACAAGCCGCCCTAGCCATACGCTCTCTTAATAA	60
CCUG38008	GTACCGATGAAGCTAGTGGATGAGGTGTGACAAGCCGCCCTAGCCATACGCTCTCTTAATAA	60
LMG14476	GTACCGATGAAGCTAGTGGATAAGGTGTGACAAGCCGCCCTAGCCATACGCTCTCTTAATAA	60
LMG14477	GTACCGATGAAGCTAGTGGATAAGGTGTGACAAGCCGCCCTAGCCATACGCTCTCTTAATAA	60

.*****.***** *****:*****

UCC118	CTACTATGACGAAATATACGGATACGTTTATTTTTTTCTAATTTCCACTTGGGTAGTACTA	120
UCC119	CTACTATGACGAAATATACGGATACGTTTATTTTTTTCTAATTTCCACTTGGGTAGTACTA	120
AH4231	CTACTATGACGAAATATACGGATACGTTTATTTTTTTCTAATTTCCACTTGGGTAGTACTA	120
AH4331	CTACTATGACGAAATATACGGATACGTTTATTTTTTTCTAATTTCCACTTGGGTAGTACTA	120
AH43310	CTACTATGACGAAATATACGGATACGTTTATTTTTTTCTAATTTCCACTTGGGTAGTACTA	120
AH43324	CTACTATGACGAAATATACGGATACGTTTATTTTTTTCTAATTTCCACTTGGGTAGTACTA	120
AH43348	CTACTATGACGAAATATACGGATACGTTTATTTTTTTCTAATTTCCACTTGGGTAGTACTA	120
CCUG45735	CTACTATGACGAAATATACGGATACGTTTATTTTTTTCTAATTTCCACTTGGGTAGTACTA	120
CCUG47825	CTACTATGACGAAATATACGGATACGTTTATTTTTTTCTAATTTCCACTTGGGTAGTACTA	120
CCUG47826	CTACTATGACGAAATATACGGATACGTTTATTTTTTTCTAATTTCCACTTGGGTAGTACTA	120
L21	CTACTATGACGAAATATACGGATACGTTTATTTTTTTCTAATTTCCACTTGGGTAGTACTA	120
NCIMB8818	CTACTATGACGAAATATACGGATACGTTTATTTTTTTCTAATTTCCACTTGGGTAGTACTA	120
JCM1046	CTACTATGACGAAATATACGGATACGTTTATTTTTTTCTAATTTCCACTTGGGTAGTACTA	120
NCIMB8817	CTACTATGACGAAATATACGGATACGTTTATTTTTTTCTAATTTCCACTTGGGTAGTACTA	120
DSM20492	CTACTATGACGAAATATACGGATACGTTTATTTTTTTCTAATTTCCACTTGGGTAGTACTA	120
CCUG47171	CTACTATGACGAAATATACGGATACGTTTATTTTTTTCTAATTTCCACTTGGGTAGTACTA	120
CCUG44481	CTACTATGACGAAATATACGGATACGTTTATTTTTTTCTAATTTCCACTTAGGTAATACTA	120
01M14315	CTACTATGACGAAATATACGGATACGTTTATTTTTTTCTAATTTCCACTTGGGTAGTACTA	120
CCUG43299	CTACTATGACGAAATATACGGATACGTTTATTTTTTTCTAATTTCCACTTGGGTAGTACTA	120
JCM1040	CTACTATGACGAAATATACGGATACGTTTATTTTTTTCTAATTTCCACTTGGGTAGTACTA	120
DSM20555T	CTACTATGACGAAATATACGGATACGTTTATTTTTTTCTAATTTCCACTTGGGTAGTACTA	120
Gu11	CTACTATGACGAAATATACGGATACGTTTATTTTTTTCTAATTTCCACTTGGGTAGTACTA	120
Gu12	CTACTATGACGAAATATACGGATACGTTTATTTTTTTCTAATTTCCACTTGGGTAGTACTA	120
JCM1047	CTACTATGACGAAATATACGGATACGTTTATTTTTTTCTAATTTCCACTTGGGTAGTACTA	120
CCUG38008	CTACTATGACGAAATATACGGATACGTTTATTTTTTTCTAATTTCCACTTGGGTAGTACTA	120
LMG14476	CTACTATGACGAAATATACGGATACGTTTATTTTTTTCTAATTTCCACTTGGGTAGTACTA	120
LMG14477	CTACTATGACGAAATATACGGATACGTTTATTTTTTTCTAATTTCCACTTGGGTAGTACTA	120

*****

.*****

UCC118	ATTGGGAGCAACGAAA-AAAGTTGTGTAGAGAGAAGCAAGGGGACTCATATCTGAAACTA	179
UCC119	ATTGGGAGCAACGAAA-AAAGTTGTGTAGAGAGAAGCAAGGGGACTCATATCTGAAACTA	179
AH4231	ATTGGGAGCAACGAAA-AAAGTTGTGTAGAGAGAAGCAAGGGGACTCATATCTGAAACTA	179
AH4331	ATTGGGAGCAACGAAA-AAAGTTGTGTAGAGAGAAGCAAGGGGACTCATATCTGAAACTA	179
AH43310	ATTGGGAGCAACGAAA-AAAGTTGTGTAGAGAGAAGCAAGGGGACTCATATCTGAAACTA	179
AH43324	ATTGGGAGCAACGAAA-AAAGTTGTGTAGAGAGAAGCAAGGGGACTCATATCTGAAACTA	179
AH43348	ATTGGGAGCAACGAAA-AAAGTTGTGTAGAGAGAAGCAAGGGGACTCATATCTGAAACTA	179
CCUG45735	ATTGGGAGCAACGAAA-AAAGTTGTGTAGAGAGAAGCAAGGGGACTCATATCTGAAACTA	179
CCUG47825	ATTGGGAGCAACGAAA-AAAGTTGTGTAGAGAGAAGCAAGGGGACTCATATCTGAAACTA	179
CCUG47826	ATTGGGAGCAACGAAA-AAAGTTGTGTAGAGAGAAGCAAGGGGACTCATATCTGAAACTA	179
L21	ATTGGGAGCAACGAAA-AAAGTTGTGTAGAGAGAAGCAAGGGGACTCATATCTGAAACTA	179
NCIMB8818	ATTGGGAGCAACGAAA-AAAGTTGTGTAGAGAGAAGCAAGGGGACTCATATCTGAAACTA	179
JCM1046	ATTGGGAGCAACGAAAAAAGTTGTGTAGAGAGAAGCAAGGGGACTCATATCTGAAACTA	180
NCIMB8817	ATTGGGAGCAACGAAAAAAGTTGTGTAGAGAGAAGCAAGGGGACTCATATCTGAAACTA	180
DSM20492	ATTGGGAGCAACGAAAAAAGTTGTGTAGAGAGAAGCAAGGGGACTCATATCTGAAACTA	180
CCUG47171	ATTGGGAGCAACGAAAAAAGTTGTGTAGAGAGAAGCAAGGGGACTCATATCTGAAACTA	180
CCUG44481	ATTGGGAGCAACGAAA-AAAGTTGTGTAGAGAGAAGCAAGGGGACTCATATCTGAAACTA	179
01M14315	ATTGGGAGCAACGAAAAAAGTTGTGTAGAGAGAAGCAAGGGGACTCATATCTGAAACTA	180
CCUG43299	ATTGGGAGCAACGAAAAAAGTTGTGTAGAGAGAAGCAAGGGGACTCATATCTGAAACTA	180
JCM1040	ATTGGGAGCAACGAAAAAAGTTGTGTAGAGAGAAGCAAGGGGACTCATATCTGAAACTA	180
DSM20555T	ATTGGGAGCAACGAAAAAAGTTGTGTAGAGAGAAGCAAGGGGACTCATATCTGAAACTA	180
Gu11	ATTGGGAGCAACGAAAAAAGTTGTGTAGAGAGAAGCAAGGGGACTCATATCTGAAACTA	180
Gu12	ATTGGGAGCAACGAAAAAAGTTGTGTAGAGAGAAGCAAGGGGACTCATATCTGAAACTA	180
JCM1047	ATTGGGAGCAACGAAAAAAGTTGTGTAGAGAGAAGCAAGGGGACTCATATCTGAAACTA	180
CCUG38008	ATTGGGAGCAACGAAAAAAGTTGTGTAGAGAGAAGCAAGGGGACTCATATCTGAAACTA	167
LMG14476	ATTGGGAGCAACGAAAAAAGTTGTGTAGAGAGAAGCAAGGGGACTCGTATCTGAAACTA	180
LMG14477	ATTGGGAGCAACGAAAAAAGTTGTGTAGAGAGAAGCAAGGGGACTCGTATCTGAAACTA	180
	*****.***** *****.*****.*****	

UCC118	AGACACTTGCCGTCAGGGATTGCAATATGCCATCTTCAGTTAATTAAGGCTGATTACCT	239
UCC119	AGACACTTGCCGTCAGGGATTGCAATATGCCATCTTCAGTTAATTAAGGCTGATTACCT	239
AH4231	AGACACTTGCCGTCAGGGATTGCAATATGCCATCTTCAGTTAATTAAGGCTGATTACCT	239
AH4331	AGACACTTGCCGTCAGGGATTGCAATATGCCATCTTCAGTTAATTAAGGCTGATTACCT	239
AH43310	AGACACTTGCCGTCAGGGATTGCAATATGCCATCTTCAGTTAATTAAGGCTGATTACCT	239
AH43324	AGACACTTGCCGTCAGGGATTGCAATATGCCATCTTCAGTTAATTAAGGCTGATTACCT	239
AH43348	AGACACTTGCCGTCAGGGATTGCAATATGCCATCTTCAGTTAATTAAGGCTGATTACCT	239
CCUG45735	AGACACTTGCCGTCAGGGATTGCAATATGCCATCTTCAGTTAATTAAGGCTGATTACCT	239
CCUG47825	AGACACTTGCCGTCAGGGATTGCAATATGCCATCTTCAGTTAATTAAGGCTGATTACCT	239
CCUG47826	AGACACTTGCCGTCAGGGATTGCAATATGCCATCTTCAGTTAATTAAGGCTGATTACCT	239
L21	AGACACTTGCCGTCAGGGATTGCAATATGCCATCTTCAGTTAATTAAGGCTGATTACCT	239
NCIMB8818	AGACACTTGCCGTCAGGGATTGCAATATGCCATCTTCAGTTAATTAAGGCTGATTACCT	239
JCM1046	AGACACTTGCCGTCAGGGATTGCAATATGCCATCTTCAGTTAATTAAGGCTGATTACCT	240
NCIMB8817	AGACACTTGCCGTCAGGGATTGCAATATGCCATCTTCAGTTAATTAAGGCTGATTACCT	240
DSM20492	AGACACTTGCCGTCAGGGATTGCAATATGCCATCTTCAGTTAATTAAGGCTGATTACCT	240
CCUG47171	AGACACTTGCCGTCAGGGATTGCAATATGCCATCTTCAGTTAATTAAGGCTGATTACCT	240
CCUG44481	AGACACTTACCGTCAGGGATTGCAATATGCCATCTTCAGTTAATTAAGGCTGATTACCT	239
01M14315	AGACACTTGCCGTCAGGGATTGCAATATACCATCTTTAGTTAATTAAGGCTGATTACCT	240
CCUG43299	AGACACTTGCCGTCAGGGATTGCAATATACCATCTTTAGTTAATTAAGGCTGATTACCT	240
JCM1040	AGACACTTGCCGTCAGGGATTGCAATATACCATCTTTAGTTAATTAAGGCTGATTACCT	240
DSM20555T	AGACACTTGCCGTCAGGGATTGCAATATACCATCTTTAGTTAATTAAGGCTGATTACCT	240
Gu11	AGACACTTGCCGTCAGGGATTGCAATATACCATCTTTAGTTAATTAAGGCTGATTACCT	240
Gu12	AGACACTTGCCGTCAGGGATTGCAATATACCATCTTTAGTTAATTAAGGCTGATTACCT	240
JCM1047	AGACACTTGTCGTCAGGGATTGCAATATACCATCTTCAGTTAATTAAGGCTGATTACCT	239
CCUG38008	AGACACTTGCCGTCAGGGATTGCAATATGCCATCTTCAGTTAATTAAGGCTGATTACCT	227
LMG14476	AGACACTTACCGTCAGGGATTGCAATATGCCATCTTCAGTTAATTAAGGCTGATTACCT	240
LMG14477	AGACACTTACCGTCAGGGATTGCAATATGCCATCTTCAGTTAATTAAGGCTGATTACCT	240
	*****.***** * *****.***** *****.*****	

UCC118	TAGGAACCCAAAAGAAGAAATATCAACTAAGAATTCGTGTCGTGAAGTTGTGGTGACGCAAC	299
UCC119	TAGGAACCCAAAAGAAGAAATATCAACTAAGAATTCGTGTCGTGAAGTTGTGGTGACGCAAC	299
AH4231	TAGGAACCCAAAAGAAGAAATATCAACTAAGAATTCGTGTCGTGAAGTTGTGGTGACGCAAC	299
AH4331	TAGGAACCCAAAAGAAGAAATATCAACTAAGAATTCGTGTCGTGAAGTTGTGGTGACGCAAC	299
AH43310	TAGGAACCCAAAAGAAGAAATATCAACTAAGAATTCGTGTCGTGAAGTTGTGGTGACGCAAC	299
AH43324	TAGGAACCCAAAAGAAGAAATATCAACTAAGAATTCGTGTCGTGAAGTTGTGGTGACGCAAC	299
AH43348	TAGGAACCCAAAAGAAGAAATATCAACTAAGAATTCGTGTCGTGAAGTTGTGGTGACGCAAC	299
CCUG45735	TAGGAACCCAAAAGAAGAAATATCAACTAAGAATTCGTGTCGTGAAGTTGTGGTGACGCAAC	299
CCUG47825	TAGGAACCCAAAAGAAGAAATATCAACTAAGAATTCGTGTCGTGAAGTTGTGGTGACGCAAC	299
CCUG47826	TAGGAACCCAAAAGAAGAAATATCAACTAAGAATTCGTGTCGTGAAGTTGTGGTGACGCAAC	299
L21	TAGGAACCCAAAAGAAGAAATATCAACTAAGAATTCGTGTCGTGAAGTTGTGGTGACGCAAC	299
NCIMB8818	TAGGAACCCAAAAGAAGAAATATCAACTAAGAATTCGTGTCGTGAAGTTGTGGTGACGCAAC	299
JCM1046	TAGGAACCCAA-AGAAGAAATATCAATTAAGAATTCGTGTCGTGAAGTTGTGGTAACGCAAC	299
NCIMB8817	TAGGAACCCAA-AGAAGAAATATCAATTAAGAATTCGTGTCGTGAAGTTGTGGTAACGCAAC	299
DSM20492	TAGGAACCCAA-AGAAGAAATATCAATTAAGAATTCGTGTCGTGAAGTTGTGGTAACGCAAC	299
CCUG47171	TAGGAACCCAAAAGAAGAAAT-----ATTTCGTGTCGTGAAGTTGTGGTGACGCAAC	289
CCUG44481	TAGGAACCCAA-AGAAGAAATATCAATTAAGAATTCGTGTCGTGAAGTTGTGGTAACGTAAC	298
01M14315	TAGGAACCCA-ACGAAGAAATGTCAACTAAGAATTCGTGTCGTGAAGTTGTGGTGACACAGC	299
CCUG43299	TAGGAACCCA-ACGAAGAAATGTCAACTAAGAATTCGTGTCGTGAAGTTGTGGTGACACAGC	299
JCM1040	TAGGAACCCA-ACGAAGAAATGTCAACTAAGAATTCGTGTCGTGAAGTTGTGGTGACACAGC	299
DSM20555T	TAGGAACCCAA-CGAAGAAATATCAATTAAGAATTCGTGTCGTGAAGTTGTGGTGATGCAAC	299
Gu11	TAGGAACCCAA-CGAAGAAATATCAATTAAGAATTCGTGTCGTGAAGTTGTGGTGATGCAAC	299
Gu12	TAGGAACCCA-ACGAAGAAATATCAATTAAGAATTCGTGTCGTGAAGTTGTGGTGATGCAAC	299
JCM1047	TAGGAACCCAA-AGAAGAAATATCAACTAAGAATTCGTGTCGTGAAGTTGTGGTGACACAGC	298
CCUG38008	TAGGAACCCAA-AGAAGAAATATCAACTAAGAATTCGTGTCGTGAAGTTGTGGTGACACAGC	286
LMG14476	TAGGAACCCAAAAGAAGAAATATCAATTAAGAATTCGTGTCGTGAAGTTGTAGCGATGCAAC	300
LMG14477	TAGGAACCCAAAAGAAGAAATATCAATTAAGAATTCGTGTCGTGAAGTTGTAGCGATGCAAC	300
	***** .***** *****.*.*.*.*	

UCC118	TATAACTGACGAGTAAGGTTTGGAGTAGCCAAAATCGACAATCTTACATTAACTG-----	353
UCC119	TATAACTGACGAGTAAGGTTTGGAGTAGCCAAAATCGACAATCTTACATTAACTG-----	353
AH4231	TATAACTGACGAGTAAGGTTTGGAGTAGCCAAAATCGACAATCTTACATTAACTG-----	353
AH4331	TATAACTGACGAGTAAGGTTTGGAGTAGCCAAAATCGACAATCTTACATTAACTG-----	353
AH43310	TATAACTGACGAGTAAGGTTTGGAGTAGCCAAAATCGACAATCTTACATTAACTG-----	353
AH43324	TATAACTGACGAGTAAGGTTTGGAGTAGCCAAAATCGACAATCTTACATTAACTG-----	353
AH43348	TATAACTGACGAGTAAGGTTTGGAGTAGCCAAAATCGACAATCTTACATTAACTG-----	353
CCUG45735	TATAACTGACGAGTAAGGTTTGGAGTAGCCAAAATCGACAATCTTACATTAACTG-----	353
CCUG47825	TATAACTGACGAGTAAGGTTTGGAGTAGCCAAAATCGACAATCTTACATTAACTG-----	353
CCUG47826	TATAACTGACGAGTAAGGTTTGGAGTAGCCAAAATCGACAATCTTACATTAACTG-----	353
L21	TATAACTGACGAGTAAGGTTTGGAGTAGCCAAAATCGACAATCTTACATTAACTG-----	353
NCIMB8818	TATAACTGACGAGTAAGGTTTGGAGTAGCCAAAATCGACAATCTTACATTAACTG-----	353
JCM1046	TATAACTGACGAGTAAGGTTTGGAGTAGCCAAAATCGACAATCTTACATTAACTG-----	353
NCIMB8817	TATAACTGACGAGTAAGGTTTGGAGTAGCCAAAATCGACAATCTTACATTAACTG-----	353
DSM20492	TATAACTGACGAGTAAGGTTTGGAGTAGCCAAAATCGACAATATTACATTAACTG-----	353
CCUG47171	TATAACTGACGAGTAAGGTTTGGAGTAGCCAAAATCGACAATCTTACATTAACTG-----	343
CCUG44481	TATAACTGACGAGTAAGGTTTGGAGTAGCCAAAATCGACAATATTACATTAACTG-----	352
01M14315	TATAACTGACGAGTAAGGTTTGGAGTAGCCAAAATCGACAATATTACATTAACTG-----	353
CCUG43299	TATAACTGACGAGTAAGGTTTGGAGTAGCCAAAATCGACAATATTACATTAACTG-----	353
JCM1040	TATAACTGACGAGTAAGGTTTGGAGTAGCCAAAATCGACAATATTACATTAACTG-----	353
DSM20555T	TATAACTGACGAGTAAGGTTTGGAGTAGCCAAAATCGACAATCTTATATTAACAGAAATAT	359
Gu11	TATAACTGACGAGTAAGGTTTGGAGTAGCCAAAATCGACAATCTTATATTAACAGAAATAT	359
Gu12	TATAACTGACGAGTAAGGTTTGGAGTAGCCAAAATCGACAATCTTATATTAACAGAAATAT	359
JCM1047	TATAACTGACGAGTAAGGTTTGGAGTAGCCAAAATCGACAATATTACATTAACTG-----	352
CCUG38008	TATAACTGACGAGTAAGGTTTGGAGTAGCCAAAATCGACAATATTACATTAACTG-----	340
LMG14476	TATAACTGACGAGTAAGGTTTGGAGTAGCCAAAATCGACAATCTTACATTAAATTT-----	354
LMG14477	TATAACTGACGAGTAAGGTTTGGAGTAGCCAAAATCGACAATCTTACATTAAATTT-----	354
	*****.*** *****;	

UCC118	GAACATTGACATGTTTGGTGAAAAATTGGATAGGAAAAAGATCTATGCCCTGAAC TTGAAA	413
UCC119	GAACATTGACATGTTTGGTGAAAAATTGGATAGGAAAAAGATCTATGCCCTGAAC TTGAAA	413
AH4231	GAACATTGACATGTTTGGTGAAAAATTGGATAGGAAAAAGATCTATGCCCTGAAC TTGAAA	413
AH4331	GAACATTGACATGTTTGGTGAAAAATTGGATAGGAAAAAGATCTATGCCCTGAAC TTGAAA	413
AH43310	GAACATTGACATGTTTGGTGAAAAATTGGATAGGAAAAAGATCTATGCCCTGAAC TTGAAA	413
AH43324	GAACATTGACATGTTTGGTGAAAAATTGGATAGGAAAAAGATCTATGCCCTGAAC TTGAAA	413
AH43348	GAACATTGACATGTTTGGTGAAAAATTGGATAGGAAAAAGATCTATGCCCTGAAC TTGAAA	413
CCUG45735	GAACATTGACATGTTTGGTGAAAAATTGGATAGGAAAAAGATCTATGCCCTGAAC TTGAAA	413
CCUG47825	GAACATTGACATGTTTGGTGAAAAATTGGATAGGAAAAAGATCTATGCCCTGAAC TTGAAA	413
CCUG47826	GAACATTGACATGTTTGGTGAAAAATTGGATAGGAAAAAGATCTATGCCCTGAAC TTGAAA	413
L21	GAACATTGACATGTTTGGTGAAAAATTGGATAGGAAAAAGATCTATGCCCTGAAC TTGAAA	413
NCIMB8818	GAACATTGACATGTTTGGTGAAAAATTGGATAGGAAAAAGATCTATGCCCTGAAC TTGAAA	413
JCM1046	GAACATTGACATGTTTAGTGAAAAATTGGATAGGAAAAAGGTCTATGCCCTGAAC TTGAAA	413
NCIMB8817	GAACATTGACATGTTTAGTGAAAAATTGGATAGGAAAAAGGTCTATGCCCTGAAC TTGAAA	413
DSM20492	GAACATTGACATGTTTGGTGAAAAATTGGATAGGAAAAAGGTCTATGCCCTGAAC TTGAAA	413
CCUG47171	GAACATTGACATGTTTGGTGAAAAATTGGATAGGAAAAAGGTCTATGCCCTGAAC TTGAAA	403
CCUG44481	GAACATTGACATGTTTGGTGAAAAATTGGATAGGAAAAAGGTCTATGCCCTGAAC TTGAAA	412
01M14315	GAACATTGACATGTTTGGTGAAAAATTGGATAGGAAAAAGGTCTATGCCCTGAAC TTGAAA	413
CCUG43299	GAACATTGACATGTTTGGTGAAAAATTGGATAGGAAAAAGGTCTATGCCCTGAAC TTGAAA	413
JCM1040	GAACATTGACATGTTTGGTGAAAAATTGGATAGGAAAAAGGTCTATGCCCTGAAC TTGAAA	413
DSM20555T	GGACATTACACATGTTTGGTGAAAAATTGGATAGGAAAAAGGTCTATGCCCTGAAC TTGAAA	419
Gul1	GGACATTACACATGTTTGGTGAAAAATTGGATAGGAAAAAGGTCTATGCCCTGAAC TTGAAA	419
Gul2	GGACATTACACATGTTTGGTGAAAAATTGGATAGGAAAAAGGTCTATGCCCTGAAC TTGAAA	419
JCM1047	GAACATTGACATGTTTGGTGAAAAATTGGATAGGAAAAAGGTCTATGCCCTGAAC TTGAAA	412
CCUG38008	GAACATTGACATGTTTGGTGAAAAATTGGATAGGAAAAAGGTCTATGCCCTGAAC TTGAAA	400
LMG14476	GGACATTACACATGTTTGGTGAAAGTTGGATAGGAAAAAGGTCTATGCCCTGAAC TC GAAA	414
LMG14477	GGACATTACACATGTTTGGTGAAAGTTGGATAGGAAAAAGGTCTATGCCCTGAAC TC GAAA	414
	* * * * *	

UCC118	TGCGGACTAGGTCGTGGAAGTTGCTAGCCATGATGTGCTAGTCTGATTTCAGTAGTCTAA	473
UCC119	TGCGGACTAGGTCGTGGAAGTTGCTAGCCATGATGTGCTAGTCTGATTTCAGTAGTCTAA	473
AH4231	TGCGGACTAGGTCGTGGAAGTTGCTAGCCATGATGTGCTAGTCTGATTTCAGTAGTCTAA	473
AH4331	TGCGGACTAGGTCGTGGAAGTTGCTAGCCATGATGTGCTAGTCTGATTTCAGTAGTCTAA	473
AH43310	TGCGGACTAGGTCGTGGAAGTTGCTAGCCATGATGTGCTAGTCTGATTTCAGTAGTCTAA	473
AH43324	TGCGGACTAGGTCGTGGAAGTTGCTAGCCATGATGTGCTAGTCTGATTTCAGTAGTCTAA	473
AH43348	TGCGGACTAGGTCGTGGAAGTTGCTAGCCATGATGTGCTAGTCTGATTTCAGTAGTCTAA	473
CCUG45735	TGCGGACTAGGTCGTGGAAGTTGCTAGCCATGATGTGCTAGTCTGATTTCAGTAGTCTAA	473
CCUG47825	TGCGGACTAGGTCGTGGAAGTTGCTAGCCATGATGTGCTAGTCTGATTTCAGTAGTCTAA	473
CCUG47826	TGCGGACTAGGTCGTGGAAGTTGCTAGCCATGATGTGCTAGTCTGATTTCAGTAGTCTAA	473
L21	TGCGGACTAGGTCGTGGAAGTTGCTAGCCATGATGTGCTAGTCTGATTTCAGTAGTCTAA	473
NCIMB8818	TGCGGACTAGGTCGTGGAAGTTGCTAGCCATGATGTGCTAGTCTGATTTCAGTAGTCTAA	473
JCM1046	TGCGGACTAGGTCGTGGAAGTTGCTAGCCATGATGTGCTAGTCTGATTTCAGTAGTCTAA	473
NCIMB8817	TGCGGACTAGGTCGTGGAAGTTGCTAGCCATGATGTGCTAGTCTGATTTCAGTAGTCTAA	473
DSM20492	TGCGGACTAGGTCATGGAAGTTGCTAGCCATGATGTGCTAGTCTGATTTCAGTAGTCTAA	473
CCUG47171	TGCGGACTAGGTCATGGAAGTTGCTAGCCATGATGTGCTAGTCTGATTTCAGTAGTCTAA	463
CCUG44481	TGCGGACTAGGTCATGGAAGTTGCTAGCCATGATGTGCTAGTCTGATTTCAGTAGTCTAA	472
01M14315	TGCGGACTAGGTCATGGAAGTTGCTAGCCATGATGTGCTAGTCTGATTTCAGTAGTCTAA	473
CCUG43299	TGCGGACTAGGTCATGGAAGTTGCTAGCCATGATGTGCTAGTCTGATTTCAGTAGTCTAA	473
JCM1040	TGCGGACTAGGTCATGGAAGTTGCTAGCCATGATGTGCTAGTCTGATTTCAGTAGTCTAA	473
DSM20555T	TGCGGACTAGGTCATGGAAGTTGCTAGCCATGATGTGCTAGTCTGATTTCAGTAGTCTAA	479
Gul1	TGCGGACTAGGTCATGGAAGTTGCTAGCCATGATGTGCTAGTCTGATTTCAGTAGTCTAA	479
Gul2	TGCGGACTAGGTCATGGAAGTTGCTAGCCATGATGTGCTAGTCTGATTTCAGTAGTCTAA	479
JCM1047	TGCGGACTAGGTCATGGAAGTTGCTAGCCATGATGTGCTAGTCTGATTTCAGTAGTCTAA	472
CCUG38008	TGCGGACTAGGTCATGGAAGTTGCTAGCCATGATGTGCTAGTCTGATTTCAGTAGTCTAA	460
LMG14476	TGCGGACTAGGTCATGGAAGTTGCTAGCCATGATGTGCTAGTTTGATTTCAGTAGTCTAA	474
LMG14477	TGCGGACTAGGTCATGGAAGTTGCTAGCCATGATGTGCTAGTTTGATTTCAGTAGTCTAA	474

UCC118	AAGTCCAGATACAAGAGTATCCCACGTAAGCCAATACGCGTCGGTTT	520
UCC119	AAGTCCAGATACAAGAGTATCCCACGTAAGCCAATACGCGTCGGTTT	520
AH4231	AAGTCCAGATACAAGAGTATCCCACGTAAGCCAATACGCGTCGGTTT	520
AH4331	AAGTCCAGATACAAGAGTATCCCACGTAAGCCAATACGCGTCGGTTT	520
AH43310	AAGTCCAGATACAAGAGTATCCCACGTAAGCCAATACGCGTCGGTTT	520
AH43324	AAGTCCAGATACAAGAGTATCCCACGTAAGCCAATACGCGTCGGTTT	520
AH43348	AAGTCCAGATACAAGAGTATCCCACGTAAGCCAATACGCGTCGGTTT	520
CCUG45735	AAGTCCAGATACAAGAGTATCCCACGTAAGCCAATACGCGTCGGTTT	520
CCUG47825	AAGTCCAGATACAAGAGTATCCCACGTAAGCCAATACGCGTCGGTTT	520
CCUG47826	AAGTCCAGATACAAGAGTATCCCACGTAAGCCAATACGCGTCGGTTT	520
L21	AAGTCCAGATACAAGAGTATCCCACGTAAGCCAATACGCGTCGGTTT	520
NCIMB8818	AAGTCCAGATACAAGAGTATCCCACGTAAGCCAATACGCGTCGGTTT	520
JCM1046	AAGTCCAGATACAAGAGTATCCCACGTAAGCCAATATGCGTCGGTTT	520
NCIMB8817	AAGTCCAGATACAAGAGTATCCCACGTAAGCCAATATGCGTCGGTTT	520
DSM20492	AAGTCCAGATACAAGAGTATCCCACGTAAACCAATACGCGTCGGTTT	520
CCUG47171	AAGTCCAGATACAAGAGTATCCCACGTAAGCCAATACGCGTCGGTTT	510
CCUG44481	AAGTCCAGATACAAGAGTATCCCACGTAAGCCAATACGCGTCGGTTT	519
01M14315	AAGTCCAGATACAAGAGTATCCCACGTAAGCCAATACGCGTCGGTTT	520
CCUG43299	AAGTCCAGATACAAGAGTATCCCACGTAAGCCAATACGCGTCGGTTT	520
JCM1040	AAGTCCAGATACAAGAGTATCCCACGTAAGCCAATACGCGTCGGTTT	520
DSM20555T	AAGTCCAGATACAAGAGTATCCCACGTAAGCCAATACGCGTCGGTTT	526
Gul1	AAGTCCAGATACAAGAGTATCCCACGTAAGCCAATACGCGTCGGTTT	526
Gul2	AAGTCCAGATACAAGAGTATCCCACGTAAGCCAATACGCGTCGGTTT	526
JCM1047	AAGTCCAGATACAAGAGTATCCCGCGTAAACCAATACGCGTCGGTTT	519
CCUG38008	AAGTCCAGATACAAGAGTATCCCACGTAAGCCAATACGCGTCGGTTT	507
LMG14476	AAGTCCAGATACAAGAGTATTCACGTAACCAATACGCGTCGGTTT	521
LMG14477	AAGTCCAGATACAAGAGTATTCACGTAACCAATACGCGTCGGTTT	521
	***** ** . ***** . ***** *****	

FIGURE S4: Multiple alignment of the lncRNA in *L. salivarius*.

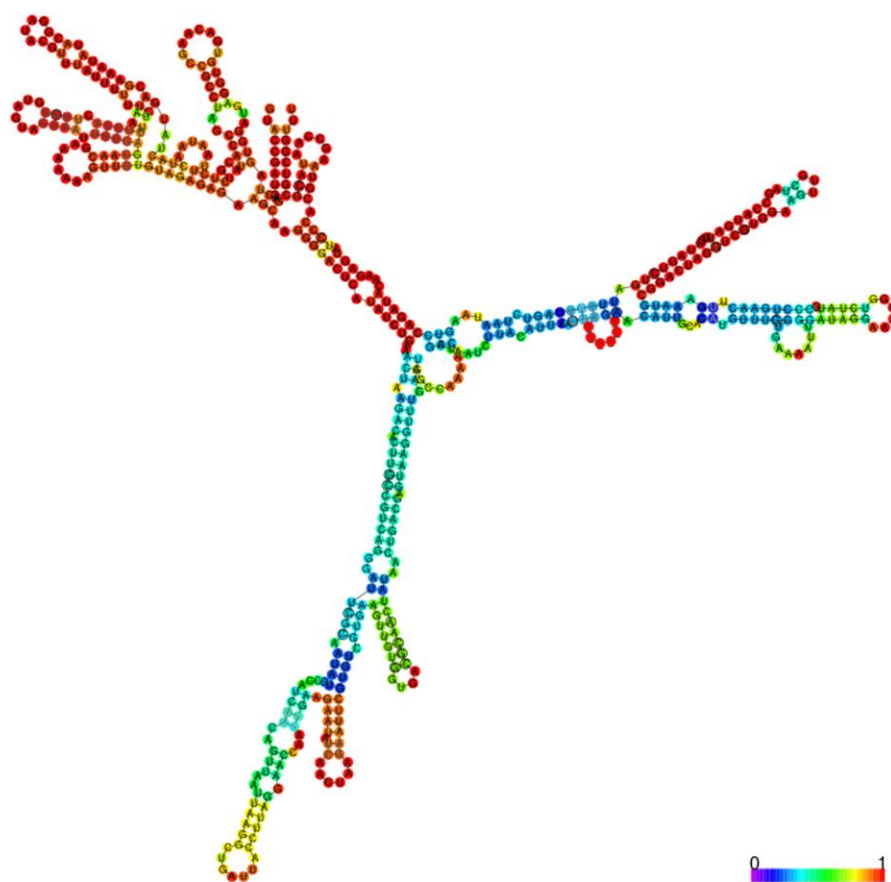

FIGURE S5: Structure drawing encoding base-pair probabilities of the lncRNA in *L. salivarius*. This structure was predicted with RNAalifold using the lncRNA alignment of the 27 *L. salivarius* strains. The free energy of the thermodynamic ensemble is -216.60 kcal/mol.

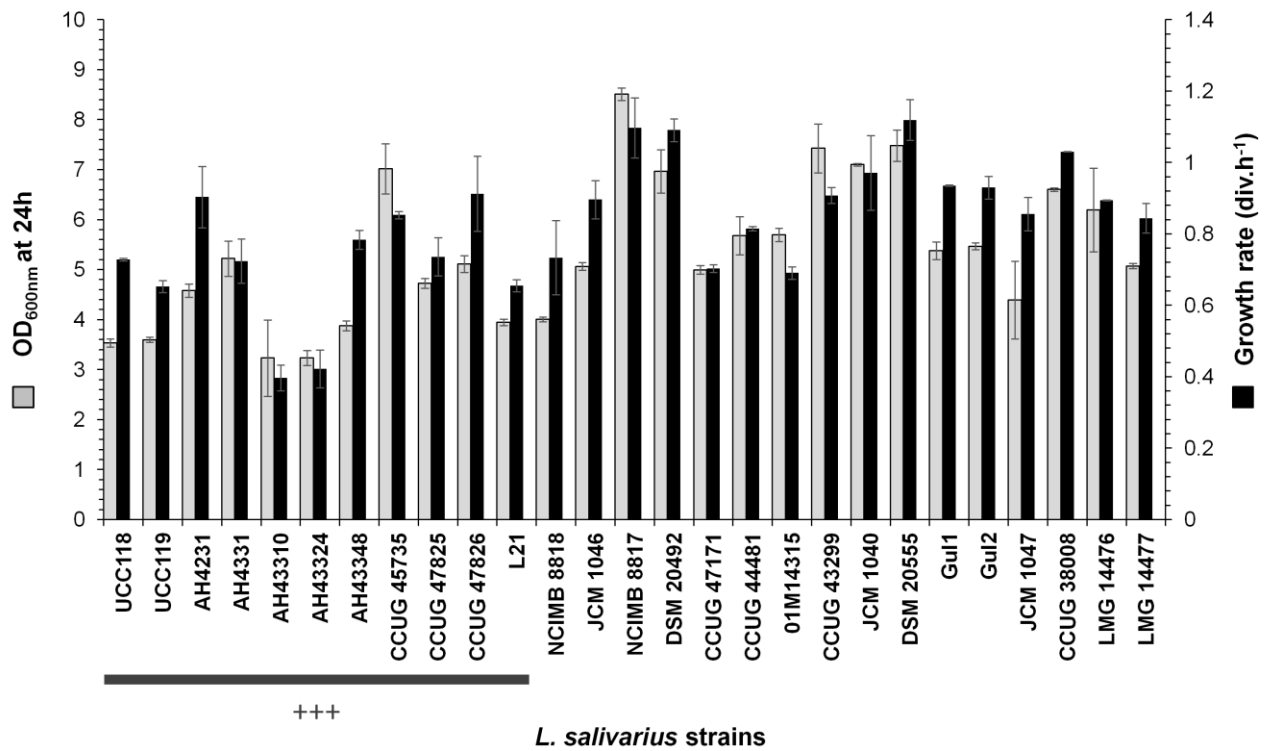

FIGURE S6: Growth of the 27 *L. salivarius* strains. Final OD_{600nm} (24h, grey) and growth rate (black) of the 27 *L. salivarius* strains used in this study were plotted. The 11 strains sharing a nucleotide sequence identical to that of *L. salivarius* UCC118 for the lncRNA region are marked with “+++”. Data are means $\pm$ SD of 3 independent replicates.

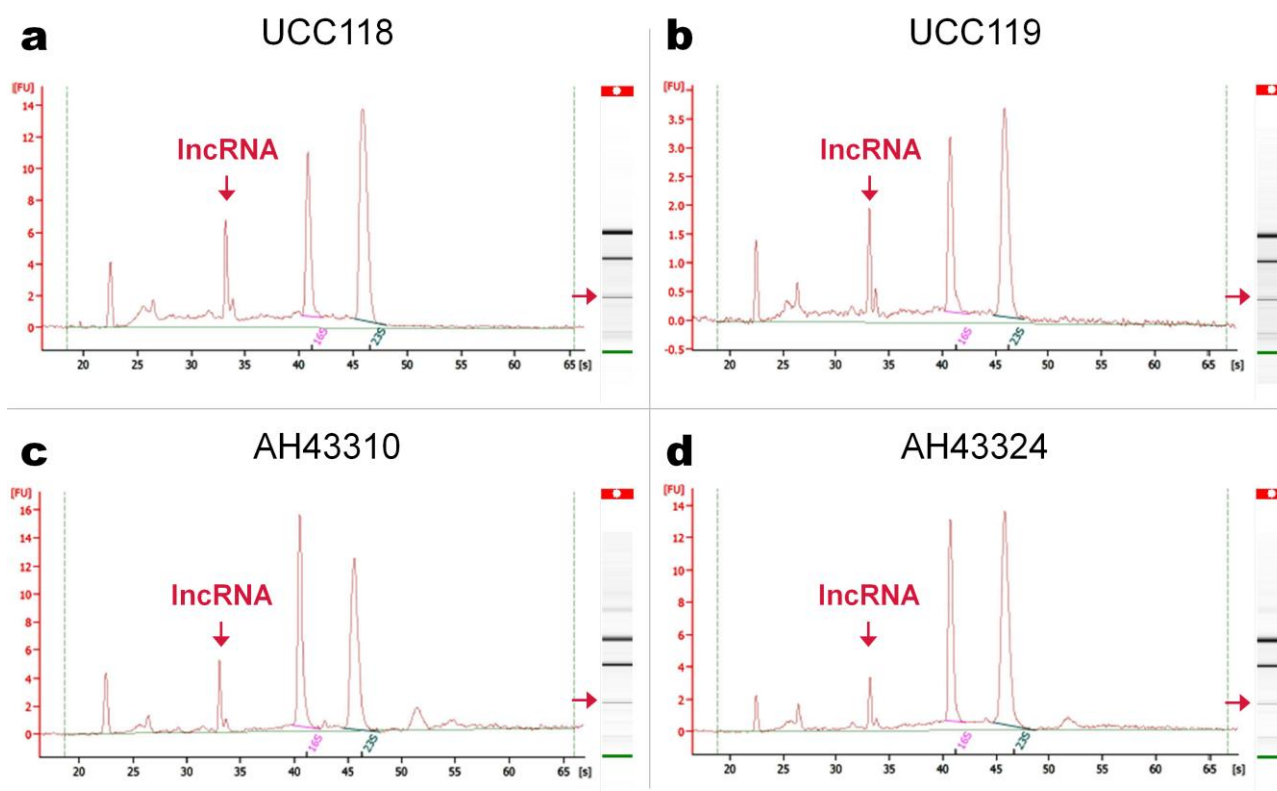

FIGURE S7: RNA profiles of the 4 *L. salivarius* strains with the highest expression levels of the IncRNA. RNA electropherograms of *L. salivarius* UCC118 (A), UCC119 (B), AH43310 (C) and AH43324 (D) in stationary phase (10h) obtained from the Agilent 2100 Bioanalyzer System. The IncRNA specific peak is highlighted in dark pink.

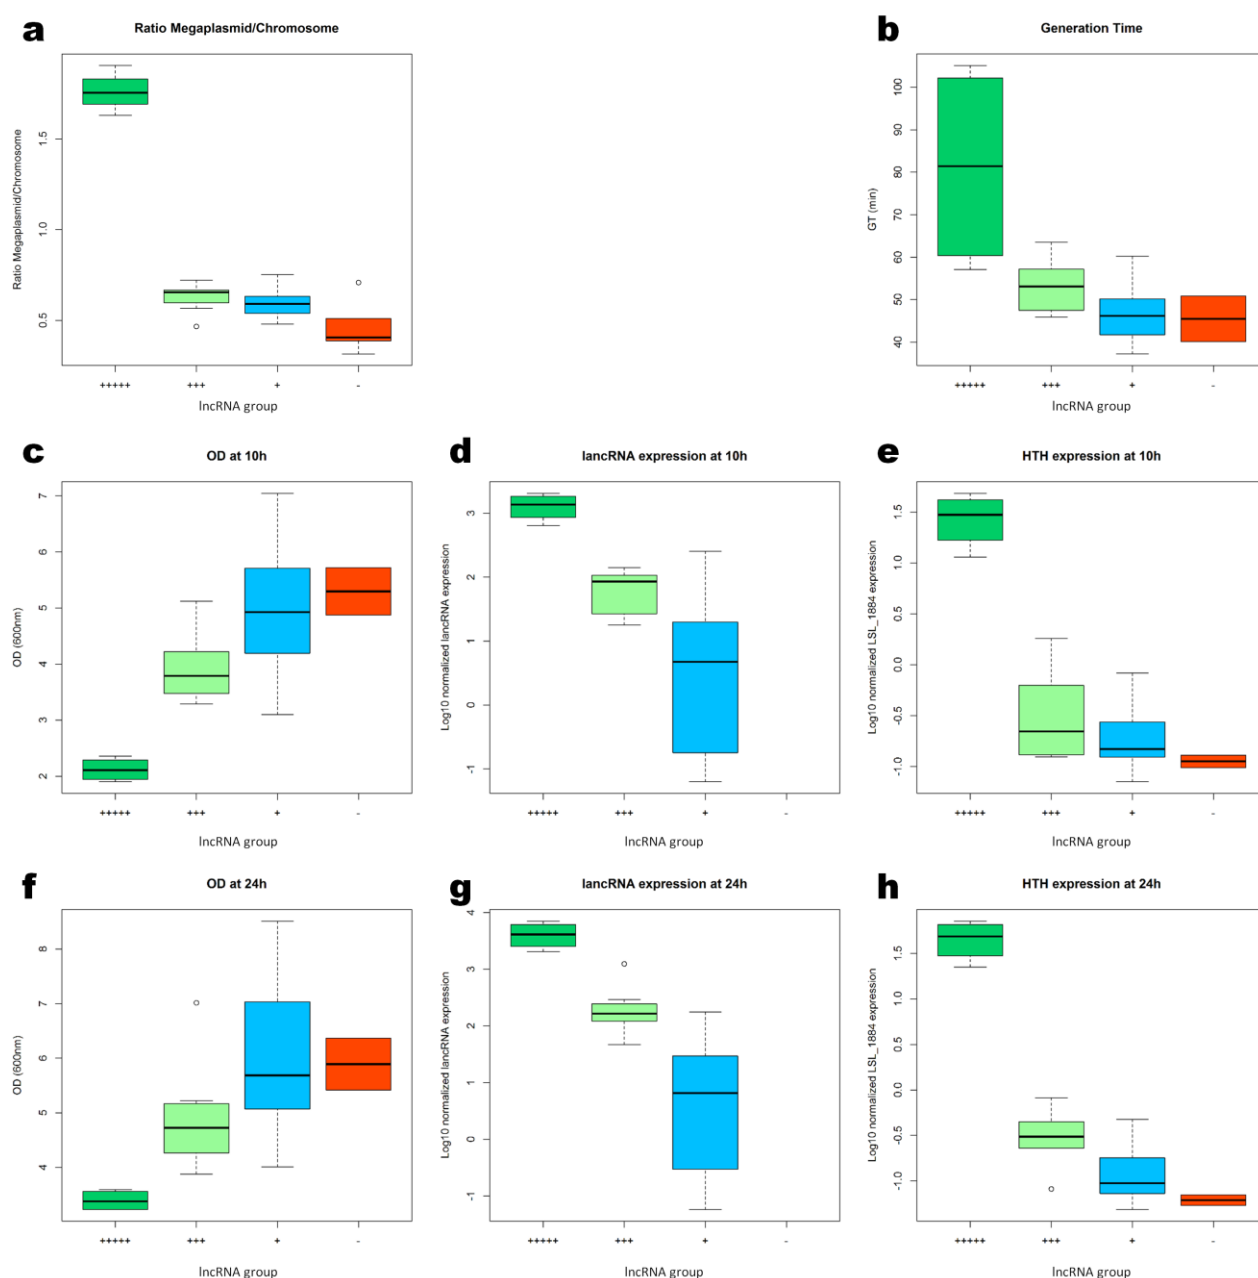

FIGURE S8: Comparison of data of 33 *L. salivarius* strains. The 33 *L. salivarius* strains were divided into 4 groups: +++++ for the strains with very high expression of the IncRNA, +++ for the strains with sequence 100% identical to the *L. salivarius* UCC118 IncRNA, + for the strains harboring a IncRNA sequence with SNPs/gaps and - for the strains without IncRNA sequence in their genome (Table 1). (A) Ratio megaplasmid/chromosome, (B) generation time, (C) OD (600nm) at 10h, (D) normalized expression of the IncRNA at 10h, (E) normalized expression of the HTH at 10h, (F) OD (600nm) at 24h, (G) normalized expression of the IncRNA at 24h, (H) normalized expression of the HTH at 24h.

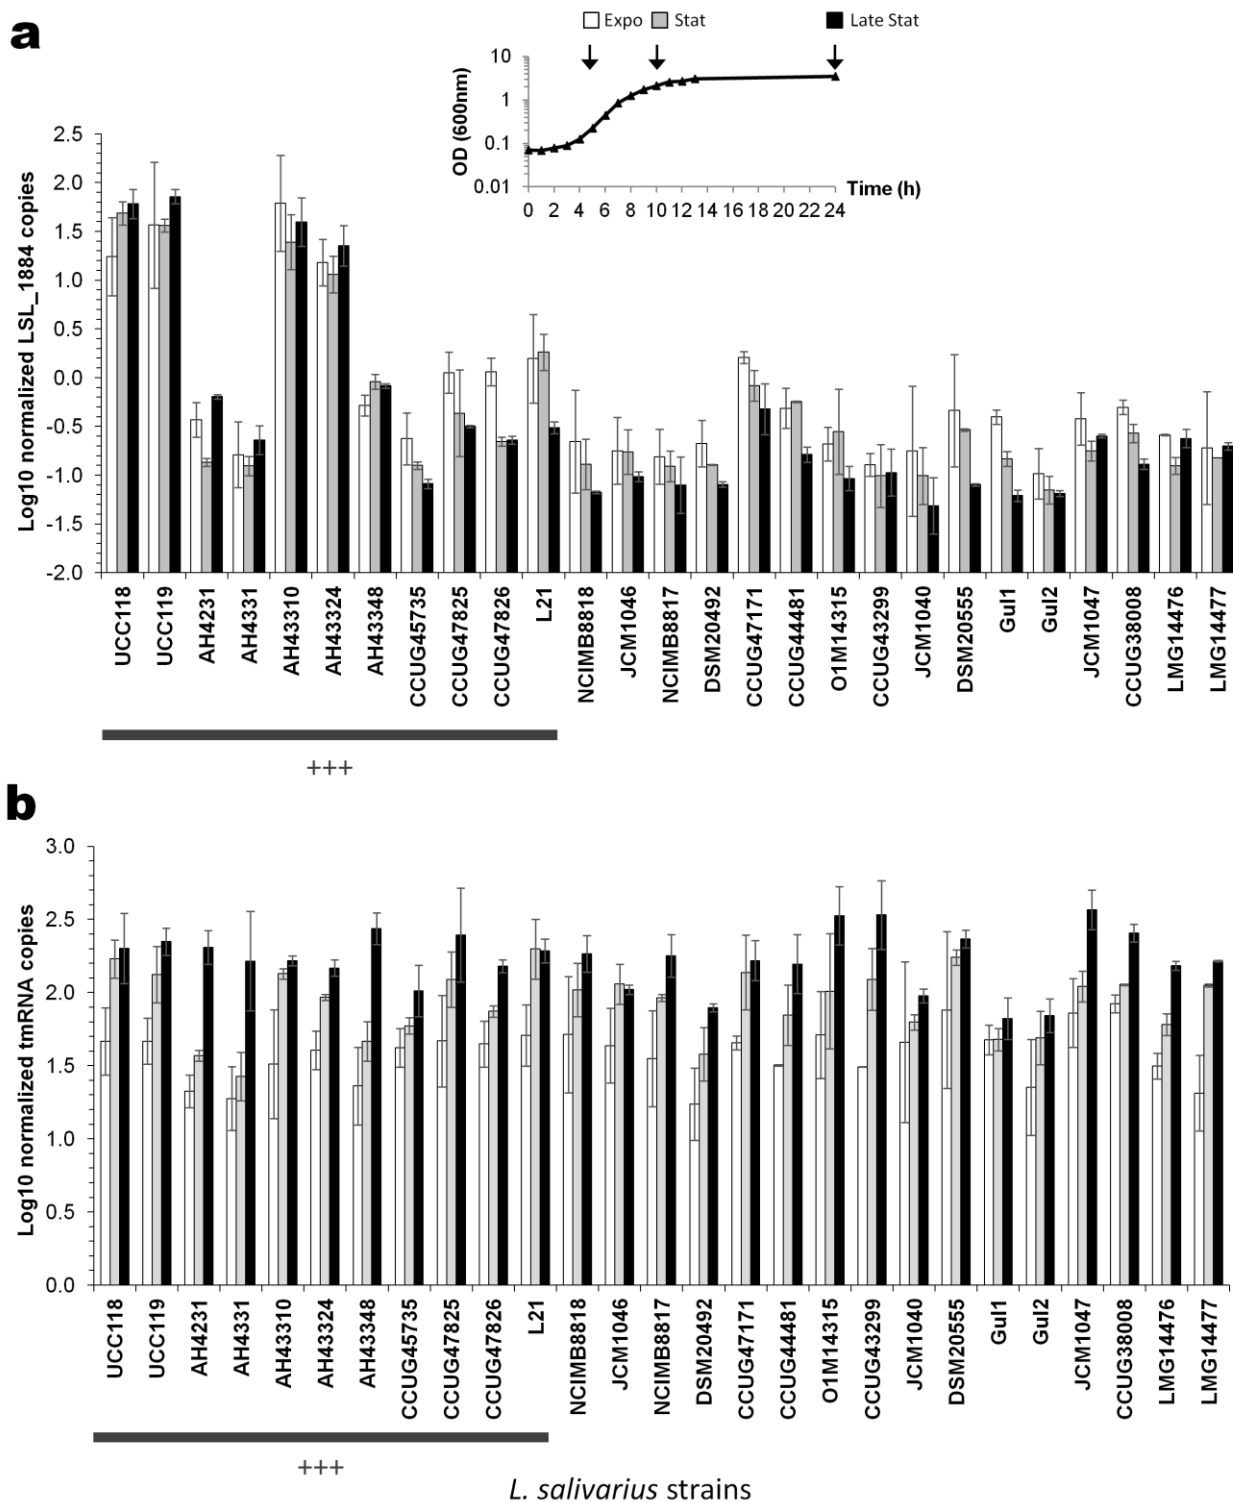

FIGURE S9: Expression levels of HTH and tmRNA during the growth of 27 *L. salivarius* strains. The expression levels of (A) HTH (*LSL_1884* in *L. salivarius* UCC118) and (B) tmRNA were quantified by RT-qPCR after 5 h (exponential phase, white), 10 h (stationary phase, grey) and 24 h (late stationary phase, black) of culture in MRS. The 11 strains sharing a nucleotide sequence identical to that of *L. salivarius* UCC118 for the lncRNA region are marked with “+++”. Data are means $\pm$ SD of 2 independent replicates.

Table S1: List of the primers used in this study for the quantitative PCR and the circular RACE

Name	Locus	Sequence targeted	Sequence (5'-3')	Size (bp)
**<i>L. salivarius</i> genes**				
<i>lncRNA-qF</i><br><i>lncRNA-qR</i>	LSL_1885	lncRNA	CTACTATGACGAAATATACGGATACG<br>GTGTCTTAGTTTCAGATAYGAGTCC	126
<i>tail-qF</i><br><i>tail-qR</i>	-	Tail of the lncRNA	AGGTTTGAGTAGCCAAAATCGAC<br>AGCACATCATGGCTAGCAAC	144
<i>hth-qF</i><br><i>hth-qR</i>	LSL_1884	Helix-turn-helix	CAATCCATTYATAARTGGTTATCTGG<br>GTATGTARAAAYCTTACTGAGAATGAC	80
<i>tmRNA-qF</i><br><i>tmRNA-qR</i>	tmRNA	transfer-messenger RNA	ACTTTTGCGGCGTGAGAAAG<br>TCGCCACCTAAACCTCTACG	126
<i>16SrDNA-qF</i><br><i>16SrDNA-qR</i>	r16S	Small subunit of ribosome	TGGTAGTCCACGCCGTAAAC<br>CCAGGCGGAATGCTTATTGC	90
<i>pflA-qF</i><br><i>pflA-qR</i>	LSL_1872	pyruvate formate-lyase<br>activating enzyme	CTTTTGGGGCGACAAAGGTG<br>ATGGCTGTCCACAAGTGTCC	134
<i>pflD-qF</i><br><i>pflD-qR</i>	LSL_1873	formate acetyltransferase	CTTCGGAGCTCGTGCAAATC<br>TGGTTCGTATGCAGGACCTAC	100
<i>LSL0450-qF</i><br><i>LSL0450-qR</i>	LSL_0450	MarR family transcriptional<br>regulator	CGAAAAGGTTATGCTGAACGC<br>TGTGCTCGATAAACTAGTCTACC	95
<i>fabD-qF</i><br><i>fabD-qR</i>	LSL_0453	malonyl-CoA-[acyl-carrier-<br>protein]-transacylase	GCTGTTGAAGGCATGGTTGG<br>GCATCATCTTGCATGTAAATAGCAC	125
<i>era-qF</i><br><i>era-qR</i>	LSL_0895	Ribosome-associated GTPase	TTTCCTATTTCTGCTTTGGAAGG<br>CAGCAGGATAGTACTGTGGAC	94
<i>fusA-qF</i><br><i>fusA-qR</i>	LSL_0202	Elongation factor	CGACGCTGGTAAGACAACAAC<br>GCACCATCGTGTGTTTCACC	84
<i>groEL-qF</i><br><i>groEL-qR</i>	LSL_1211	Chaperone	ACACGTGCTGCTGTTGAAGA<br>ACGTGCGCTTCTTCTTCCAA	98
<i>gyrA-qF</i><br><i>gyrA-qR</i>	LSL_0006	DNA gyrase subunit A	TGGGGCTACAGGTATTGCTG<br>GTCCAGGGATTGCCTCCATC	137
<i>ileS-qF</i><br><i>ileS-qR</i>	LSL_1042	Isoleucyl-tRNA synthetase	AAGCTGGTGTTGATCGTAAAGC<br>CACCAGCAACACCTAAACGC	120
<i>recA-qF</i><br><i>recA-qR</i>	LSL_1130	Recombinase A	GGATCCTGCATATGCTACTGC<br>GCGGCTACTGAGTCAACAAC	147
<i>rpoB-qF</i><br><i>rpoB-qR</i>	LSL_0197	RNA polymerase subunit β	ACGGGGCAGAACGTGTTATT<br>AACCAAGCCCCACGATTAGG	127
<i>repA-qF</i><br><i>repA-qR</i>	LSL_1739	Replication protein A	GCCAAAGGATTTCGTAACCTTTG<br>GTGTTCTCTAGCTAAACGAAAAGC	93
<i>pepN-qF</i><br><i>penN-qR</i>	LSL_1745	Aminopeptidase N	ACTACATTTGCGCGTCAAGC<br>CGTCAAACCTTTATAGCAAGATCGAAAG	82
<i>ZntA-qF</i><br><i>ZntA-qR</i>	LSL_1786	Lead, cadmium, zinc and<br>mercury transporting ATPase	GTAGCCTTTGTTGGAGATGGC<br>TCAATCGCTACGTCCGTTC	95
**Circular RACE**				
<i>lncRNA_1F</i><br><i>lncRNA_1R</i>		circularized lncRNA	GGAACATTGCACATGTTTGGTG<br>GCATATTGCGAATCCCTGACG	
<i>lncRNA_2F</i><br><i>lncRNA_2R</i>		circularized lncRNA	AGGTTCGTGGAAGTTGCTAGC<br>TGAGTCCCCCTGCTTCTCTC	
**<i>Lactobacilli</i> quantification**				
<i>F-Lacto 05</i><br><i>R-Lacto 04</i>	r16S	Small subunit of ribosome	AGCAGTAGGGAATCTTCCA<br>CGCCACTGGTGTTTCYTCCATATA	375

Table S2: Bacterial strains, plasmids and primers used for the mutant constructions of *L. salivarius* UCC118

Bacterial strains or plasmid	Relevant characteristics ^a	Reference
<i>Escherichia coli</i>		
EC101	RepA ⁺ , Em ^R , pORI ₁₉ host strain	(1)
<i>Lactococcus lactis</i>		
LL108	RepA ⁺ , Em ^R , pORI ₁₉ host strain	(2)
<i>Lactobacillus salivarius</i>		
UCC118 wild-type (WT)	Ileo-cecal isolate from a human adult	(3)
UCC118 pVE ₆₀₀₇	Strain harboring pVE ₆₀₀₇ plasmid (Cm ^R , repA ^{TS})	(4)
UCC118 Δ lncRNA	Clean deletion of the lncRNA	This study
UCC118 Δ lncRNA Δ LSL ₁₈₈₄	Clean deletion of the lncRNA and the LSL ₁₈₈₄ gene	This study
**Plasmids**		
pORI ₁₉	Em ^R , Ori ⁺ , RepA ⁻ , <i>lacZ'</i> derivative of pORI ₂₈	(1)
pORI ₁₉ - Δ lncRNA	pORI ₁₉ containing flanking regions of the lncRNA	This study
pORI ₁₉ - Δ lncRNA Δ LSL ₁₈₈₄	pORI ₁₉ containing flanking regions of the lncRNA and LSL ₁₈₈₄ gene	This study
Primer names	Sequence (5'-3') ^b	PCR amplicon
WR_KO_US_F_EcoRI	**CGCGCGAATTCT** GATCGTGTTTTAGGCGGTAC	Upstream fragments
WR_KO_US_F_BamHI	**ATCGGATCCT** GATCGTGTTTTAGGCGGTAC	Upstream fragments
WR_KO1_US_R	**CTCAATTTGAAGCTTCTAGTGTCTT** CATCAATTATTCAACTC	Δ lncRNA upstream fragment
WR_KO1_DS_F	**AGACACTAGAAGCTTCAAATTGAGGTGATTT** CATGGAG	Δ lncRNA downstream fragment
WR_KO1_R_BamHI	**AGCGGATCC** AGTCACAAATGATGGTTGATCAG	Δ lncRNA downstream fragment
WR_KO1_R_EcoRI	**CGCGCGAATTC** AGTCACAAATGATGGTTGATCAG	Δ lncRNA downstream fragment
WR_KO2_US_R	**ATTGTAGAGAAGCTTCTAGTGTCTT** CATCAATTATTCAACTC	Δ lncRNA Δ HTH upstream fragment
WR_KO2_DS_F	**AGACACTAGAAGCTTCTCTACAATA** GTTCCTAGCCTAGAAGC	Δ lncRNA Δ HTH downstream fragment
WR_KO2_DS_R_BamHI	**AGAGGATCC** ACAACAGGTGTACTCATACCG	Δ lncRNA Δ HTH downstream fragment
WR_KO2_DS_R_EcoRI	**ATATCGAATTC** ACAACAGGTGTACTCATACCG	Δ lncRNA Δ HTH downstream fragment
LSL ₁₈₈₆ _F	CTGCTTCCGGTGGTTTTGG	Clean deletion verification
LSL ₁₈₈₃ _R	TGCTGTTCCTTTAGCTTTAAATTTCG	Clean deletion verification

^a Em^R, erythromycin resistant; Ori⁺, replication origin; RepA⁻, lacking replication protein A; Cm^R, chloramphenicol resistant; ^{TS}, temperature sensitive;

^b Sequences in bold, EcoRI or BamHI restriction sites used for plasmid constructions; italics, clamp; highlighted, overlaps allowing the SOE-PCR of upstream and downstream fragments; underlined, HindIII restriction site allowing the quick verification of the successful SOE amplifications.

REFERENCES

1. **Law J, Buist G, Haandrikman A, Kok J, Venema G, Leenhouts K.** 1995. A system to generate chromosomal mutations in *Lactococcus lactis* which allows fast analysis of targeted genes. *J Bacteriol* **177**:7011-8.
2. **Leenhouts K, Bolhuis A, Venema G, Kok J.** 1998. Construction of a food-grade multiple-copy integration system for *Lactococcus lactis*. *Appl Microbiol Biotechnol* **49**:417-23.
3. **Dunne C, Murphy L, Flynn S, O'Mahony L, O'Halloran S, Feeney M, Morrissey D, Thornton G, Fitzgerald G, Daly C, Kiely B, Quigley EMM, O'Sullivan GC, Shanahan F, Collins JK.** 1999. Probiotics: from myth to reality. Demonstration of functionality in animal models of disease and in human clinical trials. *Antonie Van Leeuwenhoek* **76**:279-292.
4. **van Pijkeren JP, Canchaya C, Ryan KA, Li Y, Claesson MJ, Sheil B, Steidler L, O'Mahony L, Fitzgerald GF, van Sinderen D, O'Toole PW.** 2006. Comparative and functional analysis of sortase-dependent proteins in the predicted secretome of *Lactobacillus salivarius* UCC118. *Appl Environ Microbiol* **72**:4143-4153.

Table S3: Relative gene expression levels for the 27 *L. salivarius* strains

Strain	Growth phase	<i>LSL_1885</i>	<i>lncRNA tail</i>	<i>LSL_1884</i>	<i>tmRNA</i>	<i>16S</i>	<i>pflA</i>	<i>pflD</i>	<i>LSL0450</i>	<i>fabD</i>
UCC118	Expo	2.65 ± 0.26	2.44 ± 0.15	1.24 ± 0.40	1.67 ± 0.23	3.23 ± 0.24	0.02 ± 0.19	0.42 ± 0.05	0.09 ± 0.13	0.16 ± 0.03
	Stat	3.39 ± 0.07	3.23 ± 0.30	1.69 ± 0.12	2.23 ± 0.13	3.16 ± 0.11	0.48 ± 0.12	0.69 ± 0.12	0.07 ± 0.39	0.16 ± 0.20
	LateStat	3.66 ± 0.03	3.80 ± 0.53	1.78 ± 0.15	2.30 ± 0.24	3.63 ± 0.53	1.78 ± 0.21	1.97 ± 0.15	-0.40 ± 0.07	-0.16 ± 0.24
UCC119	Expo	2.96 ± 0.51	2.82 ± 0.38	1.57 ± 0.65	1.67 ± 0.16	3.53 ± 0.46	-0.07 ± 0.28	0.26 ± 0.23	-0.32 ± 0.26	-0.03 ± 0.11
	Stat	3.29 ± 0.02	3.13 ± 0.00	1.56 ± 0.07	2.12 ± 0.19	3.12 ± 0.02	0.31 ± 0.19	0.57 ± 0.04	0.15 ± 0.06	0.16 ± 0.02
	LateStat	3.79 ± 0.05	3.91 ± 0.16	1.86 ± 0.08	2.35 ± 0.09	3.54 ± 0.13	1.89 ± 0.15	2.08 ± 0.15	-0.30 ± 0.04	-0.13 ± 0.03
AH4231	Expo	0.66 ± 0.19	0.42 ± 0.11	-0.43 ± 0.18	1.32 ± 0.11	3.03 ± 0.00	-1.47 ± 0.07	-1.15 ± 0.09	0.60 ± 0.04	0.67 ± 0.07
	Stat	1.76 ± 0.13	1.39 ± 0.25	-0.87 ± 0.04	1.57 ± 0.04	3.33 ± 0.11	0.66 ± 0.08	1.07 ± 0.21	-0.35 ± 0.34	-0.27 ± 0.37
	LateStat	2.54 ± 0.00	2.08 ± 0.30	-0.20 ± 0.02	2.31 ± 0.11	4.05 ± 0.17	1.10 ± 0.04	1.07 ± 0.11	-0.05 ± 0.26	0.22 ± 0.34
AH4331	Expo	0.39 ± 0.11	0.26 ± 0.73	-0.79 ± 0.34	1.28 ± 0.22	3.34 ± 0.44	-1.70 ± 0.57	-1.64 ± 0.17	0.86 ± 0.36	0.88 ± 0.20
	Stat	1.36 ± 0.09	1.14 ± 0.12	-0.90 ± 0.10	1.43 ± 0.16	3.02 ± 0.13	-0.30 ± 0.21	-0.02 ± 0.24	0.10 ± 0.09	0.17 ± 0.13
	LateStat	1.83 ± 0.03	2.30 ± 0.89	-0.64 ± 0.15	2.22 ± 0.34	3.97 ± 0.44	0.44 ± 0.11	0.64 ± 0.18	-0.05 ± 0.04	0.24 ± 0.09
AH43310	Expo	3.13 ± 0.54	2.86 ± 0.80	1.79 ± 0.49	1.51 ± 0.37	3.37 ± 0.50	-0.49 ± 0.14	-0.49 ± 0.15	-0.19 ± 0.31	0.14 ± 0.03
	Stat	3.10 ± 0.11	3.01 ± 0.30	1.39 ± 0.28	2.13 ± 0.04	3.26 ± 0.06	0.55 ± 0.17	0.84 ± 0.24	0.26 ± 0.06	0.33 ± 0.01
	LateStat	3.49 ± 0.26	3.50 ± 0.21	1.59 ± 0.25	2.22 ± 0.03	3.62 ± 0.28	1.52 ± 0.32	1.69 ± 0.33	-0.81 ± 0.30	-0.57 ± 0.40
AH43324	Expo	2.66 ± 0.15	2.28 ± 0.02	1.18 ± 0.24	1.61 ± 0.13	3.14 ± 0.03	-0.96 ± 0.18	-0.56 ± 0.13	0.04 ± 0.02	0.11 ± 0.13
	Stat	2.78 ± 0.10	2.83 ± 0.29	1.06 ± 0.19	1.97 ± 0.02	3.17 ± 0.25	0.36 ± 0.25	0.57 ± 0.24	0.09 ± 0.07	0.13 ± 0.04
	LateStat	3.28 ± 0.03	3.35 ± 0.41	1.35 ± 0.21	2.17 ± 0.06	3.56 ± 0.19	1.58 ± 0.02	1.72 ± 0.06	-0.80 ± 0.01	-0.56 ± 0.14
AH43348	Expo	1.14 ± 0.13	0.88 ± 0.24	-0.29 ± 0.11	1.36 ± 0.26	3.10 ± 0.02	-1.39 ± 0.24	-0.71 ± 0.24	0.46 ± 0.31	0.45 ± 0.13
	Stat	2.15 ± 0.02	2.06 ± 0.12	-0.04 ± 0.08	1.67 ± 0.13	3.24 ± 0.01	0.98 ± 0.00	1.22 ± 0.02	0.36 ± 0.08	0.35 ± 0.15
	LateStat	2.74 ± 0.04	3.44 ± 0.13	-0.08 ± 0.03	2.44 ± 0.11	4.31 ± 0.11	1.11 ± 0.08	1.00 ± 0.17	-0.42 ± 0.13	-0.14 ± 0.02
CCUG45735	Expo	0.16 ± 0.32	0.35 ± 0.08	-0.63 ± 0.26	1.62 ± 0.13	3.24 ± 0.42	-1.85 ± 0.16	-1.70 ± 0.08	0.67 ± 0.25	0.82 ± 0.37
	Stat	1.34 ± 0.20	1.21 ± 0.20	-0.90 ± 0.04	1.77 ± 0.06	3.34 ± 0.15	-0.04 ± 0.23	0.27 ± 0.36	-0.39 ± 0.46	-0.28 ± 0.40
	LateStat	1.80 ± 0.07	1.54 ± 0.23	-1.09 ± 0.05	2.01 ± 0.18	3.80 ± 0.16	0.48 ± 0.06	0.38 ± 0.21	-0.72 ± 0.08	-0.38 ± 0.24
CCUG47825	Expo	1.31 ± 0.14	1.20 ± 0.17	0.05 ± 0.21	1.67 ± 0.31	2.90 ± 0.11	-1.70 ± 0.15	-1.56 ± 0.24	0.27 ± 0.14	0.35 ± 0.25
	Stat	2.09 ± 0.11	2.21 ± 0.46	-0.36 ± 0.44	2.09 ± 0.19	3.26 ± 0.06	0.33 ± 0.48	0.57 ± 0.43	-0.34 ± 0.07	-0.26 ± 0.07
	LateStat	2.55 ± 0.02	2.39 ± 0.01	-0.50 ± 0.01	2.39 ± 0.32	3.53 ± 0.11	0.91 ± 0.08	0.62 ± 0.29	-1.14 ± 0.09	-0.90 ± 0.18
CCUG47826	Expo	1.12 ± 0.03	1.31 ± 0.43	0.06 ± 0.14	1.65 ± 0.16	3.10 ± 0.26	-1.70 ± 0.10	-1.61 ± 0.05	0.49 ± 0.27	0.54 ± 0.17
	Stat	2.00 ± 0.11	1.91 ± 0.12	-0.66 ± 0.05	1.87 ± 0.04	3.23 ± 0.10	0.69 ± 0.16	0.93 ± 0.15	-0.69 ± 0.33	-0.57 ± 0.26
	LateStat	2.19 ± 0.02	2.24 ± 0.04	-0.64 ± 0.04	2.18 ± 0.04	3.68 ± 0.01	1.13 ± 0.07	1.18 ± 0.10	-1.08 ± 0.04	-0.88 ± 0.13
L21	Expo	1.18 ± 0.21	1.31 ± 0.52	0.19 ± 0.45	1.71 ± 0.21	3.12 ± 0.24	-1.65 ± 0.09	-1.46 ± 0.01	0.46 ± 0.02	0.58 ± 0.13
	Stat	1.95 ± 0.04	1.92 ± 0.08	0.26 ± 0.18	2.30 ± 0.20	3.36 ± 0.31	-0.10 ± 0.10	0.01 ± 0.14	0.23 ± 0.05	0.26 ± 0.13
	LateStat	2.06 ± 0.01	2.14 ± 0.17	-0.51 ± 0.06	2.29 ± 0.08	3.75 ± 0.11	0.85 ± 0.12	0.79 ± 0.02	-0.49 ± 0.10	-0.18 ± 0.17

NCIMB8818	Expo	-0.50 ± 0.24	-0.13 ± 0.06	-0.66 ± 0.53	1.71 ± 0.40	3.21 ± 0.34	-1.83 ± 0.15	-1.72 ± 0.23	-0.62 ± 0.21	-0.43 ± 0.00
	Stat	0.19 ± 0.02	-0.11 ± 0.14	-0.89 ± 0.26	2.02 ± 0.18	3.14 ± 0.17	0.27 ± 0.55	0.57 ± 0.43	-0.77 ± 0.25	-0.66 ± 0.21
	LateStat	0.31 ± 0.02	0.39 ± 0.39	-1.18 ± 0.01	2.27 ± 0.13	3.23 ± 0.01	1.11 ± 0.04	1.13 ± 0.08	-0.80 ± 0.09	-0.54 ± 0.12
JCM1046	Expo	0.00 ± 0.29	0.29 ± 0.43	-0.75 ± 0.34	1.64 ± 0.26	3.23 ± 0.16	-1.01 ± 0.19	-0.83 ± 0.28	0.53 ± 0.05	0.66 ± 0.18
	Stat	0.82 ± 0.15	0.75 ± 0.13	-0.76 ± 0.23	2.06 ± 0.14	3.47 ± 0.09	0.44 ± 0.00	0.67 ± 0.10	-0.17 ± 0.04	-0.02 ± 0.06
	LateStat	0.78 ± 0.08	0.81 ± 0.26	-1.02 ± 0.05	2.02 ± 0.03	3.73 ± 0.17	0.58 ± 0.08	0.63 ± 0.16	-0.39 ± 0.03	-0.11 ± 0.19
NCIMB8817	Expo	-0.10 ± 0.06	-0.03 ± 0.15	-0.81 ± 0.28	1.55 ± 0.33	3.08 ± 0.10	-0.99 ± 0.14	-0.75 ± 0.14	0.48 ± 0.01	0.59 ± 0.11
	Stat	-0.84 ± 0.12	-0.85 ± 0.27	-0.91 ± 0.16	1.96 ± 0.02	3.66 ± 0.20	0.72 ± 0.21	1.00 ± 0.11	-0.73 ± 0.45	-0.48 ± 0.34
	LateStat	-0.89 ± 0.04	-0.65 ± 0.48	-1.10 ± 0.29	2.25 ± 0.14	4.11 ± 0.26	0.99 ± 0.14	1.01 ± 0.16	-0.76 ± 0.21	-0.47 ± 0.12
DSM20492	Expo	0.63 ± 0.17	0.46 ± 0.17	-0.68 ± 0.24	1.24 ± 0.25	2.96 ± 0.21	-0.86 ± 0.25	-0.63 ± 0.22	0.46 ± 0.06	0.50 ± 0.01
	Stat	1.43 ± 0.09	1.43 ± 0.44	-0.89 ± 0.01	1.58 ± 0.18	3.31 ± 0.20	0.36 ± 0.06	0.55 ± 0.13	-0.28 ± 0.01	-0.14 ± 0.14
	LateStat	1.77 ± 0.06	1.61 ± 0.10	-1.09 ± 0.03	1.90 ± 0.03	3.57 ± 0.27	0.59 ± 0.13	0.61 ± 0.11	-0.02 ± 0.21	-0.57 ± 0.72
CCUG47171	Expo	1.17 ± 0.17	1.13 ± 0.05	0.21 ± 0.06	1.66 ± 0.05	3.07 ± 0.19	-1.71 ± 0.08	-1.59 ± 0.06	0.58 ± 0.04	0.70 ± 0.00
	Stat	2.16 ± 0.07	2.66 ± 0.58	-0.08 ± 0.16	2.14 ± 0.25	3.49 ± 0.32	-0.06 ± 0.30	0.28 ± 0.40	-0.18 ± 0.01	-0.07 ± 0.05
	LateStat	2.20 ± 0.14	2.28 ± 0.07	-0.32 ± 0.26	2.22 ± 0.14	3.41 ± 0.10	0.91 ± 0.11	1.06 ± 0.04	-0.52 ± 0.00	-0.29 ± 0.13
CCUG44481	Expo	0.06 ± 0.19	0.07 ± 0.45	-0.31 ± 0.21	1.50 ± 0.01	3.10 ± 0.09	-1.46 ± 0.08	-1.30 ± 0.01	0.82 ± 0.11	0.90 ± 0.08
	Stat	0.45 ± 0.12	0.69 ± 0.63	-0.25 ± 0.01	1.85 ± 0.21	3.39 ± 0.27	0.33 ± 0.17	0.70 ± 0.09	0.08 ± 0.06	0.22 ± 0.01
	LateStat	0.82 ± 0.09	0.85 ± 0.20	-0.79 ± 0.08	2.20 ± 0.20	3.81 ± 0.03	1.52 ± 0.19	1.74 ± 0.12	-0.41 ± 0.06	-0.24 ± 0.11
O1M14315	Expo	-1.58 ± 0.17	-1.11 ± 0.24	-0.68 ± 0.17	1.71 ± 0.30	3.13 ± 0.06	-1.89 ± 0.03	-1.81 ± 0.03	0.74 ± 0.02	0.87 ± 0.07
	Stat	-1.24 ± 0.06	-1.17 ± 0.16	-0.55 ± 0.44	2.01 ± 0.39	3.16 ± 0.09	0.29 ± 0.02	0.59 ± 0.17	0.31 ± 0.42	0.30 ± 0.26
	LateStat	-0.39 ± 0.16	-0.41 ± 0.06	-1.03 ± 0.12	2.52 ± 0.20	3.90 ± 0.05	1.31 ± 0.00	1.07 ± 0.05	-0.38 ± 0.03	-0.11 ± 0.02
CCUG43299	Expo	-1.74 ± 0.19	-1.86 ± 0.39	-0.89 ± 0.12	1.49 ± 0.00	2.96 ± 0.04	-1.76 ± 0.04	-1.46 ± 0.02	0.70 ± 0.26	0.78 ± 0.21
	Stat	-1.21 ± 0.02	-1.07 ± 0.42	-1.01 ± 0.32	2.09 ± 0.21	3.49 ± 0.15	0.80 ± 0.05	1.04 ± 0.17	-0.43 ± 0.33	-0.16 ± 0.29
	LateStat	-0.90 ± 0.07	-0.82 ± 0.14	-0.97 ± 0.24	2.53 ± 0.23	4.06 ± 0.15	-0.06 ± 0.12	0.34 ± 0.03	-0.08 ± 0.02	0.26 ± 0.04
JCM1040	Expo	-1.90 ± 0.11	-1.39 ± 0.75	-0.75 ± 0.67	1.66 ± 0.55	3.34 ± 0.51	-1.02 ± 0.58	-0.78 ± 0.58	0.47 ± 0.36	0.60 ± 0.34
	Stat	-1.27 ± 0.05	-1.04 ± 0.61	-1.01 ± 0.29	1.80 ± 0.05	3.63 ± 0.20	1.58 ± 0.04	1.83 ± 0.02	-0.88 ± 0.09	-0.70 ± 0.09
	LateStat	-1.26 ± 0.06	-1.22 ± 0.25	-1.31 ± 0.29	1.98 ± 0.05	3.69 ± 0.19	1.57 ± 0.09	1.38 ± 0.10	-0.78 ± 0.03	-0.46 ± 0.04
DSM20555	Expo	-0.07 ± 0.24	0.22 ± 0.48	-0.34 ± 0.58	1.88 ± 0.54	3.19 ± 0.04	-0.67 ± 0.08	-0.40 ± 0.08	0.39 ± 0.08	0.51 ± 0.08
	Stat	1.13 ± 0.23	1.13 ± 0.09	-0.54 ± 0.01	2.24 ± 0.05	3.79 ± 0.03	0.78 ± 0.00	1.00 ± 0.00	-0.25 ± 0.04	-0.07 ± 0.01
	LateStat	1.20 ± 0.12	1.45 ± 0.13	-1.10 ± 0.01	2.37 ± 0.06	4.36 ± 0.13	0.80 ± 0.03	0.73 ± 0.08	-0.33 ± 0.10	-0.10 ± 0.00
Gul1	Expo	0.31 ± 0.48	0.26 ± 0.32	-0.40 ± 0.07	1.68 ± 0.10	2.99 ± 0.01	-0.55 ± 0.03	-0.24 ± 0.06	0.41 ± 0.51	0.45 ± 0.60
	Stat	1.22 ± 0.01	1.34 ± 0.21	-0.83 ± 0.08	1.68 ± 0.08	3.04 ± 0.05	0.48 ± 0.02	0.72 ± 0.06	-1.00 ± 0.03	-0.89 ± 0.13
	LateStat	1.36 ± 0.02	1.43 ± 0.10	-1.21 ± 0.06	1.82 ± 0.14	3.46 ± 0.01	0.90 ± 0.13	0.83 ± 0.07	-1.01 ± 0.18	-0.82 ± 0.03
Gul2	Expo	-0.11 ± 0.14	-0.22 ± 0.10	-0.99 ± 0.26	1.35 ± 0.33	2.95 ± 0.02	-0.89 ± 0.03	-0.51 ± 0.02	0.75 ± 0.05	0.81 ± 0.19
	Stat	1.28 ± 0.12	1.34 ± 0.29	-1.15 ± 0.14	1.69 ± 0.18	3.12 ± 0.03	0.57 ± 0.19	0.82 ± 0.12	-1.26 ± 0.25	-1.14 ± 0.12

	LateStat	1.47 ± 0.05	1.46 ± 0.24	-1.19 ± 0.03	1.84 ± 0.12	3.38 ± 0.28	0.76 ± 0.04	0.75 ± 0.01	-1.10 ± 0.01	-0.86 ± 0.06
JCM1047	Expo	0.09 ± 0.22	0.46 ± 0.38	-0.42 ± 0.27	1.86 ± 0.24	3.24 ± 0.13	0.09 ± 0.31	0.32 ± 0.31	0.37 ± 0.08	0.54 ± 0.22
	Stat	-0.12 ± 0.12	-0.22 ± 0.04	-0.75 ± 0.10	2.04 ± 0.10	3.65 ± 0.02	1.49 ± 0.00	1.74 ± 0.02	-0.33 ± 0.15	-0.19 ± 0.01
	LateStat	-0.13 ± 0.37	0.31 ± 0.32	-0.60 ± 0.02	2.57 ± 0.14	4.45 ± 0.25	1.46 ± 0.07	1.28 ± 0.02	0.00 ± 0.19	0.22 ± 0.03
CCUG38008	Expo	-0.11 ± 0.09	-0.01 ± 0.31	-0.30 ± 0.07	1.92 ± 0.06	2.92 ± 0.24	-1.16 ± 0.18	-0.96 ± 0.23	0.55 ± 0.01	0.63 ± 0.01
	Stat	-0.76 ± 0.29	-0.54 ± 0.02	-0.57 ± 0.09	2.05 ± 0.01	3.40 ± 0.41	0.92 ± 0.27	1.09 ± 0.41	-0.33 ± 0.12	-0.20 ± 0.03
	LateStat	-0.91 ± 0.22	-0.38 ± 0.65	-0.89 ± 0.05	2.41 ± 0.06	4.26 ± 0.39	1.50 ± 0.02	1.47 ± 0.12	-0.93 ± 0.17	-0.59 ± 0.23
LMG14476	Expo	0.05 ± 0.05	0.47 ± 0.11	-0.59 ± 0.01	1.50 ± 0.09	3.30 ± 0.09	-0.98 ± 0.01	-0.80 ± 0.02	0.57 ± 0.04	0.73 ± 0.01
	Stat	1.34 ± 0.16	0.87 ± 0.05	-0.90 ± 0.09	1.78 ± 0.07	3.48 ± 0.02	1.24 ± 0.01	1.42 ± 0.02	-0.39 ± 0.04	-0.28 ± 0.16
	LateStat	1.76 ± 0.18	1.22 ± 0.01	-0.62 ± 0.09	2.18 ± 0.03	3.66 ± 0.04	1.21 ± 0.01	1.22 ± 0.07	-0.17 ± 0.02	-0.01 ± 0.02
LMG14477	Expo	0.32 ± 0.39	0.09 ± 0.44	-0.72 ± 0.58	1.31 ± 0.26	2.92 ± 0.04	-0.34 ± 0.01	-0.08 ± 0.06	0.58 ± 0.03	0.61 ± 0.01
	Stat	1.41 ± 0.04	1.36 ± 0.17	-0.82 ± 0.00	2.05 ± 0.01	3.90 ± 0.21	1.18 ± 0.04	1.41 ± 0.02	-0.18 ± 0.20	-0.02 ± 0.15
	LateStat	1.68 ± 0.09	1.27 ± 0.05	-0.70 ± 0.04	2.22 ± 0.01	3.90 ± 0.01	1.14 ± 0.02	1.28 ± 0.04	0.04 ± 0.08	0.21 ± 0.04

^a: All expression values are normalized and expressed in log10. The 11 strains highlighted in grey share 100% identity at the nucleotide level for the lncRNA.

Table S4: Differences of gene expression between *L. salivarius* UCC118 wild-type and the mutants

Locus	Name	Predicted function	Genomic Position	Δ lncRNA vs WT		Δ lncRNA Δ HTH vs WT	
				Expo	Stat	Expo	Stat
<i>Upregulated genes</i>							
LSL_0152.1	#N/A	#N/A	Chromosome	2.47	2.60	3.07	1.76
LSL_0449	<i>fabA</i>	(3R)-hydroxyacyl-ACP dehydratase	Chromosome	3.88	1.43	2.69	1.42
LSL_0450	-	MarR family transcriptional regulator	Chromosome	3.80	1.63	2.63	1.51
LSL_0451	<i>fabH</i>	3-oxoacyl-ACP synthase	Chromosome	3.30	1.57	2.24	1.54
LSL_0452	<i>acpP</i>	acyl carrier protein	Chromosome	4.45	1.74	3.72	1.73
LSL_0453	<i>fabD</i>	malonyl-CoA-[acyl-carrier-protein]-transacylase	Chromosome	3.93	2.17	3.57	1.63
LSL_0454	<i>fabG</i>	3-ketoacyl-ACP reductase	Chromosome	3.21	1.58	2.73	1.61
LSL_0455	<i>fabB</i>	3-oxoacyl-ACP synthase	Chromosome	3.70	1.60	2.90	1.76
LSL_0456	<i>accB</i>	biotin carboxyl carrier protein of acetyl-CoA carboxylase	Chromosome	4.34	1.50	4.23	1.89
LSL_0457	<i>fabZ</i>	(3R)-hydroxymyristoyl-ACP dehydratase	Chromosome	2.73	1.42	2.25	1.48
LSL_0458	<i>accC</i>	biotin carboxylase	Chromosome	3.48	1.38	2.80	1.68
LSL_0459	<i>accD</i>	acetyl-coenzyme A carboxylase carboxyl transferase subunit beta	Chromosome	3.67	1.52	3.69	1.59
LSL_0460	<i>accA</i>	acetyl-coenzyme A carboxylase carboxyl transferase subunit alpha	Chromosome	2.70	1.28	2.59	1.33
LSL_0461	<i>fabI</i>	enoyl-ACP reductase	Chromosome	2.67	1.35	2.15	1.39
LSL_1136	-	23S rRNA methyltransferase	Chromosome	2.69	2.25	3.07	1.43
LSL_1831	-	hypothetical protein LSL_1831	pMP118	4.83	2.55	2.81	1.72
LSL_1832	-	hypothetical protein LSL_1832	pMP118	3.26	2.27	2.57	1.99
LSL_1846	-	hypothetical protein LSL_1846	pMP118	3.17	1.45	2.23	1.08
<i>Downregulated genes</i>							
LSL_0139	-	hypothetical protein LSL_0139	Chromosome	-1.10	-2.73	1.13	-3.08
LSL_0376	<i>lacZ</i>	beta-galactosidase	Chromosome	-3.32	-3.73	-1.44	-4.93
LSL_0864	-	hypothetical protein LSL_0864	Chromosome	-3.72	-3.00	-4.39	-2.57
LSL_1336	<i>wecD</i>	acetyltransferase	Chromosome	-5.50	-5.10	-65.30	-103.17

LSL_1337	-	hypothetical protein LSL_1337	Chromosome	-4.49	-4.80	-42.32	-74.10
LSL_1338	-	DNA-binding protein	Chromosome	-4.75	-5.76	-12.69	-26.08
LSL_1798	-	hypothetical protein LSL_1798	pMP118	-2.36	-3.39	-2.74	-13.06
LSL_1799	-	hypothetical protein LSL_1799	pMP118	-1.64	-3.27	-1.53	-7.96
LSL_1800	-	hypothetical protein LSL_1800	pMP118	-1.57	-3.31	-1.26	-7.72
LSL_1801	-	choloylglycine hydrolase	pMP118	-1.18	-2.32	-1.51	-7.14
LSL_1829	-	type II restriction enzyme	pMP118	-5.03	-5.18	-3.65	-3.35
LSL_1864	-	hypothetical protein LSL_1864	pMP118	-3.56	-2.16	-2.41	-2.60
LSL_1865	-	hypothetical protein LSL_1865	pMP118	-3.18	-1.88	-2.48	-2.31
LSL_1872	<i>pflA</i>	pyruvate formate-lyase activating enzyme	pMP118	-57.90	-4.29	-22.76	-4.25
LSL_1873	<i>pflD</i>	formate acetyltransferase	pMP118	-25.31	-2.18	-17.43	-2.38
LSL_1883	-	hypothetical protein LSL_1883	pMP118	-4.79	-5.94	2.05	1.95
LSL_1907	-	hypothetical protein LSL_1907	pMP118	-1.03	-3.71	-1.49	-8.07
LSL_1908	-	hypothetical protein LSL_1908	pMP118	1.16	-2.62	-1.25	-4.08
LSL_1884	-	hypothetical protein LSL_1884	pMP118	-4.54	-7.23	-404.82	-233.90
LSL_1885	-	hypothetical protein LSL_1885	pMP118	-659.12	-357.86	-1243.96	-597.30

How the deposited data were processed for this re-analysis (not part of the article)

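RNA of wild-type *L. salivarius* UCC118 and of the mutants ΔlncRNA and ΔlncRNA ΔLSL_1884 was measured on 6 Agilent custom arrays, with wild-type and mutant on each array in different dyes. The groups were each mutant against the wild-type in exponential phase (2 arrays each, dyes swapped) and in stationary phase (1 array each). Condition, replicate and dye came from the submitters' labels, checked against the methods. Where the label fields for growth phase conflicted, the titles and descriptions were followed, because they alone give the duplicate design of the methods. Where nothing says that arrays shared a culture, the labels' word, biological replicate, was taken as given.

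The authors scanned the slides and extracted them with Agilent Feature Extraction. The intensities they deposited are the mean signal and the median local background of each spot in each channel, without normalisation, and Feature Extraction's processed signals, which are background-subtracted and dye-normalised. The authors' deposited log10 ratios of red over green are made from the processed signals, and their deposited series table holds the same log10 values without turning the swapped arrays (largest difference 0, median 0 on each array, 28.0% to 49.6% of an array's gene spots exactly 0). Their scale and direction were found by that comparison, and they were multiplied to the log2 scale and turned for use as an alternative. Flags of the same files mark spots that are saturated, not uniform, outliers or well above background.

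From these files the mean signals were corrected with normexp (offset 50, fitted on all spots) and loess-normalised within arrays, with control spots and spots flagged as outliers (0.05% to 2.95% of an array's gene spots) at weight 0. These outlier spots were left out of the averages and saturated spots were kept. Spots of a probe were averaged, and a gene took the median of its probes. A probe was kept if well above background in at least 1 channel on at least 2 arrays. This kept 5420 probes and 1685 genes, and 4 genes were left out for a missing value on some array. Gene names are those of the array design, which names 2176 genes or fragments, and symbols and functions came from the tables of the paper. Another 3 probes that name no gene were left out, and 13 genes share a probe sequence with another name, none of them in Table S4. No annotation of gene products or coordinates was used here, so lists by function were planned and not run. The replicon was taken from the locus tag (pMP118 from LSL_1739 to LSL_1959), which gave the paper's replicon for 42 of the 42 genes for which the paper gives one.

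The 4 group means were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, prior degrees of freedom 2.84, residual degrees of freedom 2), so all groups share one estimate of the spread, and p-values were adjusted over all genes by the Benjamini-Hochberg method at a threshold of 0.05. The stationary groups, with 1 array each, were described by counts over 3-fold, and tested with the borrowed spread as an alternative only. The thresholds of the methods, a fold over 3 and a p under 0.0001, were applied to the same fit with limma's unadjusted p. In the paper's text the test behind its p is not named. Further contrasts were the mean of both mutants, the difference between mutants and the difference between phases. The lists tested in each mutant, with camera at a preset correlation of 0.01, were the *fab* operon, the *pfl* genes, LSL_1336 to LSL_1338, LSL_1798 to LSL_1801, the pair LSL_1831 and LSL_1832, the flanks of the lncRNA, the reference genes of the RT-qPCR and the genes of pMP118, of pSF118-20 and of pSF118-44. They were tested in the exponential comparisons alone, a choice made after the design was set. No list call at an adjusted p under 0.05 held with an estimated correlation. This was so also for lists whose estimated correlation was below the preset one. The loss can therefore not be put down to correlation between genes alone. With an estimated correlation camera takes its degrees of freedom from the fit, which has 2, so few lists could pass. The genes named in the text were fixed beforehand as every gene of Table S4, LSL_1886, the genes used for RT-qPCR or named among the most abundant transcripts, and the 10 largest rises and falls past the threshold with the same direction on both arrays. The values of Table S4 had been seen when this rule was written. Designs, lists, names and alternatives were chosen before the data were examined, unless the text says otherwise. LSL_0139 and LSL_1786 were named by the rule and had no tested value.

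The numbers were taken to pair the arrays because the replicate number is also the dye orientation. Over 1683 genes outside the deletions, the deviations of same-numbered exponential arrays from their group means correlated at r = 0.74 across genes, which are not independent replicates. The log2 ratios themselves correlated at r = 0.90 between the replicate 1 arrays of the mutants and at r = 0.25 between the replicate 2 arrays. Within a mutant the replicates correlated at r = 0.22 (ΔlncRNA) and r = -0.26 (ΔlncRNA ΔLSL_1884). A fit with the replicate number as a block leaves out any variation that same-numbered arrays share, such as a shared wild-type RNA, so that its p-values are too small in that case, and it leaves 1 residual degree of freedom beside 31.16 prior degrees of freedom.

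The fit was tested on simulated data of 1685 genes with the spread of the real fit, in 20 sets with 200 genes changed in ΔlncRNA in exponential phase on 2 arrays. It called 67.8% of the 2-fold changes, 88.3% of the 4-fold changes and 99.8% of the 8-fold changes. The simulated sets hold no variation shared between arrays. They also hold 200 changed genes each, which makes the adjustment over all genes milder than in the real data, where 1 gene passed. The shares called are therefore likely too high for the real data, where *pflA* at 4.40-fold in ΔlncRNA did not pass. Alternatives were no background correction, median centring without loess, Agilent's processed signals (with its background subtraction and dye normalisation, median-centred, without normexp or loess), the series table, no filter on dim probes, the mean of the probes, eBayes with trend and robust, the replicate block, each exponential array left out in turn, camera with an estimated correlation, a test of the stationary arrays with the spread of the exponential arrays, and, for the share on the megaplasmid, the thresholds of the methods. The alternative with high local backgrounds replaced by the array's median, was chosen after seeing the data, as was the share on the megaplasmid without the deleted genes.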

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

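The contrasts between mutants and between phases were set before the data were examined, and the tests of possible explanations in this part were chosen after the values were seen. LSL_1883, downstream of the deleted region, was below the wild-type on all 3 arrays of ΔlncRNA (log2 ratios from -1.83 to -1.18) and above it on all 3 arrays of ΔlncRNA ΔLSL_1884 (0.40 to 1.47). The mean difference between the mutants over these arrays was 2.26. In exponential phase limma's test of the difference gave an adjusted p = 1, and with the replicate number as a block the difference was 2.45 (adjusted p = 1.5e-09).

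LSL_1846 was above 0 on all 4 exponential arrays (0.02 to 0.66) and below 0 on both stationary arrays (-0.16 to -0.02), a difference between phases of -0.42 (adjusted p = 0.99). Values this close to 0 can take opposite signs by chance.

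LSL_0449 (*fabA*) was above 0 on all 4 exponential arrays (0.01 to 2.62) and below 0 on both stationary arrays (-0.19 to -0.07), a difference between phases of -1.59 that did not pass limma's test (adjusted p = 0.99). The exponential array at 0.01 is replicate 2 of ΔlncRNA ΔLSL_1884, where the whole *fab* operon lay near 0. Low signal on that array is argued against, because the 4 *fab* genes whose kept probes were all well above background in both of its channels had a median log2 ratio of -0.04 there, and of 2.17 on replicate 1. Cultures in stationary phase on that array remain open as a biological difference or a wrong label. The label field that gives that phase for it follows the mutant on every array. It gives stationary phase for replicate 1 as well, so it does not set replicate 2 apart and carries no weight here. The wild-type channel of that array correlated across genes at 0.987 with the other exponential wild-type channel of the same dye and at 0.912 and 0.918 with the stationary ones, a difference of 0.073, but the former lies on the same slide and the latter on another, so the phase cannot be told apart from the slide.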

How the results depend on the processing

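LSL_1885 was lower at an adjusted p under 0.05 in both mutants under every alternative run. With no background correction, median centring, no filter on dim probes or the mean of the probes, the counts of genes past a threshold stayed at 0 higher and 1 lower in each mutant. Agilent's processed signals gave 2 genes lower in ΔlncRNA and 3 in ΔlncRNA ΔLSL_1884, at an adjusted p under 0.05 as at the thresholds of the methods, and 5 changed in the mean of both mutants. On the stationary arrays they gave 108 and 55 genes lower over 3-fold, with the median of all genes on these arrays at -0.46 and -0.38. On the exponential arrays that median was 0.59, 0.61, -0.17 and -0.27, and with median centring the median of all genes lay between -0.06 and 0.27. The series table gave 2 genes lower in ΔlncRNA at either threshold, 2 in ΔlncRNA ΔLSL_1884 at the thresholds of the methods, 5 changed in the mean of both mutants, and 1 higher and 25 lower (ΔlncRNA) and 18 lower (ΔlncRNA ΔLSL_1884) over 3-fold in stationary phase. eBayes with trend and robust gave 2 genes lower in ΔlncRNA ΔLSL_1884 at either threshold and 2 changed in both. With the spread of the exponential arrays, 1 gene passed in each stationary comparison.

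With the replicate block, 64 genes were higher and 56 lower in ΔlncRNA, 61 higher and 65 lower in ΔlncRNA ΔLSL_1884, and 280 changed in the mean of both mutants. At the thresholds of the methods it gave 1 higher and 5 lower in ΔlncRNA and 7 lower in ΔlncRNA ΔLSL_1884. In stationary phase, whose values it moves by the dye term, it turned the *fab* median to 0.51 in ΔlncRNA and 0.45 in ΔlncRNA ΔLSL_1884 and gave 7 lower over 3-fold in ΔlncRNA and 2 higher and 11 lower in ΔlncRNA ΔLSL_1884, 3 genes differed between the mutants and 6 between phases. Without single exponential arrays the counts in ΔlncRNA were 0 to 2 higher and 1 to 2 lower (0 to 1 and 1 to 2 at the thresholds of the methods), and in ΔlncRNA ΔLSL_1884 0 to 12 higher and 2 to 4 lower (0 to 5 and 2 to 4). The mean of both mutants gave 2 to 53 genes and the difference between them 0 to 1. The highest of these counts came without replicate 2 of ΔlncRNA ΔLSL_1884, and in ΔlncRNA also without replicate 1 of ΔlncRNA ΔLSL_1884, with the lone array of a group assumed to vary like the others.

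The *fab* median log2 ratio in ΔlncRNA moved to 1.38 with median centring, 1.84 with Agilent's processed signals, 1.88 with the series table and 1.05 with high local backgrounds replaced, an alternative chosen after seeing the data, and ranged from 0.77 to 0.89 without single arrays. The megaplasmid shift in stationary phase moved to -0.29 (ΔlncRNA) and -0.18 (ΔlncRNA ΔLSL_1884) with the processed signals and to -0.17 (ΔlncRNA) with the series table. The share of lower genes on the megaplasmid includes the deleted genes. It was 100.0% in the main analysis, where LSL_1885 is the only gene, also at the thresholds of the methods, and 100.0% with eBayes with trend and robust, where LSL_1884 and LSL_1885 are the only genes, so these shares restate the deletion. It was 100.0% with the processed signals and the series table, 39.1 to 100.0% without single arrays and 13.2% with the block (Fisher's exact test, p = 0.48). Without the deleted genes, an alternative chosen after seeing the data, 3 of 3 lower genes were on the megaplasmid with the processed signals and with the series table, LSL_1829, *pflA* and *pflD* (Fisher's exact test, p = 0.0014), and 11.9% of 134 with the block (Fisher's exact test, p = 0.77).

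Every list call in camera was lost with an estimated correlation, at an adjusted p of 0.39 for each list called in ΔlncRNA except pSF118-44 (0.43), and of 0.32 (*fab*, and LSL_1831 with LSL_1832), 0.31 (LSL_1798 to LSL_1801) or 0.29 (*pfl*, LSL_1336 to LSL_1338, flanks and pSF118-20) in ΔlncRNA ΔLSL_1884. The estimated correlation was -0.140 for the flanks and -0.015 for pSF118-20, both below the preset 0.01, and their calls were lost as well. For these lists the loss does not show that correlation between genes had made the call. The other lists called had estimated correlations above the preset one, up to 0.998 for LSL_1831 with LSL_1832 and 0.990 for *fab*. For every list that check rests on the fit's 2 residual degrees of freedom, so few could pass it. The pSF118-20 list in ΔlncRNA gave an adjusted p of 0.054 without background correction, 0.055 with the mean of the probes, 0.16 with the block, 0.073 with high local backgrounds replaced and 0.064 to 0.79 without single arrays, and with median centring its direction was reversed in both mutants (0.19 and 0.23). In ΔlncRNA ΔLSL_1884 it ranged from 9.6e-05 to 0.23 without single arrays. The pSF118-44 list in ΔlncRNA gave 0.067 without background correction, 0.35 with the processed signals, 0.27 with the series table, 0.11 with the block, 0.073 with high local backgrounds replaced and 0.036 to 0.2 without single arrays, and in ΔlncRNA ΔLSL_1884 it passed with median centring (1.1e-04) and without the filter (0.021). LSL_1831 and LSL_1832 gave 0.53 (ΔlncRNA) and 0.18 (ΔlncRNA ΔLSL_1884) with median centring, 0.08 (ΔlncRNA ΔLSL_1884) with the series table, 0.095 (ΔlncRNA) with the block, and 0.0049 to 0.46 (ΔlncRNA) and 0.0077 to 0.14 (ΔlncRNA ΔLSL_1884) without single arrays. The pMP118 list in ΔlncRNA gave 0.9 with median centring, 0.095 with the block and 4.0e-05 to 0.9 without single arrays, the highest of these, without replicate 2 of ΔlncRNA, with the direction reversed. LSL_1798 to LSL_1801 in ΔlncRNA gave 0.11 with the block and 0.018 to 0.46 without single arrays. The flanks in ΔlncRNA ΔLSL_1884 gave 0.14 with the processed signals, 0.12 with the series table and 4.5e-04 to 0.14 without single arrays. The reference genes in ΔlncRNA ΔLSL_1884 passed with median centring (0.043), and the *fab* list in ΔlncRNA ΔLSL_1884 ranged from 3.7e-13 to 0.17, with the direction reversed without replicate 1 of ΔlncRNA ΔLSL_1884. Where no reason is given above, the cause was not tested.

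Each of the 212 values for single genes was recomputed under each alternative, and none of those called or over 3-fold reversed. The most moved with the processed signals (59) and the series table (36), the block brought 51 past the threshold and leaving out replicate 2 of ΔlncRNA ΔLSL_1884 18, and values that were not called changed sign most often with median centring (30), the block (30), without replicate 1 of ΔlncRNA ΔLSL_1884 (25) and with the processed signals (24).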

Differences from the paper's values

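Table S4 gives signed fold changes, with genes lower in the mutant as negative numbers, and the values below follow that form. The paper's stationary values rest on 2 arrays per comparison and those here on 1. Over 37 genes of Table S4 and 4 comparisons, 75 of 148 values differed by over 1.5-fold and, in exponential phase, by more than the SD of the arrays, which was not required for the *fab* and *pfl* genes, the paper's leading results. In exponential phase the sign was the paper's for all 37 genes in both mutants, and in stationary phase for 26 of 37 in ΔlncRNA and 24 of 37 in ΔlncRNA ΔLSL_1884. Of the 75 differences, 50 closed with the series table, 44 with Agilent's processed signals, 22 with the replicate block and 13 with median centring. Other values came to differ, so that in all 31 of 148 differed with the series table, 51 with the processed signals, 57 with the block and 78 with median centring. Leaving out replicate 2 closed 3 of them for ΔlncRNA and 10 for ΔlncRNA ΔLSL_1884, and the mean of the probes closed 1. No background correction, no filter on dim probes and eBayes with trend and robust closed none. Any of these alternatives that is not named beside a pair did not close it. The alternative with high local backgrounds replaced was not run on these values. Of the 148 values, 25 are lower bounds here (4 and 8 in ΔlncRNA and ΔlncRNA ΔLSL_1884 in exponential phase, 4 and 9 in stationary phase). They were counted as not differing where the paper's value lies beyond the bound, as it does for all 25, and such a bound does not show agreement with the paper's value.

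In ΔlncRNA in stationary phase, the paper's fold change and the one found here were 2.60 and -1.07 for LSL_0152.1, 2.17 and -1.03 for LSL_0453, 2.25 and -1.04 for LSL_1136, 2.55 and 1.02 for LSL_1831 and 2.27 and 1.05 for LSL_1832, and these pairs closed with none of the alternatives run on them. The pairs 1.63 and 1.05 for LSL_0450, 1.74 and 1.15 for LSL_0452 and 1.60 and 1.03 for LSL_0455 closed with the series table and the replicate block. The pairs 1.50 and -1.11 for LSL_0456 and 1.52 and -1.11 for LSL_0459 closed with the replicate block. The pairs 1.45 and -1.12 for LSL_1846 and -5.94 and -2.27 for LSL_1883 closed with Agilent's processed signals and the series table. The pair -3.00 and -1.14 for LSL_0864 closed with Agilent's processed signals. The pairs -5.76 and -2.48 for LSL_1338 and -3.31 and -1.47 for LSL_1800 closed with the series table. The pairs -2.32 and -1.46 for LSL_1801 and -4.29 and -2.76 for LSL_1872 closed with median centring and the series table. The pair -2.16 and -1.24 for LSL_1864 closed with median centring, Agilent's processed signals and the replicate block. The pair -3.71 and -2.21 for LSL_1907 closed with median centring. The pair -357.86 and -228.03 for LSL_1885 closed with median centring, the series table and the replicate block.

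In ΔlncRNA ΔLSL_1884 in stationary phase, the paper's fold change and the one found here were 1.76 and 1.02 for LSL_0152.1, 1.42 and -1.14 for LSL_0449, 1.51 and -1.09 for LSL_0450, 1.54 and -1.09 for LSL_0451, 1.73 and -1.03 for LSL_0452, 1.61 and -1.04 for LSL_0454, 1.76 and -1.04 for LSL_0455, 1.89 and -1.02 for LSL_0456, 1.48 and -1.06 for LSL_0457, 1.68 and -1.03 for LSL_0458 and 1.59 and -1.02 for LSL_0459, and these pairs closed with the replicate block. The pairs 1.63 and 1.01 for LSL_0453 and 1.72 and 1.04 for LSL_1831 closed with Agilent's processed signals and the replicate block. The pairs 1.99 and 1.06 for LSL_1832, -7.14 and -1.77 for LSL_1801 and -8.07 and -1.67 for LSL_1907 closed with Agilent's processed signals and the series table. The pairs -2.57 and -1.14 for LSL_0864 and -2.60 and -1.46 for LSL_1864 closed with Agilent's processed signals, the series table and the replicate block. The pair -4.25 and -2.55 for LSL_1872 closed with median centring and the series table. The pairs -4.08 and -1.72 for LSL_1908 and -597.30 and -164.99 for LSL_1885 closed with the series table.

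In ΔlncRNA in exponential phase, the paper's fold change and the one found here were 3.80 and 2.17 for LSL_0450 and 3.21 and 1.80 for LSL_0454, and these pairs closed with median centring, Agilent's processed signals and the series table. The pairs 4.45 and 1.90 for LSL_0452, 3.93 and 1.33 for LSL_0453, 3.70 and 1.54 for LSL_0455, 4.34 and 1.85 for LSL_0456, 3.48 and 1.56 for LSL_0458, 3.67 and 1.47 for LSL_0459, 2.69 and 1.18 for LSL_1136, 4.83 and 1.43 for LSL_1831, 3.26 and 1.26 for LSL_1832, -3.72 and -1.35 for LSL_0864, -4.49 and -2.55 for LSL_1337, -2.36 and -1.19 for LSL_1798, -3.56 and -1.56 for LSL_1864, -25.31 and -3.76 for LSL_1873 and -659.12 and -385.91 for LSL_1885 closed with Agilent's processed signals and the series table. The pair 2.67 and 1.66 for LSL_0461 closed with median centring, Agilent's processed signals, the series table and leaving out replicate 2 of ΔlncRNA. The pairs -5.50 and -3.50 for LSL_1336 and -4.79 and -2.87 for LSL_1883 closed with Agilent's processed signals, the series table and leaving out replicate 2 of ΔlncRNA. The pair -4.75 and -1.43 for LSL_1338 closed with Agilent's processed signals. The pair -5.03 and -2.42 for LSL_1829 closed with none of the alternatives run on them.

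In ΔlncRNA ΔLSL_1884 in exponential phase, the paper's fold change and the one found here were 3.72 and 2.06 for LSL_0452, 2.90 and 1.93 for LSL_0455 and 2.80 and 1.82 for LSL_0458, and these pairs closed with median centring, Agilent's processed signals, the series table and leaving out replicate 2 of ΔlncRNA ΔLSL_1884. The pairs 3.57 and 1.89 for LSL_0453, 4.23 and 2.18 for LSL_0456, 2.81 and 1.65 for LSL_1831, 2.57 and 1.40 for LSL_1832, 2.23 and 1.27 for LSL_1846 and -2.74 and -1.51 for LSL_1798 closed with Agilent's processed signals, the series table and leaving out replicate 2 of ΔlncRNA ΔLSL_1884. The pair 2.59 and 1.70 for LSL_0460 closed with median centring, Agilent's processed signals, the series table, the mean of the probes and leaving out replicate 2 of ΔlncRNA ΔLSL_1884. The pairs -17.43 and -3.73 for LSL_1873 and -1243.96 and -618.18 for LSL_1885 closed with Agilent's processed signals and the series table.

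At the thresholds of the methods, applied with limma's p, the paper's 10 up-regulated genes of the *fab* operon stand against 0 here, its 3 up-regulated megaplasmid genes against 0, its 18 down-regulated genes against 0 outside the deleted region, and its 12 down-regulated megaplasmid genes against 0. The deleted LSL_1884 missed them in ΔlncRNA ΔLSL_1884 at a log2 ratio of -4.86 (standard error 0.43, unadjusted p = 1.2e-04 from limma). The *fab* genes, with standard errors from 0.42 to 0.61, could therefore not have passed at the paper's folds. Their count of 0 was fixed by this test and does not speak against the paper's count. The counts here are over the exponential comparisons, as each stationary comparison has 1 array. The paper's counts of down-regulated genes span both phases, since the folds of LSL_0139, LSL_1798 to LSL_1801, LSL_1907 and LSL_1908 in Table S4 are over 3 in stationary phase alone, so these counts are not of the same comparisons. No alternative run on these counts closed the gaps. For the down-regulated genes the nearest count was 5, 2 of them on the megaplasmid, with the replicate block. At the fold threshold alone, 1 gene was higher, *fabA*, and 5 were lower outside the deleted region, 4 of them in Table S4. With Agilent's processed signals, 14 genes were higher by over 3-fold, 11 of them of the *fab* operon, and 17 were lower, 9 of them on the megaplasmid and 11 in Table S4. These counts hold the offset of the median of all genes that those signals left on each array, given above. *pflA* passed an adjusted p of 0.05 in both mutants with the processed signals and in ΔlncRNA with the series table. At that threshold the replicate block called 11 *fab* genes in ΔlncRNA and 13 in ΔlncRNA ΔLSL_1884. Without the block, *fabA* and *fabH* were called in ΔlncRNA when either array of ΔlncRNA ΔLSL_1884 was left out. The paper describes the operon from LSL_0449 to LSL_0459 as uniformly up-regulated in both mutants. Here all its genes were above 0 in ΔlncRNA on both arrays, and in ΔlncRNA ΔLSL_1884 they were so on replicate 1, while on replicate 2 the operon lay between -0.09 and 0.02.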

Other observations

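The tests of the pattern of replicate 1 below were chosen after the values were seen. The genes of the smaller plasmids lay near the wild-type in both mutants. The 24 measured genes of pSF118-20 had a median log2 ratio of -0.11 in ΔlncRNA (camera, adjusted p = 0.035, and adjusted p = 0.39 with an estimated correlation) and of -0.11 in ΔlncRNA ΔLSL_1884 (adjusted p = 0.011, and adjusted p = 0.29 with an estimated correlation), and the 49 of pSF118-44 had a median of 0.08 (adjusted p = 0.035, and adjusted p = 0.43 with an estimated correlation) and 0.10 (adjusted p = 0.074). With median centring the direction of pSF118-20 turned in both mutants (adjusted p = 0.19 and 0.23). None of these genes passed alone. In the fit with the replicate number as a block, 1 gene of pSF118-20 was lower in ΔlncRNA and 3 in ΔlncRNA ΔLSL_1884, and 2 genes of pSF118-44 were higher and 1 lower in ΔlncRNA, with 1 higher and 1 lower in ΔlncRNA ΔLSL_1884. The lists of both plasmids then did not pass in ΔlncRNA (adjusted p = 0.16 and 0.11). The paper reports by qPCR a lower ratio of megaplasmid to chromosome DNA in the mutants. On the arrays, which measure RNA, the median log2 ratio of pMP118 genes minus that of chromosomal genes was 0.05 in ΔlncRNA (SD 0.08, n = 2) and 0.04 in ΔlncRNA ΔLSL_1884 (SD 0.08, n = 2) in exponential phase, and -0.06 and -0.01 on the stationary arrays. The replication gene *repA* of the megaplasmid had a log2 ratio of 0.00 in ΔlncRNA (SD 0.14, n = 2) and -0.07 in ΔlncRNA ΔLSL_1884 (SD 0.06, n = 2), and *pepN* of 0.50 (SD 0.49, n = 2) and 0.38 (SD 0.68, n = 2), each not past the test. Fitted with the replicate number as a block, *pepN* passed in ΔlncRNA (adjusted p = 0.038).

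A set of 68 genes outside the deletions, 30 higher and 38 lower, was over 2-fold from the wild-type in the same direction on replicate 1 of both mutants, and 5 of these were so on both replicate 2 arrays as well. Only 10 are in Table S4. The set was picked for these values. Among them are 10 genes of a run from LSL_1416 to LSL_1436, in which all 21 genes were above 0 on replicate 1 of ΔlncRNA (median log2 ratio 1.05) and of ΔlncRNA ΔLSL_1884 (median 0.95), 6 were above 0 on replicate 2 of ΔlncRNA (median -0.09) and 1 on replicate 2 of ΔlncRNA ΔLSL_1884 (median -0.26). On the stationary arrays, also replicate 2, 5 were above 0 in ΔlncRNA (median -0.08) and all 21 in ΔlncRNA ΔLSL_1884 (median 0.36). With Agilent's processed signals the median of the run on the latter array was -0.23, so its sign depended on the scaling. The median of all genes there was -0.38 with these signals and -0.00 in the main fit, so the run lay above it with both. A gene-specific dye effect as the whole cause is argued against, because the swapped dyes would turn the sign on replicate 2, whereas the median ratio of the replicate 2 value to the replicate 1 value was 0.007 (quartiles -0.11 and 0.09). A wild-type RNA of replicate 1 that stands apart is argued against as the whole cause as well, since in Cy5 the mutants of replicate 1 differed from the wild-type of replicate 2 by a median of 1.02 (quartiles 0.84 and 1.33) in the direction of the change. In Cy3 the wild-type of replicate 1 differed from the mutants of replicate 2 by a median of -0.47 in that direction, so it may hold part of the pattern. A difference in growth stage between the replicate 1 cultures may contribute and stays open: 58.8% of the genes lay on the side given by the wild-type difference between phases, and phase and slide cannot be told apart.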
